# Eosinophils preserve bone homeostasis by inhibiting excessive osteoclast formation and activity via eosinophil peroxidase

**DOI:** 10.1038/s41467-024-45261-8

**Published:** 2024-02-05

**Authors:** Darja Andreev, Katerina Kachler, Mengdan Liu, Zhu Chen, Brenda Krishnacoumar, Mark Ringer, Silke Frey, Gerhard Krönke, David Voehringer, Georg Schett, Aline Bozec

**Keywords:** Osteoimmunology, Osteoimmunology, Inflammation, Innate immunity

## Abstract

Eosinophils are involved in tissue homeostasis. Herein, we unveiled eosinophils as important regulators of bone homeostasis. Eosinophils are localized in proximity to bone-resorbing osteoclasts in the bone marrow. The absence of eosinophils in ΔdblGATA mice results in lower bone mass under steady-state conditions and amplified bone loss upon sex hormone deprivation and inflammatory arthritis. Conversely, increased numbers of eosinophils in IL-5 transgenic mice enhance bone mass under steady-state conditions and protect from hormone- and inflammation- mediated bone loss. Eosinophils strongly inhibit the differentiation and demineralization activity of osteoclasts and lead to profound changes in the transcriptional profile of osteoclasts. This osteoclast-suppressive effect of eosinophils is based on the release of eosinophil peroxidase causing impaired reactive oxygen species and mitogen-activated protein kinase induction in osteoclast precursors. In humans, the number and the activity of eosinophils correlates with bone mass in healthy participants and rheumatoid arthritis patients. Taken together, experimental and human data indicate a regulatory function of eosinophils on bone.

## Abstract (web summary)

Eosinophils are traditional immune effectors involved in tissue homeostasis. In this study, eosinophils emerge as key regulators of bone homeostasis by interacting with osteoclasts, inhibiting their differentiation and pathological bone loss.

## Introduction

Bone is continuously remodeled throughout life. Up to 10% of the calcified bone is renewed every year, which depends on a fine balance between bone resorption and bone formation. Osteoclasts are critical cells for bone homeostasis as they are the only bone-resorbing cells in the body. Increased osteoclast function results in pathological bone loss leading to osteoporosis, defined by low bone mass and increased risk of fracture^1^. Osteoclast activity therefore needs to be tightly controlled by inhibitory cells and pathways.

Osteoclasts are polynucleated cells that are formed by the fusion of precursor cells from the monocyte/macrophage lineage^2,3^. This process requires the presence of osteoclastogenic cytokines, including macrophage colony-stimulating factor (M-CSF) and receptor activator of nuclear factor kappa-Β ligand (RANKL)^4,5^. The interaction of RANKL with its receptor RANK on osteoclast precursors triggers a downstream signal via the mitogen-activated protein kinases (MAPKs), ERK (extracellular signal-regulated kinase) 1/2, JNK (c-Jun N-terminal kinase) and p38, activating the master regulator of osteoclastogenesis, nuclear factor of activated T cells 1 (NFATc1)^6,7^. This transcription factor thereupon drives the expression of several proteins necessary for proper bone resorption, such as tartrate-resistant acid phosphatase (TRAP), matrix metalloproteinase 9 (MMP-9) and cathepsin K (CTSK)^8^.

Osteoclasts are controlled by the immune system. In this regard, the pro-osteoclastogenic function of the innate and adaptive immune system has been thoroughly studied. Several cytokines produced by immune cells, such as TNFα, IL-6, IL-1, and IL-17, are highly active in stimulating osteoclast differentiation and function and thus promote immune-mediated bone loss^9^. However, some cytokines, i.e., those related to type 2 immune responses, like IL-4 and IL-13, have been reported to inhibit osteoclast differentiation^10^. Interestingly, these cytokines are highly secreted by eosinophils. To date, the role of eosinophils in bone homeostasis has not been defined.

Eosinophils are part of the innate immune system and belong to the granulocyte lineage. They are formed in the bone marrow, where common myeloid progenitors differentiate into eosinophil progenitors under the influence of the transcription factor, GATA-binding factor 1 (GATA-1). On further maturation, eosinophils express the surface proteins Siglec-F and IL-5 receptor^11,12^. IL-5 is the key cytokine driving eosinophil maturation, activation and survival^13^. A proportion of eosinophils leaves the bone marrow to peripheral sites^14,15^. Usually, eosinophils are associated with the immune defense against parasites by the production of heme peroxidases, such as eosinophil peroxidase (EPX) stored in cytoplasmic granules. While eosinophils participate in diseases that are related to type 2 immune activation, like asthma^16,17^, several studies also highlighted the homeostatic functions of eosinophils. The presence of a homeostatic subset of eosinophils has been unveiled in various tissues, such as the bone marrow, the lungs, the intestinal tract, the thymus and the adipose tissue^18^. Recently, we uncovered the presence of a regulatory eosinophil subset in the synovium that promotes the resolution of inflammatory arthritis^19^. Moreover, a 2001 study by Macias et al. identified that constitutive expression of eosinophil-inducing IL-5 results in unique effects on bone metabolism, such as the formation of ectopic bone nodules in the spleen upon age^20^.

Based on these observations, we speculated whether eosinophils may represent a homeostatic immune cell lineage in bone remodeling that may prevent overshooting osteoclast formation and bone resorption. Considering that the bulk of eosinophils is localized in the bone marrow, a functional interaction between eosinophils with osteoclasts seems likely. We therefore assessed the functional impact of eosinophils on bone homeostasis with a focus on the regulation of osteoclast function and bone loss.

In this study, we demonstrate that eosinophils play a role in regulating osteoclast activity both in normal bone homeostasis and under pathological conditions. The mechanism involves the secretion of EPX, which leads to the downregulation of reactive oxygen species (ROS) and MAPKs-mediated osteoclastogenesis. Consequently, eosinophils reveal a previously overlooked link between the innate immune system and bone, emphasizing their involvement in preserving tissue homeostasis within the bone compartment.

## Results

### Eosinophils influence steady-state bone remodeling

Eosinophil lineage commitment and differentiation takes place in the bone marrow. Although a certain number of eosinophils migrates into peripheral tissues via the bloodstream, a vast majority of the cells is situated in the bone marrow, where also the bone-resorbing osteoclasts are located^21^. In order to verify a possible interaction of eosinophils with osteoclasts, we performed light sheet fluorescence microscopy (LSFM) of tibial bones from Cx3cr1^cre^R26-tdTomato mice (to visualize osteoclasts) injected with 5 µg anti-Siglec-F AF-647 antibody (to mark eosinophils). The slides demonstrate the presence of eosinophils in both the metaphysis and diaphysis of long bones, suggesting potential interactions with both osteoclast precursors and mature osteoclasts (Fig. 1a). The localization of eosinophils and osteoclasts was further characterized by confocal laser scanning microscopy (CLSM) of tibial bone sections from Cx3cr1^cre^R26-tdTomato mice that were stained with anti-integrin β-3 (Itgb3, for osteoclasts) and with anti-EPX (for eosinophils), illustrating a direct contact between these two cell types (Fig. 1b).

**Fig. 1:**
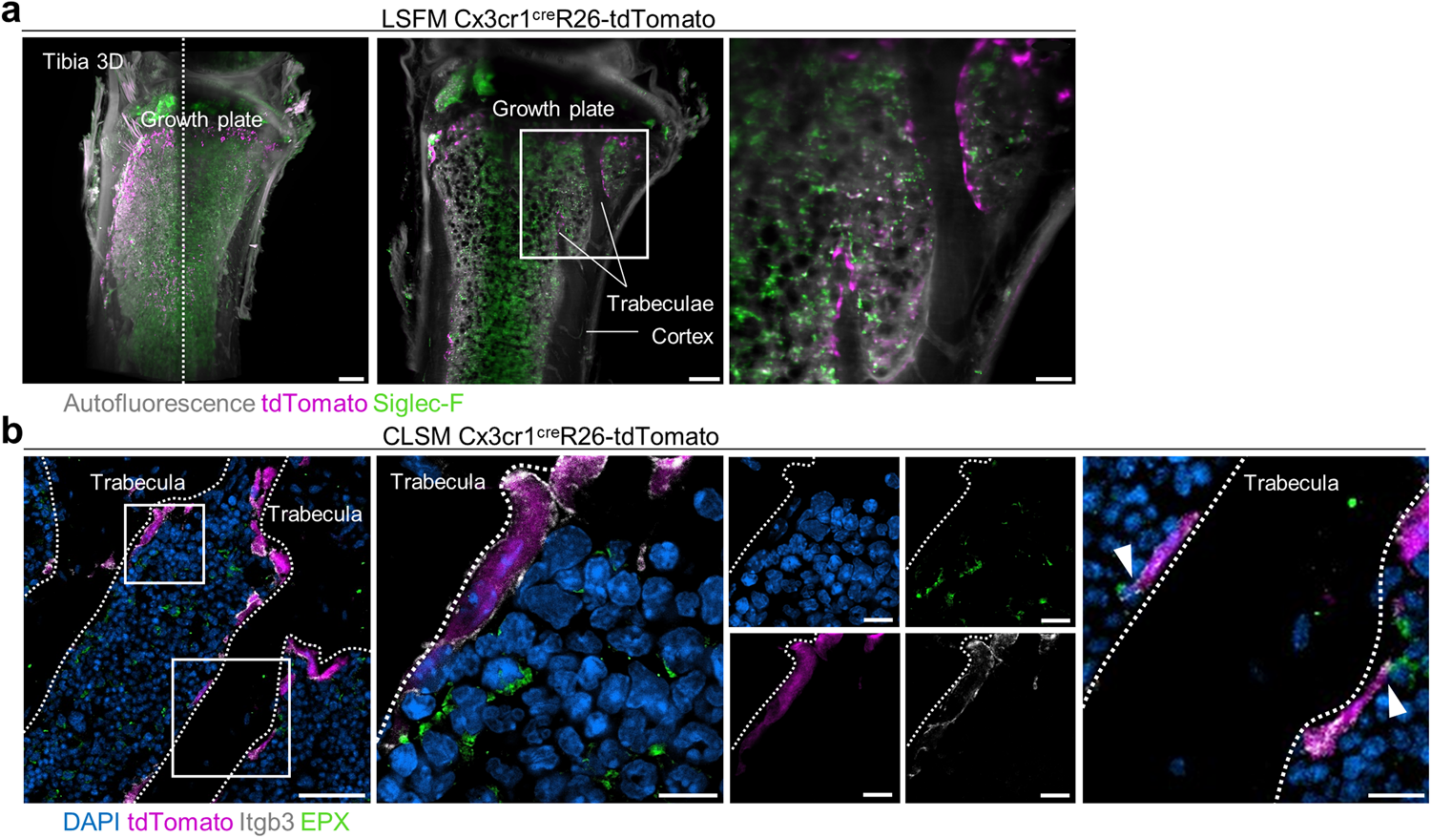
Eosinophils are localized in proximity to bone-resorbing osteoclasts. **a** Light sheet fluorescence microscopy (LSFM) of tibial bones from Cx3cr1^cre^R26-tdTomato mice injected with 5 µg anti-Siglec-F AF-647. tdTomato-positive (purple) osteoclasts surround the trabeculae (autofluorescence/gray), Siglec-F-positive (green) eosinophils are in proximity to osteoclasts. Scale bar, 200 µm (left), 150 µm (middle), and 100 µm (right). **b** Confocal laser scanning microscopy (CLSM) of tibial bone sections from Cx3cr1^cre^R26-tdTomato mice. Polynucleated osteoclasts attached to the trabecular bone are marked by tdTomato (purple) and Integrin β-3 (Itgb3/gray), eosinophils are stained with eosinophil peroxidase (EPX/green), and nuclei are visualized by DAPI (blue). Scale bar, 40 µm (left), 7 µm (middle) and 10 µm (right). White arrows point out direct cell-cell interaction between eosinophils and osteoclasts. LSFM and CLSM were performed independently 3 times with 3 mice per experiment.

Given the potential interaction between eosinophils and osteoclasts in bone, our objective was to explore the impact of eosinophils on bone homeostasis. Therefore, we proceeded to examine the bone characteristics of eosinophil-deficient ΔdblGATA mice. The GATA-1 transcription factor is essential for the differentiation of various hematopoietic lineages, including eosinophils, mast cells, erythrocytes, and platelets^22^. The ΔdblGATA mice used in this study have a selective loss of eosinophils due to the deletion of the high-affinity GATA-binding site in the GATA-1 promoter^23^. As anticipated, the bone marrow of ΔdblGATA mice showed an absence of the eosinophil population (Siglec-F^+^CD11b^+^Ly6G^int^CD45^+^ cell) and only modest alterations in the basophil, erythroid and megakaryocyte compartment, while all other GATA-1-expressing lineages were unaffected (Fig. 2a and Sup. Figures 1 and 2). Analysis through micro-computed tomography (µCT) and histomorphometry revealed a significant reduction in bone mass in eosinophil-deficient mutants compared to wild-type (WT) controls (Fig. 2b, c). The osteoporotic bone phenotype observed in the absence of eosinophils was accompanied by a notable increase in osteoclast surface and number in TRAP-stained tibial sections (Fig. 2d, e) as well as elevated mRNA levels of key osteoclast-related genes, such as *Nfatc1* and *Acp5* (encoding for TRAP) in long bones (Fig. 2f). The osteoporotic phenotype resulting from eosinophil loss was also evident at older age (5 months) as shown by reduced bone volume and increased mRNA expression of *Tnfrsf11a* (encoding for RANK) and *Ctsk* in the mutant mice compared to WT controls (Sup. Figure 3a–c). Notably, an increase in bone volume and a substantial reduction in the number of osteoclasts were observed in ΔdblGATA mice two weeks after reconstitution with 3 × 10^6^ eosinophils by intravenous injection (Sup. Figure 3d–g).

**Fig. 2:**
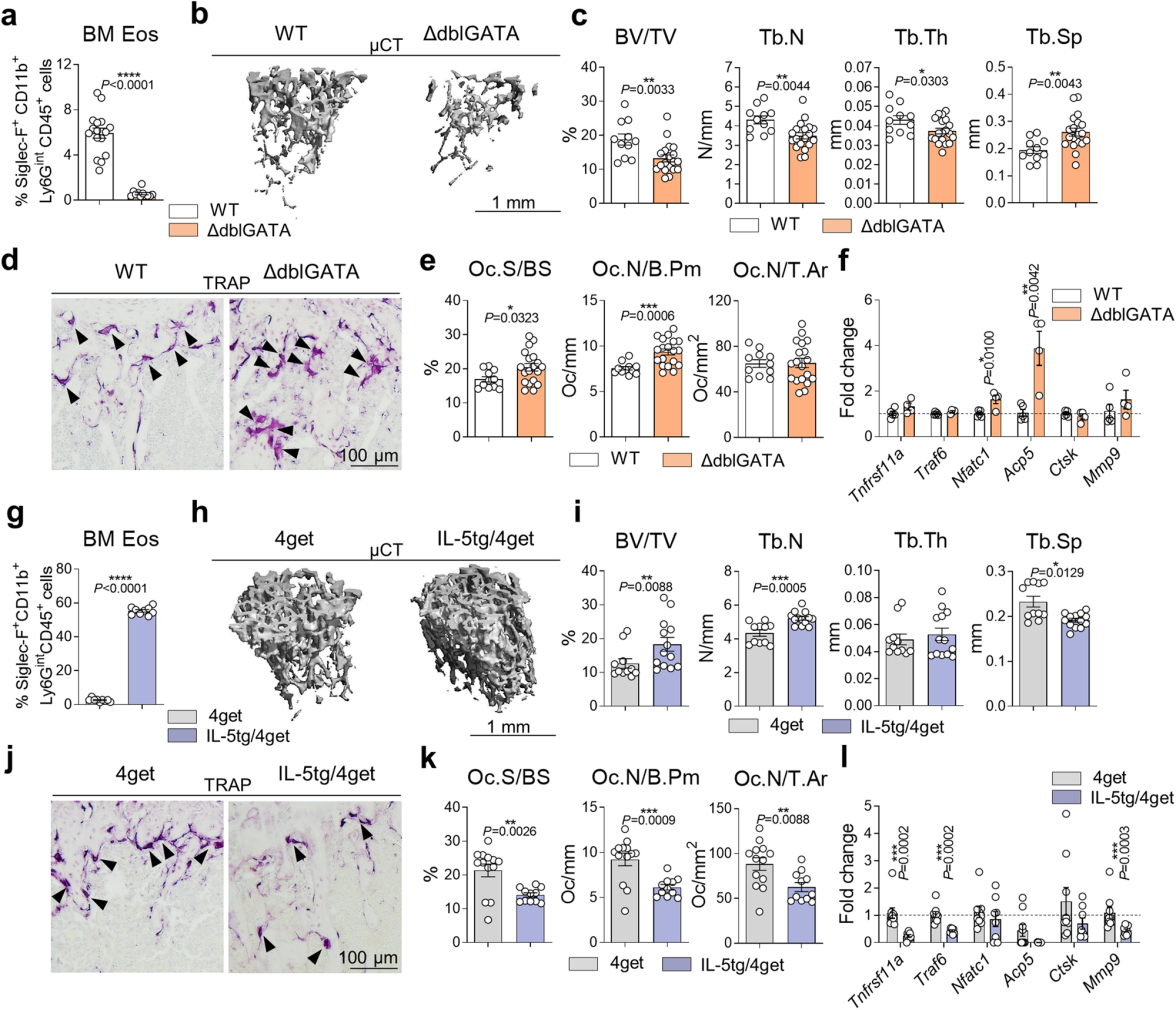
Eosinophils influence steady-state bone remodeling. **a** Percentage of eosinophils (Siglec-F^+^CD11b^+^Ly6G^int^CD45^+^ cells) in the bone marrow (BM) of wild type (WT) and ΔdblGATA mice (*n* = 17, 11) analyzed by flow cytometry (FC). **b**, **c** 3D trabecular structure by micro-computed tomography (µCT) (**b**) and quantification of bone volume per total volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp) (**c**) in the tibial bone from WT and ΔdblGATA mice (*n* = 11, 19). Scale bar, 1 mm. **d**, **e** Representative tartrate-resistant acid phosphatase (TRAP) staining (**d**) and quantification of osteoclast surface per bone surface (Oc.S/BS), osteoclast number per bone perimeter (Oc.N/B.Pm), and osteoclast number per tissue area (Oc.N/T.Ar) (**e**) in tibial bone sections from WT and ΔdblGATA mice (*n* = 11, 19). Triangles highlight polynucleated osteoclasts. Scale bar, 100 µm. **f** mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in the long bone of WT and ΔdblGATA mice (*n* = 5, 4). **g** Percentage of eosinophils in the BM of control 4get and IL-5tg/4get mice (*n* = 9) analyzed by FC. **h**, **i** 3D µCT trabecular structure (**h**) and quantification of BV/TV, Tb.N, Tb.Th, and Tb.Sp (**i**) in tibial bone from 4get and IL-5tg/4get mice (*n* = 11, 13). Scale bar, 1 mm. **j**, **k** Representative TRAP staining (**j**) and quantification of Oc.S/BS, Oc.N/B.Pm, and Oc.N/T.Ar (**k**) in tibial bone sections from 4get and IL-5tg/4get mice (*n* = 13, 11). Triangles illustrate polynucleated osteoclasts. Scale bar, 100 µm. **l** mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in the long bone of 4get and IL-5tg/4get mice (*n* = 9, 7/8). Data are shown as mean ± SEM. Symbols represent individual mice. *P* values were determined by two-tailed Mann–Whitney test (2a, 2c BV/TV, 2i, 2l Tnfrsf11a, Mmp9) or unpaired two-tailed *t* test (2c Tb.N, Tb.Th, Tb.Sp, 2e, 2f, 2g, 2k, 2l Traf6) for single comparisons. Asterisks mark statistically significant difference (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Source data are provided as a Source data file.

To extend these observations, we took advantage of IL-5tg/4get (IL-5 transgenic, IL-4/GFP-enhanced transcript (4get)) mice. Even though the IL-5 receptor (IL-5Rα/CD125) is not exclusively expressed on eosinophils and is also present on basophils, B1 cells and neutrophils^24^, we demonstrated that these mice predominantly display a hyper-eosinophilic phenotype (Fig. 2g and Sup. Figures 1 and 4). Of note, IL-5tg/4get mice showed significantly increased steady-state bone mass compared to 4get littermate controls (Fig. 2h, i). In accordance, this phenotype was associated with reduced osteoclast surface and number in TRAP-stained tibial sections (Fig. 2j, k) as well as impaired mRNA expression of osteoclastogenic genes, like *Tnfrsf11a*, *Traf6*, and *Mmp9* in bone tissue (Fig. 2l). Moreover, we investigated whether IL-5 could potentially affect bone homeostasis independently of eosinophils. Thus, we treated eosinophil-deficient ΔdblGATA mice with IL-5 to investigate whether this intervention could rescue their bone phenotype. However, the intraperitoneal injection of 500 ng of recombinant murine IL-5 daily for two consecutive weeks had no discernible effect on the bone and osteoclast phenotype of ΔdblGATA mice (Sup. Figure 3h–k). Altogether, these results support the concept that eosinophils participate in bone homeostasis by negatively regulating bone-resorbing osteoclasts.

### Eosinophils impair osteoclast differentiation and function in vitro

Our in vivo analyses suggest that eosinophils inhibit osteoclast development. First, we excluded that bone marrow derived monocytes (BMMs) from eosinophil-deficient ΔdblGATA mice have a deficit to differentiate into osteoclasts. When differentiating BMMs with 20 ng/mL M-CSF and 10 ng/mL RANKL into osteoclasts in vitro, no differences could be observed between WT and ΔdblGATA osteoclasts regarding the number of differentiated cells and the expression of osteoclastogenic genes (Sup. Figure 5), suggesting that the monocyte lineage is not intrinsically affected by the lack of eosinophils in the bone marrow. Moreover, these results indicate that osteoclast formation is controlled by the presence of eosinophils in the bone marrow.

Thereupon, we examined whether eosinophils interact with osteoclast precursors (OCPs) and thereby impair their differentiation into mature osteoclasts. To do so, we sorted eosinophils from hyper-eosinophilic IL-5tg/4get mice (Sup. Figure 6a, b) and co-cultured them with BMMs under osteoclastogenic conditions in vitro. BMMs were co-cultured with different ratios of eosinophils on day 0 of differentiation for 48 h (Fig. 3a, b). Sorted eosinophils still presented a viability of up to 80% after the culture for 48 h (Sup. Figure 6c). TRAP staining was performed on day 3 of differentiation and osteoclasts with equal or more than 3 and equal or more than 5 nuclei were counted (Fig. 3a, b). A dose dependent decrease of osteoclasts was detected for both moderate- and high-nucleated osteoclasts with increasing numbers of eosinophils, while the viability of BMMs was unaffected (Fig. 3a, b). Moreover, osteoclast-associated genes were strongly downregulated following the stimulation with eosinophils (Sup. Figure 6d). In contrast, neutrophils, another granulocyte population, did not exhibit any discernible influence on the number of osteoclasts or the expression of osteoclast-relevant genes (Sup. Figure 7a–e). Interestingly, we observed that eosinophils displayed an anti-osteoclastogenic function only when co-cultured with osteoclast precursors and not when co-cultured with more mature osteoclasts (Sup. Figure 6f–h).

**Fig. 3:**
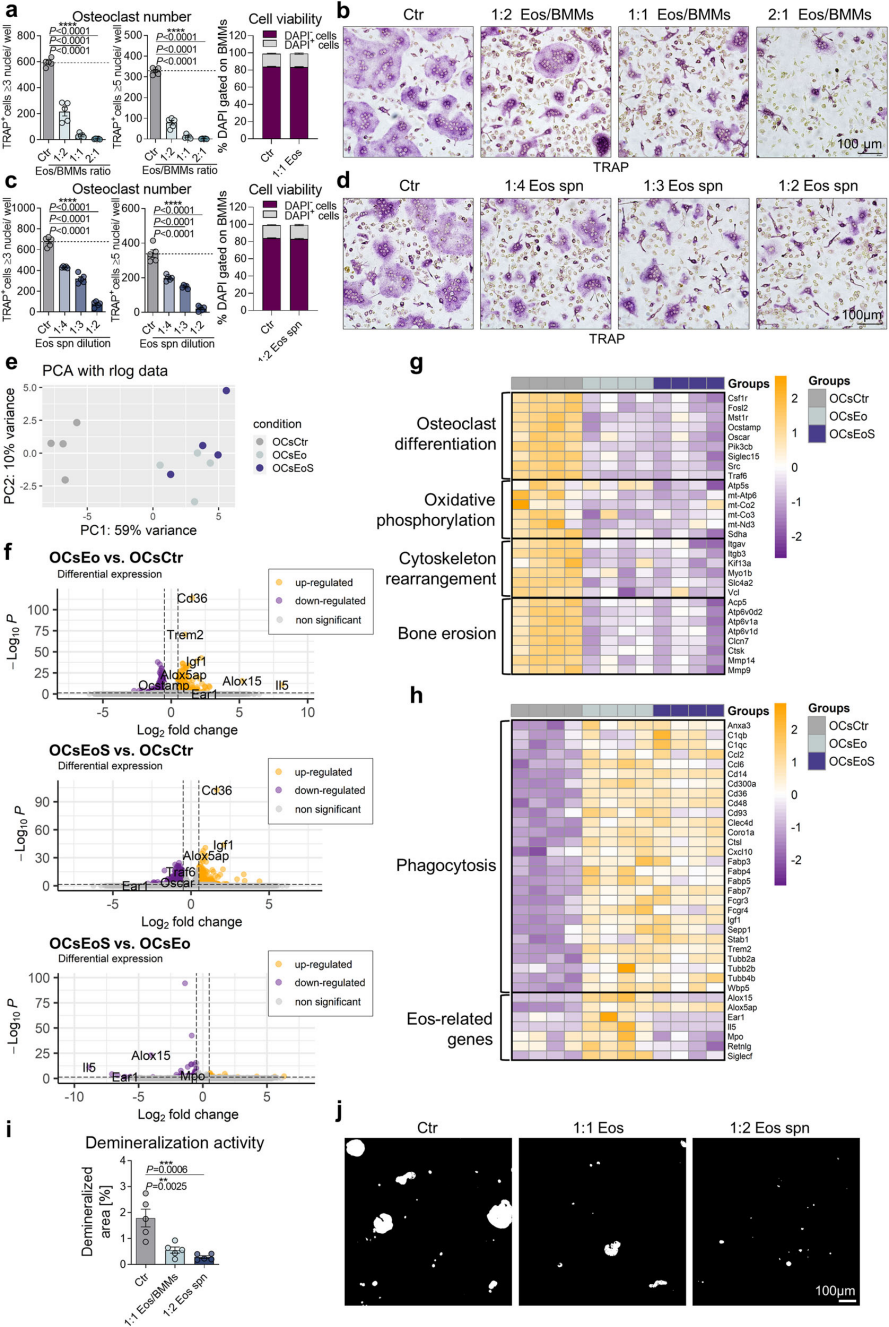
Eosinophils inhibit osteoclast differentiation and function in vitro. **a**, **b** Quantification, viability (DAPI gated on BMMs) (**a**), and representative images (**b**) of TRAP-positive polynucleated (≥3 nuclei or ≥5 nuclei) WT osteoclasts co-cultured with different ratios of eosinophils (Eos) compared with unstimulated control (*n* = 5). Scale bar, 100 μm. **c**, **d** Quantification, viability (DAPI gated on BMMs) (**c**), and representative images (**d**) of TRAP-positive polynucleated (≥3 nuclei or ≥5 nuclei) WT osteoclasts co-cultured with different dilutions of eosinophil supernatant (Eos spn) compared with unstimulated control (*n* = 5). Scale bar, 100 μm. **e**–**h** Bulk RNA-seq. analysis of WT osteoclasts stimulated with eosinophils (2:1 Eos/BMMs ratio; OCsEo) or eosinophil supernatant (1:2 dilution; OCsEoS) compared with unstimulated control (OCsCtr) (*n* = 4). Principal component analysis (PCA) visualizing the patterns of the individual samples of the 3 different groups (**e**). Volcano plots showing differentially expressed genes (DEG) between the groups OCsEo vs. OCsCtr, OCsEoS vs. OCsCtr and OCsEoS vs. OCsEo (**f**). Statistically significantly upregulated genes are orange and downregulated genes are purple. Heat map showing osteoclast-associated DEGs between the aforementioned groups (**g**). Heat map showing phagocytosis- and eosinophil-associated DEGs between the aforementioned groups (**h**). **i**, **j** Quantification (**i**) and representative images (**j**) of the demineralization activity of WT osteoclasts cultured on hydroxyapatite-coated plates following the stimulation with eosinophils (1:1 Eos/BMMs ratio) or eosinophil supernatant (1:2 dilution) compared with unstimulated control (*n* = 5). Scale bar, 100 μm. Data are shown as mean ± SEM. Symbols represent individual mice. *P* values were determined by one-way ANOVA Dunnett’s test (3a, 3c, 3i) for multiple comparisons. Asterisks mark statistically significant difference (**P < 0.01, ***P < 0.001, ****P < 0.0001). Differential expression analysis between 2 groups was performed with log2 fold change cut off 0.5. The resulting *P* values were adjusted using the Benjamini–Hochberg approach for controlling the false discovery rate (FDR). Genes with an adjusted *P* value (*P*_adj_) less than 0.05 were assigned as differentially expressed (2f–h). Source data are provided as a Source data file.

A dose dependent reduction of osteoclasts (with ≥3 and ≥5 nuclei) and a decrease in osteoclast-related gene expression was also observed after treating BMMs with increasing amounts of eosinophil supernatant (Eos spn) without affecting the viability of the cells (Fig. 3c, d and Sup. Figure 6e), while the addition of control supernatant collected from BMMs had no impact on the differentiation of osteoclasts or the expression of osteoclast-associated genes (Sup. Figure 7f–h). Notably, even when eosinophils and BMMs were physically separated by a membrane with a pore size of 1 µm during the co-culture, eosinophils inhibited the formation of osteoclasts (Sup. Figure 6i, j). A reduction in osteoclasts and a significantly decreased expression of the osteoclast-related gene *Acp5* were also detectable when more mature osteoclasts were supplemented with eosinophil supernatant (Sup. Figure 6f–h). These observations suggest that the inhibitory effect is likely mediated by a soluble factor released by eosinophils.

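The bulk RNA-seq. data comprised 12 libraries in 3 groups of 4 biological replicates, namely unstimulated osteoclasts (OCsCtr), osteoclasts stimulated with sorted eosinophils (OCsEo) and osteoclasts stimulated with eosinophil supernatant (OCsEoS). The cultures were grown from bone marrow derived monocytes (BMMs) of BALB/c WT mice, the stimuli were present from day 0 for 48 h, and RNA was harvested on day 3. The eosinophils came from blood and bone marrow of hyper-eosinophilic IL-5tg/4get mice. The sample labels give 5 ng/µL M-CSF and 10 ng/µL RANKL as supplements, whereas the paper gives 5 ng/mL M-CSF overnight before day 0, and 20 ng/mL M-CSF and 10 ng/mL RANKL from day 0, so that the unit of the labels differs from that of the paper. The authors aligned cleaned paired-end reads with Hisat2 to GRCm38/mm10, counted reads per gene with featureCounts and deposited the raw counts without normalization. The paper's text does not name the annotation release or whether reads were counted by strand, so counts of genes that overlap a neighbor may include reads of that neighbor. The counts on genes ranged from 28014177 to 34266435 in the OCsCtr libraries (median 32895234), from 29508222 to 40327869 in the OCsEo libraries (median 35130515) and from 27837530 to 34540511 in the OCsEoS libraries (median 34077330). At these depths, 3 counts corresponded to 0.0744 to 0.108 reads per 1000000 counts (CPM), which was taken as the floor of detection. Floors and standard errors cover counting error and the spread between libraries, not losses before sequencing. All 18 pairs of replicates within a group differed by more than the sampling noise, with a chi-square per degree of freedom of 10.2 to 36.5, so each library was counted as 1 replicate. Neither the labels nor the paper give a sequencing batch for these libraries. Of the 47643 genes in the table, 27440 had 0 counts in every library, and 13681 genes passed edgeR's filter on low counts, which held at least 99.96% of the counts of each library. Expression was tested with edgeR's quasi-likelihood F-test after TMM normalization, in a fit of all 3 groups without a replicate block. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper's methods. The methods name DESeq2 for this step, and DESeq2 was run as an alternative.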

To understand the molecular changes occurring in osteoclasts upon contact with eosinophils, we performed bulk RNA-sequencing of osteoclasts after stimulation with eosinophils (2:1 Eos/BMMs ratio; OCsEo) or eosinophil supernatant (1:2 dilution; OCsEoS) compared with unstimulated osteoclasts (OCsCtr). 

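The variation among the libraries was examined on rlog values of the 500 most variable genes, because Fig. 3e is titled as a PCA of rlog data, although the methods name glmpca. The first component (PC1) held 56.0% of the variance (jackknife standard error 8.41) and the second held 10.8%. On PC1, the OCsCtr libraries lay at -5.72 ± 0.70 (SD, n = 4), the OCsEo libraries at 2.45 ± 1.40 (SD, n = 4) and the OCsEoS libraries at 3.26 ± 1.58 (SD, n = 4). The highest OCsCtr library, at -4.94, lay below the lowest stimulated library, at 0.46. The share of PC1 moved most with log2 CPM in place of rlog values, to 16.9%. Group membership explained an R2 of 0.616 of the squared distance between OCsEo and OCsCtr libraries and 0.646 between OCsEoS and OCsCtr libraries. Each of these was the largest among the 35 splits of the 8 libraries into 4 and 4 (exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). With log2 CPM, which moved them most, the R2 was 0.220 and 0.188, still the largest of the splits.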

Principal component analysis (PCA) depicted the variation among the three groups, showing that the gene expression pattern changes substantially upon stimulation with eosinophils (Fig. 3e). Interestingly, osteoclasts stimulated with eosinophils or eosinophil supernatant clustered together, indicating that they have similar expression profiles (Fig. 3e). 

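The distance between libraries over the 500 genes of the PCA was 6.61 ± 0.82 (mean and SD over 16 pairs of libraries) between OCsEoS and OCsEo, against 9.78 ± 1.02 between OCsEo and OCsCtr and 10.3 ± 1.26 between OCsEoS and OCsCtr. Within the groups, the mean distance was 5.19 for OCsCtr, 5.80 for OCsEo and 5.73 for OCsEoS. With log2 CPM in place of rlog values the order changed, as the mean distance between OCsEoS and OCsEo was then 49.5, against 44.9 and 45.3 from OCsEo and OCsEoS to OCsCtr. The split between OCsEoS and OCsEo gave an R2 of 0.269 (exact permutation test over 35 splits, p = 0.0286). This R2 was not the largest of the splits with log2 CPM (0.177, exact p = 0.0571), with all genes past the filter (0.212, exact p = 0.0571), or without OCsEo 1 (0.290, exact p = 0.0571), OCsEo 3 (0.259, exact p = 0.0857) or OCsEoS 3 (0.251, exact p = 0.0571). Both stimulations changed 501 DEGs in the same direction, 262 upregulated and 239 downregulated, and 0 DEGs in opposite directions. Across all genes tested, the log2 fold changes against OCsCtr had a Pearson r of 0.595 (jackknife standard error 0.156 over libraries). Genes are not independent replicates, and the shared controls alone gave an r of 0.468 to 0.529 in 50 simulations of groups without any change. With DESeq2 on all 12 libraries r was 0.468, and with 1 stimulated library left out it was 0.508 to 0.525. None was above this range, but the range was made with edgeR on all 12 libraries and does not apply to these fits. With 1 OCsCtr library left out, r was 0.605 to 0.628. No simulated range is given for any of these fits, so r alone does not settle whether changes beyond the shared controls were common to both groups. Separate OCsCtr libraries for each comparison were the alternative that moved r and the number of shared genes most. Over 6 allocations of the controls, r was then 0.129 to 0.213, and 272 to 339 genes were shared in the same direction. As no control was shared there, these genes argue against shared controls as the whole cause of the shared changes. The paper takes the joint clustering of OCsEo and OCsEoS libraries as a sign that their expression profiles are similar.

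**Figure D1:**
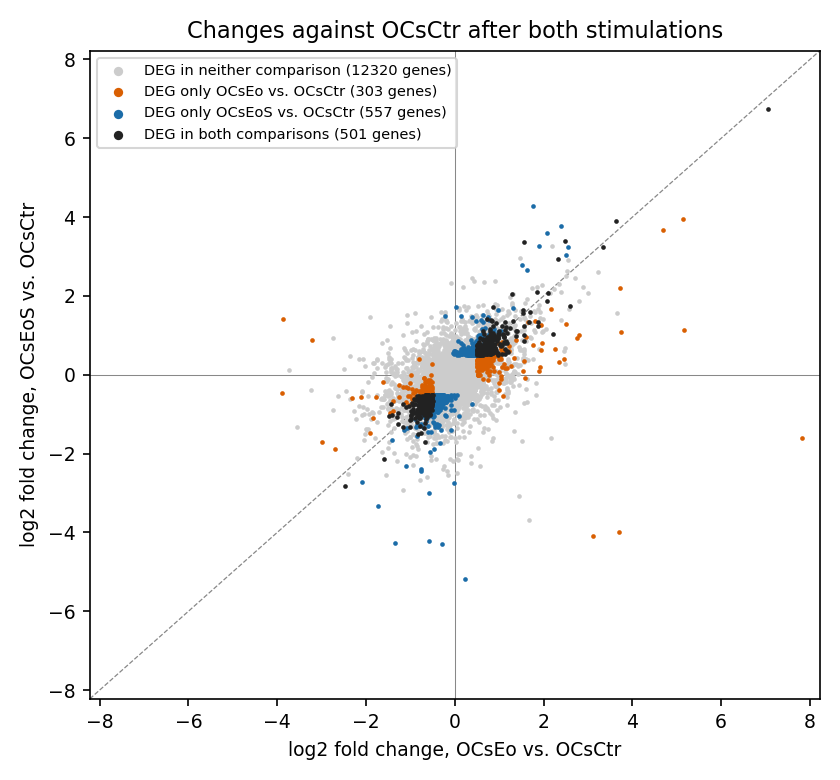
Log2 fold change of each of the 13681 genes tested, OCsEo vs. OCsCtr on the x axis and OCsEoS vs. OCsCtr on the y axis, with DEGs colored by the comparison in which they were called and the dashed line marking equal changes. The 501 genes called in both comparisons lie in the quadrants of equal sign, and genes with counts near the floor carry fitted values that depend on the prior count.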

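In OCsEo against OCsCtr, 447 genes were upregulated and 357 were downregulated, and in OCsEoS against OCsCtr, 496 were upregulated and 562 were downregulated. Most changes were moderate, with a median absolute log2 fold change of 0.67 and 0.64 among the DEGs of OCsEo and OCsEoS, and 136 and 160 genes over 1. Many genes passed the adjusted p alone, namely 1239 upregulated and 1143 downregulated genes in OCsEo and 1620 and 1531 in OCsEoS. The counts moved most when the fold change cut-off was made part of the test (edgeR's glmTreat against a log2 fold change of 0.5), which left 43 upregulated and 7 downregulated genes in OCsEo and 27 and 28 in OCsEoS. With DESeq2 on all 12 libraries, 481 and 381 genes were called in OCsEo and 523 and 578 in OCsEoS. With each library left out in turn, the totals were 664 to 980 DEGs in OCsEo and 849 to 1345 DEGs in OCsEoS.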

Analysis of differentially expressed genes (DEG) revealed that 484 and 519 genes were upregulated and 401 and 593 genes were downregulated in osteoclasts exposed to eosinophils and eosinophil supernatant, respectively (Fig. 3f). 

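Between the stimulated groups, 10 genes were higher and 42 genes were lower in OCsEoS than in OCsEo. Their median absolute log2 fold change was 0.87, and 21 of them were over 1. At an unadjusted p under 0.05, 1524 genes differed between the stimulated groups, against 4069 and 4686 in OCsEo and OCsEoS against OCsCtr. This count depended on single libraries, with 17 DEGs without OCsEoS 3, 27 without OCsEo 2 and 62 without OCsEoS 2. DESeq2 on all 12 libraries gave 21 higher and 56 lower genes, and edgeR without a filter on low counts gave 32 and 68.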

Interestingly, only 78 genes were differentially expressed between osteoclasts exposed to either eosinophils or eosinophil supernatant suggesting similar transcriptional changes (Fig. 3f). 

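The osteoclast receptor gene Csf1r (ENSMUSG00000024621, chromosome 18 of GRCm38 from 61105572 to 61132149) had 1238 ± 59.9 CPM (SD, n = 4) in OCsCtr, 909 ± 74.3 in OCsEo and 835 ± 107 in OCsEoS. Its log2 fold change was -0.57 in OCsEoS (standard error 0.08, adjusted p = 3.33e-05 from edgeR). In OCsEo, Csf1r fell by 0.44 on the log2 scale (standard error 0.08, adjusted p = 4.49e-04), under the fold change cut-off, and the difference between the stimulated groups was -0.12 (adjusted p = 0.582). Oscar (ENSMUSG00000054594, chromosome 7) had 136 ± 18.3 CPM in OCsCtr and log2 fold changes of -0.74 in OCsEo (adjusted p = 0.00158) and -0.88 in OCsEoS (adjusted p = 2.49e-04). Traf6 (ENSMUSG00000027164, chromosome 2) had 85.6 ± 3.61 CPM in OCsCtr, 51.6 ± 1.61 in OCsEo and 54.2 ± 3.63 in OCsEoS, log2 fold changes of -0.73 (adjusted p = 8.40e-07) and -0.66 (adjusted p = 3.90e-06). Fosl2 had 510.3 ± 19.1 CPM in OCsCtr and log2 fold changes of -0.52 and -0.54, and Ocstamp had 523 ± 41.5 CPM and log2 fold changes of -0.53 and -0.54, with adjusted p-values up to 4.61e-05. For each of these 5 genes, every stimulated library lay below every OCsCtr library. Fosl2 and Ocstamp were close to the cut-off. With the gene length trend of each library taken out, an alternative chosen after seeing the data that moved Fosl2 most, its changes were -0.39 and -0.38. Fosl2 in OCsEo was at -0.47 without OCsEo 3 and just under the cut-off without OCsCtr 4. Ocstamp was at -0.47 in OCsEo without OCsEo 1 and at -0.48 without OCsCtr 3, and in OCsEoS at -0.49 without OCsCtr 3 or without OCsEoS 4. Csf1r, which overlaps Hmgxb3, fell just under the cut-off in OCsEoS without OCsEoS 4. Of the 9 osteoclast differentiation genes of Fig. 3g, 8 were called lower in OCsEo and 9 in OCsEoS, and adjusted over the list alone the numbers were also 8 and 9, which is not independent evidence because the study chose the list on these samples. Among the 6 genes of the qPCR panel, 4 were called lower in both groups, while Tnfrsf11a, which encodes RANK, had log2 fold changes of -0.13 (adjusted p = 0.208) and -0.26 (adjusted p = 0.0107), and Nfatc1 of -0.42 (adjusted p = 9.35e-04) and -0.37 (adjusted p = 0.00174), all under the cut-off. Adjusted over the list alone, 4 of the 6 were also called in each group.

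**Figure D2:**
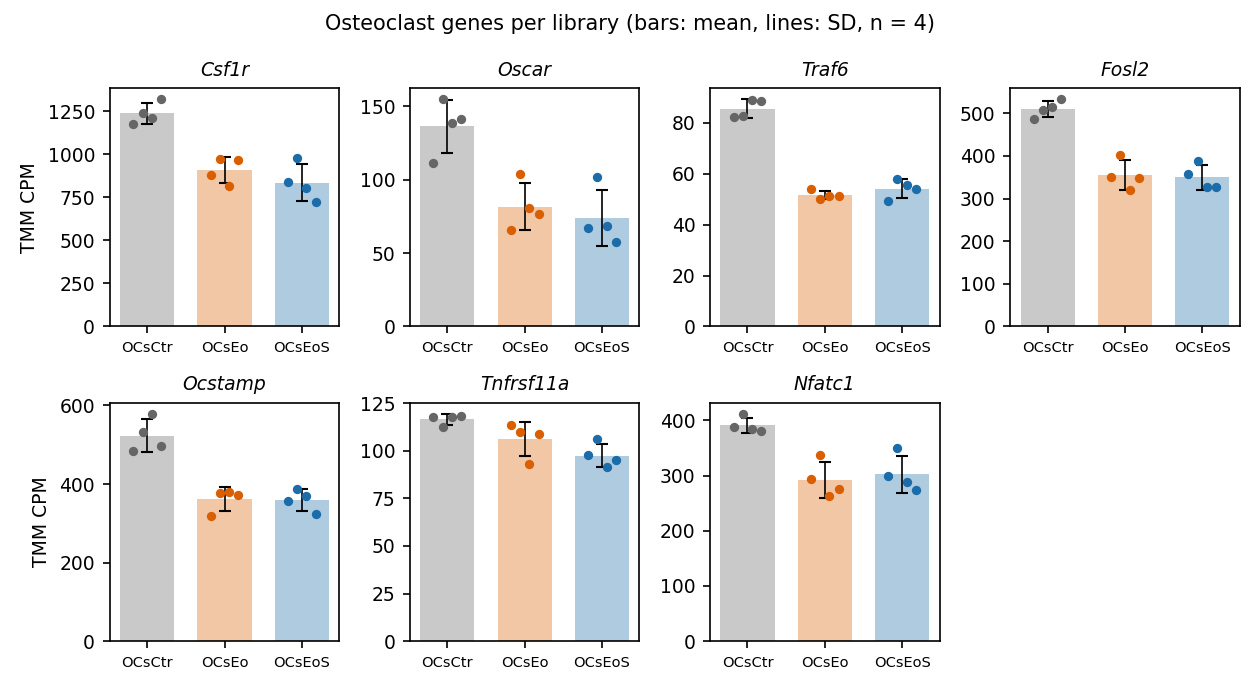
CPM (TMM normalized) of Csf1r, Oscar, Traf6, Fosl2, Ocstamp, Tnfrsf11a and Nfatc1 in each of the 4 OCsCtr, OCsEo and OCsEoS libraries, with bars at the mean, lines for the SD and points for the libraries. All stimulated libraries lie below the OCsCtr libraries for the genes from Csf1r to Ocstamp and for Nfatc1, but not for Tnfrsf11a in OCsEo.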

DEG analysis demonstrated a strong downregulation of genes important for osteoclastogenesis upon treatment with eosinophils and eosinophil supernatant, including *Csf1r*, *Oscar*, *Traf6*, *Fosl2*, and *Ocstamp* (Fig. 3g). In addition, eosinophil- and eosinophil supernatant-exposed osteoclasts showed reduced expression of oxidative phosphorylation-related genes, genes associated with cytoskeleton rearrangement, like *Itgb3*, and genes relevant for bone resorption, such as *Acp5*, *Atp6v0d2*, *Ctsk*, and *Mmp9* (Fig. 3g). In contrast, genes that are important for phagocytosis, like *Cd14*, *Cd36*, and *Trem2* were highly upregulated in osteoclasts upon contact with eosinophils or eosinophil supernatant (Fig. 3h). 

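Of the 6 oxidative phosphorylation genes of Fig. 3g, 4 were called lower in OCsEo and 5 in OCsEoS, with median log2 fold changes of -0.62 and -0.72. Sdha was at -0.39 (adjusted p = 0.00235) in OCsEo, under the cut-off, and at -0.57 in OCsEoS (adjusted p = 6.22e-05). Atp5s was at -0.08 (adjusted p = 0.868) and -0.89 (adjusted p = 0.0112), and at -0.73 in OCsEoS without OCsCtr 2, no longer called. The mitochondrially encoded mt-Co2 was at -1.41 (standard error 0.36, adjusted p = 0.00911) and -1.01 (standard error 0.35, adjusted p = 0.0453), but the changes were -0.79 and -0.39 without OCsCtr 1, both no longer called. In OCsEoS, mt-Co2 was also not called without OCsEoS 1 (-0.86), OCsEoS 2 (-0.84) or OCsEoS 3 (-0.97), with DESeq2 on all 12 libraries (-1.01) or on 2 groups (-1.01), with edgeR on 2 groups, with a replicate block or with the GC content trend taken out (-0.98), the last chosen after seeing the data. mt-Atp6, which overlaps mt-Co3, was at -0.67 and -0.81, and mt-Co3 at -0.75 and -0.62. mt-Co3 was not called in OCsEo with DESeq2 on 2 groups (-0.75), nor in OCsEoS with DESeq2 on all 12 libraries (-0.62) or without OCsCtr 2 (-0.54), OCsCtr 3 (-0.56), OCsEoS 2 (-0.56) or OCsEoS 3 (-0.59). mt-Nd3 was at -0.57 (adjusted p = 0.0145) in OCsEo, where it was not called without OCsCtr 2 (-0.53) or OCsCtr 3 (-0.45), and at -0.39 (adjusted p = 0.0757) in OCsEoS. Of the 6 cytoskeleton rearrangement genes, 4 were called lower in OCsEo and 5 in OCsEoS. Itgb3 had 517 ± 35.9 CPM (SD, n = 4) in OCsCtr, 259.9 ± 24.2 in OCsEo and 274 ± 46.0 in OCsEoS, log2 fold changes of -0.99 (standard error 0.09, adjusted p = 1.02e-06 from edgeR) and -0.91 (standard error 0.09, adjusted p = 3.90e-06). Vcl was at -0.52 in OCsEo, and at -0.43 without OCsEo 3 and -0.48 with the gene length trend taken out, both under the cut-off, and at -0.38 in OCsEoS (adjusted p = 0.0227), under the cut-off. All 8 bone erosion genes were called lower in both groups, though the smallest changes, -0.501 in OCsEo and -0.514 in OCsEoS, were close to the cut-off. Acp5, which encodes TRAP, had log2 fold changes of -0.55 in OCsEo (adjusted p = 0.00115) and -0.81 in OCsEoS (adjusted p = 2.50e-05), Atp6v0d2 of -0.57 and -0.57, Ctsk of -0.54 (adjusted p = 4.45e-04) and -0.71 (adjusted p = 2.27e-05), and Mmp9 of -0.77 (adjusted p = 2.33e-04) and -1.10 (adjusted p = 7.59e-06). Without OCsEo 1, Acp5 and Ctsk in OCsEo were at -0.48 and -0.45, under the cut-off, Acp5 was also just under it without OCsCtr 4, and Atp6v0d2 in OCsEoS was at -0.49 without OCsEoS 4. Adjusted over the list alone, the numbers called were 4 and 5 for oxidative phosphorylation, 4 and 5 for cytoskeleton rearrangement and 8 and 8 for bone erosion, which is not independent evidence because the study chose these lists on these samples. Lists fixed before the data were examined were tested with limma's camera at a preset correlation of 0.01 between genes. These lists hold some genes of Fig. 3g, such as mt-Co2, Sdha and Atp6v0d2, so they are not fully independent evidence. The 13 mitochondrially encoded genes of oxidative phosphorylation were lower as a list (median log2 fold changes -0.66 and -0.52, 11 and 13 of them lower, adjusted p = 0.00591 in OCsEo and 0.00467 in OCsEoS over 16 lists), but not without OCsCtr 1 (adjusted p = 0.191 and 0.164, with alternatives from 3.59e-05 to 0.450 and from 2.17e-05 to 0.521). Of these 13, 7 were called lower in OCsEo and 4 in OCsEoS, and 1, mt-Nd6, was called higher in OCsEo (0.99). The 76 nuclear genes moved by a median of -0.09 in both groups (adjusted p = 6.72e-04 and 7.37e-04), with 59 and 61 of them lower, 0 and 1 called lower and 1 and 1 called higher, and in OCsEo not without OCsEo 1 (adjusted p = 0.101, with alternatives from 1.26e-07 to 0.651). With the gene length trend taken out, an alternative chosen after seeing the data, the medians of the nuclear genes were -0.16 in OCsEo and -0.18 in OCsEoS. The 19 tested genes of the vacuolar ATPase, the proton pump for bone resorption, were lower (medians -0.20 and -0.23, adjusted p = 1.17e-05 and 1.11e-06), 15 and 17 of them, with 3 and 3 called lower and 1 and 0 called higher. With the correlation estimated from the data, none of these 3 lists passed, and under limma's fry only the vacuolar ATPase did, in both groups.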

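Cd14 had 114 ± 3.99 CPM (SD, n = 4) in OCsCtr, 172 ± 7.89 in OCsEo and 184 ± 7.38 in OCsEoS, log2 fold changes of 0.58 (standard error 0.06, adjusted p = 1.47e-06 from edgeR) and 0.69 (standard error 0.06, adjusted p = 4.56e-07). With the gene length trend taken out, an alternative chosen after seeing the data, Cd14 in OCsEo was at 0.49, under the cut-off. Cd36 (ENSMUSG00000002944, chromosome 5 of GRCm38 from 17781690 to 17888801) rose from 59.5 ± 0.537 CPM to 173 ± 11.8 in OCsEo and 187 ± 19.4 in OCsEoS, log2 fold changes of 1.54 (adjusted p = 9.49e-11) and 1.66 (adjusted p = 2.57e-11). Trem2 rose from 187 ± 4.36 CPM to 379 ± 18.9 and 321 ± 20.4, log2 fold changes of 1.02 (adjusted p = 1.27e-09) and 0.78 (adjusted p = 8.20e-08), and the difference between the stimulated groups was -0.24 (adjusted p = 0.0611). For all 3 genes, every stimulated library lay above every OCsCtr library. Of the 28 phagocytosis genes of Fig. 3h, 27 were called higher in OCsEo and 25 in OCsEoS, with median log2 fold changes of 0.82 and 0.70 and Igf1 at 1.86 (standard error 0.15) and 2.09 (standard error 0.15). Adjusted over the list alone, 28 and 25 were called, which is not independent evidence because the study chose the list on these samples. C1qb in OCsEo was at 0.97 (standard error 0.38, adjusted p = 0.0912), and Cd93 in OCsEoS at 0.32 (standard error 0.12, adjusted p = 0.0620), neither called, while C1qb in OCsEoS was at 1.63 and Cd93 in OCsEo at 0.62, both called. Without OCsCtr 4 or without OCsEo 2, C1qb in OCsEo was called, at 1.31 and 1.17, as it was with DESeq2 on the 2 groups (0.97) and without a filter on low counts (0.96).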

Interestingly, we could also detect the expression of eosinophil-related genes (*Alox15*, *Alox5ap*, *Ear1*, *Il5*, *Mpo*, *Retnlg*, *Siglecf*) in osteoclasts, when cells were cultured with eosinophils (Fig. 3h), indicating that osteoclasts might internalize eosinophils. 

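Alox15 (ENSMUSG00000018924, chromosome 11 of GRCm38 from 70344152 to 70352031) had 180 to 650 counts in the OCsEo libraries, 3 to 21 in OCsCtr and 6 to 39 in OCsEoS, a log2 fold change of 5.17 in OCsEo (standard error 0.49, adjusted p = 8.42e-07 from edgeR). In OCsEoS, Alox15 was at 1.14 (adjusted p = 0.129), but it was called without OCsCtr 4 (1.83), without OCsEoS 3 (1.47) and without a filter on low counts (1.14). Between the stimulated groups, Alox15 was at -4.03 (adjusted p = 6.26e-05). Il5 (ENSMUSG00000036117, chromosome 11) had 44 to 163 counts in OCsEo, 0 to 1 in OCsCtr and 0 in OCsEoS, so it was at least 27.9-fold higher in OCsEo than in OCsCtr and at least 28.2-fold higher than in OCsEoS, against a floor of 3 counts. Siglecf had 88 to 128 counts in OCsEo, 7 to 22 in OCsCtr and 8 to 45 in OCsEoS, a log2 fold change of 2.76 in OCsEo (adjusted p = 5.62e-04) and 0.94 in OCsEoS (adjusted p = 0.179), the latter called only without OCsEoS 3 (1.25). The change of Siglecf between the stimulated groups was -1.82 (adjusted p = 0.0828). Alox5ap rose in both groups, from 90.2 ± 8.01 CPM (SD, n = 4) to 169 ± 16.8 in OCsEo and 175 ± 12.6 in OCsEoS, log2 fold changes of 0.90 (adjusted p = 4.22e-07) and 0.96 (adjusted p = 4.56e-07), with 0.06 between the groups (adjusted p = 0.840). Mpo had 568 to 927 counts in OCsCtr and log2 fold changes of 0.33 in OCsEo (adjusted p = 0.209) and -0.45 in OCsEoS (adjusted p = 0.0705), and Retnlg, one of several similar Retn genes, was at 0.45 (adjusted p = 0.179) and -0.51 (adjusted p = 0.110). In OCsEoS, Mpo was called lower without OCsCtr 3 (-0.59) or OCsEoS 2 (-0.60), and Retnlg without OCsCtr 3 (-0.68) or without a filter on low counts (-0.52). Between the stimulated groups, Mpo was at -0.79 (adjusted p = 0.0441), called in only 1 of the 8 fits that each left out 1 library, and Retnlg at -0.96 (adjusted p = 0.0565). In that comparison, Retnlg was called with DESeq2 (-0.96), without a filter on low counts (-0.96), with at least 10 counts in every library (-0.95) and without OCsEo 4 (-1.11), and Siglecf with DESeq2 (-1.83), without a filter (-1.82) and with counts thinned to the smallest library (-1.88). Ear1, which has close paralogs between which reads can be split, had too few counts for edgeR's filter, with 2 to 29 counts in OCsEo, 0 to 6 in OCsCtr and 0 in OCsEoS. The CPM of Ear1 in OCsEo gave the smallest exact permutation p that 4 against 4 libraries allow against OCsEoS (p = 0.0286, 0.0857 adjusted over 42 tests) and a larger one against OCsCtr (exact p = 0.0857, 0.189 adjusted). No gene was under 0.0857 after this adjustment, Il5 and Alox15 included, so the adjusted values leave open whether Ear1 differed. Of the 6 genes tested, 4 were called higher in OCsEo, 1 in OCsEoS, and 3 were lower in OCsEoS than in OCsEo, and adjusted over the list alone the numbers were 4, 1 and 5, which is not independent evidence because the study chose the list on these samples.
Transcripts of eosinophil granule proteins behaved differently, as Epx had 0 to 18 counts in OCsEo, 0 to 6 in OCsCtr and 0 in OCsEoS, and Prg2 was at -0.01 in OCsEo (adjusted p = 0.994) and -2.74 in OCsEoS (adjusted p = 0.00136). In a longer list of 17 eosinophil genes fixed before the data were examined, 10 genes were tested, of which 5 were called higher in OCsEo, and adjusted over the list alone the number was also 5, but 4 of these 5 are genes of Fig. 3h, which the study chose on these samples.

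**Figure D3:**
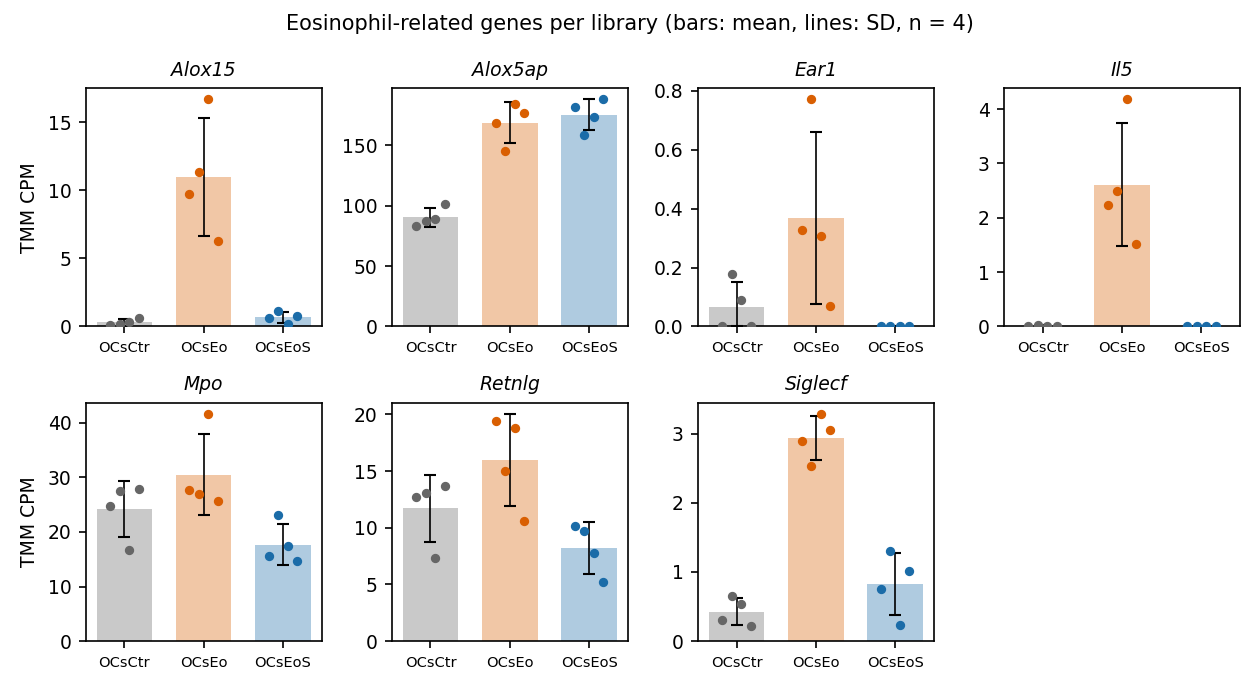
CPM (TMM normalized) of Alox15, Alox5ap, Ear1, Il5, Mpo, Retnlg and Siglecf in each of the 4 OCsCtr, OCsEo and OCsEoS libraries, with bars at the mean, lines for the SD and points for the libraries. Alox15, Il5 and Siglecf are higher in every OCsEo library than in any other library, while Alox5ap is as high in OCsEoS as in OCsEo.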

To ensure that the eosinophil-associated genes do not distort the grouping of samples, we additionally excluded these genes from the bulk RNA-sequencing analysis (Sup. Figure 8). The PCA still indicated clear differences between the control group and osteoclasts stimulated with eosinophils or eosinophil supernatant. However, the distinction between the two stimulated groups became more equalized.

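With Alox15, Alox5ap, Ear1, Il5, Mpo, Retnlg and Siglecf left out, PC1 held 56.4% of the variance. The R2 of the split from OCsCtr was 0.614 for OCsEo and 0.646 for OCsEoS, each still the largest of the 35 splits (exact permutation test, p = 0.0286), and the mean distances to OCsCtr were 9.71 and 10.3. With a longer list of 17 eosinophil genes left out, PC1 held 56.5% and these distances were 9.71 and 10.3.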

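With the 7 genes left out, the mean distance between OCsEoS and OCsEo libraries was 6.52, and the R2 of this split was 0.257 (exact permutation test over 35 splits, p = 0.0286). With the longer list left out, the distance was 6.49 and the R2 0.254 (exact p = 0.0286).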

Since the DEG analysis unveiled a decreased expression of a wide range of genes associated with cytoskeleton rearrangement and bone degradation in osteoclasts upon treatment with eosinophils and eosinophil supernatant, we analyzed the demineralization activity of osteoclasts following stimulation. Eosinophil- and eosinophil supernatant-exposed osteoclasts exhibited reduced capacity to demineralize hydroxyapatite in comparison with controls (Fig. 3i, j). These in vitro experiments demonstrate that eosinophils negatively regulate osteoclast differentiation and activity probably by the secretion of specific mediators.

### Eosinophils secrete eosinophil peroxidase and reduce mitochondrial ROS level and MAP kinase activation in osteoclast precursors

Eosinophils generate and store their mediators in specific granules. The secretion of these molecules can be selectively regulated and is central for eosinophil function. Since not only the presence of eosinophils but also their supernatant was able to inhibit osteoclast differentiation, it is likely that eosinophils release soluble mediators that facilitate this suppressive effect. Eosinophils are able to secrete IL-4 and IL-13, cytokines known for their osteoclast-inhibiting properties^25–28^. Thus, we were wondering whether the osteoclast-suppressing function of eosinophils is mediated by these cytokines. To test this hypothesis, co-culture experiments were performed with BMMs isolated from IL-4Rα and STAT6 knockout (KO) mice. These BMMs cannot respond to IL-4 and IL-13. BMMs were stimulated with eosinophils, eosinophil supernatant or IL-4 as control. While the osteoclast-inhibitory action of IL-4 was completely abolished in BMMs isolated from IL-4Rα and STAT6 KO mice, eosinophils as well as their supernatant still inhibited osteoclast differentiation (Sup. Figure 9a, b), showing that the osteoclast-suppressing effect of eosinophils is IL-4 and IL-13 independent.

To find other possible candidates, a proteome profiler array was carried out, where the expression of 111 different cytokines was investigated in the supernatant of sorted eosinophils after culture for 48 h (Fig. 4a, b). Among the highly secreted mediators (Fig. 4a, b), myeloperoxidase (MPO) and the cysteine proteinase inhibitor cystatin C (CysC) have been previously described to downregulate osteoclast differentiation^29,30^. Since the heme peroxidase EPX is specifically expressed by eosinophils, is functionally and structurally very similar to MPO and has also shown to inhibit osteoclasts^31^, the amount of EPX compared with CysC and MPO was measured in the supernatant of eosinophils by ELISA (Fig. 4c). Indeed, eosinophils secrete the anti-osteoclastogenic cytokines CysC, EPX, and to a lesser extent MPO. Furthermore, eosinophils have the capability to release TGF-β^32^, an inhibitor of osteoclasts^33^, which was not included in the proteome profiler array. Consequently, we measured the secretion level of TGF-β by sorted eosinophils and compared it to the level produced by BMMs after culture for 48 h. The level of TGF-β produced by unstimulated eosinophils was found to be even lower than the one from BMMs (Sup. Figure 9c). However, to investigate the potential involvement of TGF-β in the inhibitory effects of eosinophil supernatant, we introduced a TGF-β signaling inhibitor during the stimulation of BMMs with eosinophils and eosinophil supernatant. Inhibiting the interaction of TGF-β with BMMs did not alter the ability of eosinophils to suppress osteoclast differentiation and the expression of osteoclast-related genes (Sup. Figure 9d–f).

**Fig. 4:**
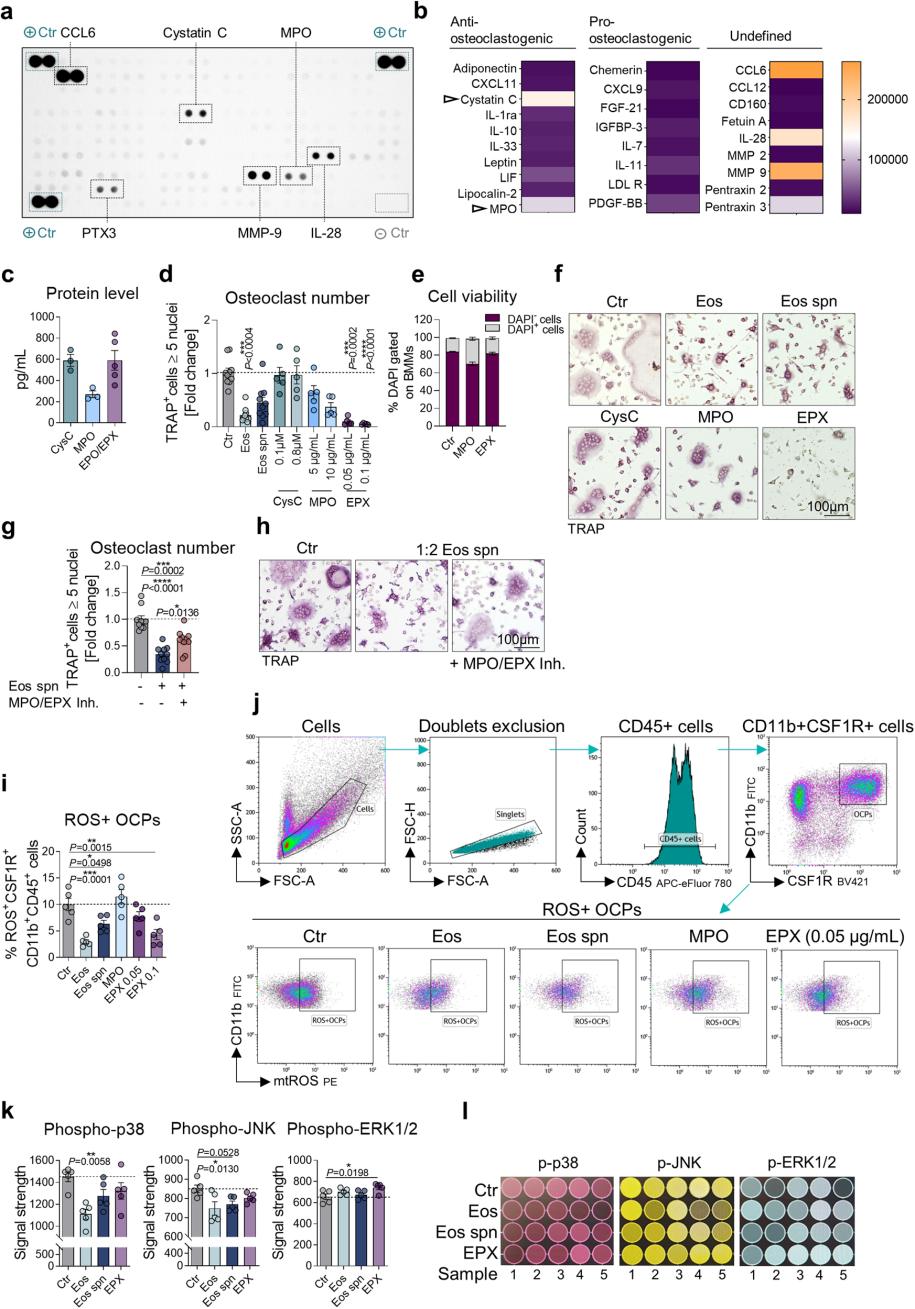
Eosinophil-dependent osteoclast supression is mediated by eosinophil peroxidase, reducing mitochondrial ROS levels and inhibiting RANKL-mediated signaling in osteoclast precursors. **a**, **b** Proteome profiler array with supernatant from sorted eosinophils collected after 48 h culture (**a**) and heat map of relative levels (integrated pixel density) of the detected cytokines grouped into anti-osteoclastogenic, pro-osteoclastogenic, and undefined role in osteoclastogenesis (**b**). **c** Protein level of cystatin C (CysC), myeloperoxidase (MPO), and eosinophil peroxidase (EPO/EPX) in eosinophil supernatant (*n* = 3, 3, 5). **d**–**f** Quantification (**d**), viability (DAPI gated on BMMs) (**e**), and representative images (**f**) of TRAP-positive polynucleated (≥5 nuclei) WT osteoclasts supplemented with eosinophils (1:1 Eos/BMMs ratio), eosinophil supernatant (1:2 dilution), 0.1–0.8 µM of CysC, 5–10 µg/mL of MPO, and 0.05–0.1 µg/mL of EPX compared with unstimulated control (*n* = 10, 10, 10, 5, 5, 5, 5, 5, 5). Scale bar, 100 μm. **g**, **h** Quantification (**g**) and representative images (**h**) of TRAP-positive polynucleated (≥5 nuclei) WT osteoclasts supplemented with eosinophil supernatant (1:2 dilution) in the presence or absence of 10 µM of MPO/EPX inhibitor compared with unstimulated control (*n* = 10). Scale bar, 100 μm. **i**, **j** Quantification (**i**) and gating strategy (**j**) of mitochondrial (mt) ROS-positive osteoclast precursors (mtROS^+^CSF1R^+^CD11b^+^CD45^+^ cells) analyzed by FC at day 2 of differentiation after stimulation with eosinophils (1:1 Eos/BMMs ratio), eosinophil supernatant (1:2 dilution), 10 µg/mL of MPO, and 0.05–0.1 µg/mL of EPX compared with unstimulated control (*n* = 5). **k**, **l** Quantification (**k**) and representative signal (**l**) of phosphorylated p38 (Thr180/Tyr182), phosphorylated JNK (Thr183/Tyr185), and phosphorylated ERK1/2 (Thr202/Tyr204; Thr185/Tyr187) in whole cell lysates of osteoclasts supplemented with eosinophils (1:1 Eos/BMMs ratio), eosinophil supernatant (1:2 dilution), or 1 µg/mL of EPX compared with unstimulated control (*n* = 5). Data are shown as mean ± SEM. Symbols represent individual mice. *P* values were determined by Kruskal–Wallis Dunn’s test (4d, 4k phospho-p38), one-way ANOVA Tukey’s test (4g) or one-way ANOVA Dunnett’s test (4i, 4k phospho-JNK, phospho-ERK1/2) for multiple comparisons. Asterisks mark statistically significant difference (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Source data are provided as a Source data file.

To investigate the relevance of the upregulated cytokines CysC, MPO and EPX for the osteoclast-suppressing action of eosinophils, their impact on osteoclastogenesis was compared with the effects of eosinophil supernatant (Fig. 4d–f). While CysC had no effect on osteoclast formation, the two heme peroxidases MPO and EPX both reduced osteoclastogenesis in a dose dependent manner without affecting the viability of the cells (Fig. 4d–f). Even low concentrations of EPX were able to completely block the differentiation of osteoclasts (Fig. 4d–f). Finally, to examine whether the osteoclast-suppressing function of eosinophil supernatant is dependent on heme peroxidases, we used the MPO/EPX inhibitor 4-ABAH^34^ during the stimulation experiments (Fig. 4g, h). Notably, the neutralization approaches partially abolished the osteoclast-suppressing effect of eosinophil supernatant (Fig. 4g, h), assuming that eosinophils control osteoclast differentiation through the release of heme peroxidases.

In previous publications it has been shown that heme peroxidases can be directly internalized by osteoclasts, thereby inhibiting RANKL-mediated downstream signaling^31^. Recently, it was found that MPO hampers osteoclast differentiation through intrinsic reduction of reactive oxygen species (ROS) in osteoclast precursors^29^. Our RNA-seq. data revealed that eosinophils and eosinophil supernatant induced the expression of genes relevant for phagocytosis, while the expression of ROS-related genes and especially RANK-regulated genes were inhibited (Fig. 3g, h). 

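Lists of genes fixed before the data were examined were tested with camera, with p-values adjusted over 16 lists. Of 30 tested genes that RANK signaling regulates in osteoclasts, 28 were lower in each stimulated group, with median log2 fold changes of -0.53 in OCsEo (adjusted p = 7.14e-19) and -0.56 in OCsEoS (adjusted p = 9.47e-19). Of these, 17 and 18 were called lower, and adjusted over the list alone also 17 and 18. Many of the genes are also in the heat maps of Fig. 3g, which the study drew from these samples. Of 30 tested phagocytosis receptor genes, 22 were higher in OCsEo and 24 in OCsEoS, with medians of 0.35 (adjusted p = 9.89e-07) and 0.24 (adjusted p = 2.36e-05), and 8 and 11 were called higher and 0 and 1 lower, with the same numbers adjusted over the list alone. The list holds Cd36, which the study named from these samples and which rose most in it, so it is not fully independent evidence. For ROS-related genes, which the text does not name, a list of NADPH oxidase subunits and a list of antioxidant genes were used. The paper's sentence cites Fig. 3g and Fig. 3h, so these lists may not hold the genes that it means. It may mean the 6 oxidative phosphorylation genes of Fig. 3g, of which 4 were called lower in OCsEo and 5 in OCsEoS. The 9 tested NADPH oxidase genes did not move as a list (medians -0.05 and -0.07, adjusted p = 0.993 and 0.844), and Cybb was at -0.10 in OCsEo (adjusted p = 0.645) and 0.01 in OCsEoS (adjusted p = 0.977). None of them was called in OCsEo and 1 was called lower in OCsEoS, with the same numbers adjusted over the list alone. The 18 antioxidant genes were higher, 14 of them in OCsEo and 15 in OCsEoS, with medians of 0.25 (adjusted p = 2.85e-06) and 0.19 (adjusted p = 5.37e-04), and 5 and 2 were called, with the same numbers adjusted over the list alone. Hmox1 was at 0.51 and 0.56, and Prdx1 at 0.59 in OCsEo and, under the cut-off, at 0.37 in OCsEoS. Hmox1 in OCsEo was under the cut-off without OCsCtr 4 (0.48) and just under it without OCsEo 3 or OCsEo 4, as it was in OCsEoS without OCsEoS 1 (0.48), and in both groups with the gene length trend taken out (0.44 and 0.48). The calls for the RANK, phagocytosis and antioxidant lists held under fry, and with the correlation estimated from the data only that for the antioxidant list in OCsEo held.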

Based on these findings, we assumed that eosinophils suppress osteoclast differentiation and function through heme peroxidase-mediated ROS reduction and subsequent inhibition of RANK signaling. Of note, flow cytometry revealed that mitochondrial (mt) ROS expression was significantly reduced in osteoclast precursors upon contact to eosinophils or eosinophil supernatant (Fig. 4i, j). EPX was able to decrease mtROS in a dose dependent manner, while MPO had no significant impact (Fig. 4i, j), suggesting that EPX is the major anti-osteoclastogenic heme peroxidase. Further on, we investigated the RANK signaling in osteoclasts exposed to eosinophils, eosinophil supernatant and EPX. Therefore, lysates of osteoclasts were generated upon cultivation with the different stimuli and assessed for phosphorylation of MAP kinases downstream of RANK activation (Fig. 4k, l). These analyses revealed a reduced level of phospho-JNK and phospho-p38 in osteoclasts following stimulation with eosinophils, while cells exposed to eosinophil supernatant and EPX showed a tendential decrease (Fig. 4k, l). Thus, mechanistically, eosinophils reduce ROS concentration in osteoclast precursors, thereby inhibiting RANK-mediated MAP kinase activation and osteoclast differentiation.

### Loss of eosinophils amplifies postmenopausal and inflammatory bone loss

As we could show that eosinophils possess osteoclast-regulating properties in steady-state conditions, we wanted to examine their role during pathological bone loss. Hence, we investigated the impact of eosinophils on two different disease models, hormone-induced bone loss by ovariectomy (OVX) and inflammatory bone loss after K/BxN serum transfer arthritis (STA). As the axial bone loss is not well documented for the STA model, we directed our focus towards assessing bone decline specifically in the appendicular skeleton.

First, OVX was performed in eosinophil-deficient mice (Fig. 5a, b and Sup. Fig. 10a). µCT and histological analysis revealed an amplified bone decline upon OVX in eosinophil-deficient mice as compared with WT controls (Fig. 5c, d). Enhanced bone loss in OVX ΔdblGATA mice was associated with increased osteoclasts in long bones, while the number of osteoclast precursors in the bone marrow was not altered (Fig. 5b, e, f and Sup. Fig. 11). In line with our in vitro data, eosinophil-deficient mice showed a strongly decreased mRNA expression of *Epx* in long bones in the sham and the OVX group (Fig. 5g). Thus, the lack of eosinophils results in an enhanced hormone-induced bone loss.

**Fig. 5:**
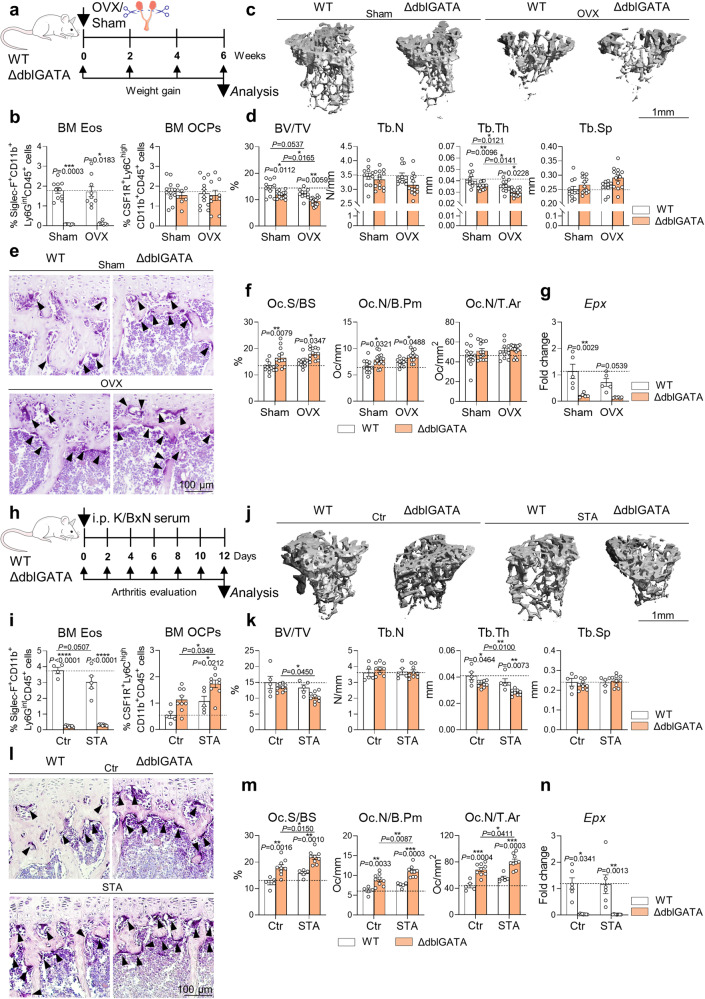
Eosinophil loss exaggerates bone loss in response to sex hormone deprivation and inflammation. **a** Experimental outline of ovariectomy (OVX) in WT vs. ΔdblGATA mice. **b** Percentage of eosinophils (Siglec-F^+^CD11b^+^Ly6G^int^CD45^+^ cells) (*n* = 10, 9, 7, 8) and osteoclast precursors (OCPs/CSF1R^+^Ly6C^high^CD11b^+^CD45^+^ cells) (*n* = 11, 12, 8, 9) in the BM of WT sham and OVX mice vs. ΔdblGATA sham and OVX mice. **c**, **d** 3D trabecular structure by µCT (**c**) and quantification of bone volume per total volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp) (**d**) in tibial bone from the aforementioned 4 groups (*n* = 11, 11, 13, 13). Scale bar, 1 mm. **e**, **f** Representative TRAP staining (**e**) and quantification of osteoclast surface per bone surface (Oc.S/BS), osteoclast number per bone perimeter (Oc.N/B.Pm), and osteoclast number per tissue area (Oc.N/T.Ar) (**f**) in tibial bone sections from the aforementioned 4 groups (*n* = 12, 11, 13, 13). Triangles illustrate osteoclasts. Scale bar, 100 µm. **g** mRNA expression of *Epx* in long bone in the aforementioned 4 groups (*n* = 5, 5, 5, 6). **h** Experimental outline of serum transfer arthritis (STA) in WT vs. ΔdblGATA mice. **i** Percentage of eosinophils (*n* = 4, 5, 9, 9) and OCPs (*n* = 5, 5, 9, 9) in the BM of control and STA-induced WT mice vs. control and STA-induced ΔdblGATA mice. **j**, **k** µCT 3D trabecular structure (**j**) and quantification of BV/TV, Tb.N, Tb.Th, and Tb.Sp (**k**) in tibial bone from the aforementioned 4 groups (*n* = 5, 5, 9, 9). Scale bar, 1 mm. **l**, **m** Representative TRAP staining (**l**) and quantification of Oc.S/BS, Oc.N/B.Pm, and Oc.N/T.Ar (**m**) in tibial bone sections from the aforementioned 4 groups (*n* = 5, 5, 9, 9). Triangles illustrate osteoclasts. Scale bar, 100 µm. **n** mRNA expression of *Epx* in long bone in the aforementioned 4 groups (*n* = 6, 6, 9, 9). Data are shown as mean ± SEM. Symbols represent individual mice. *P* values were determined by Kruskal–Wallis Dunn’s test (5b, 5n) or two-way ANOVA Tukey’s test (5d, 5f, 5g, 5i, 5k, 5m) for multiple comparisons. Asterisks mark statistically significant difference (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Source data are provided as a Source data file.

As a next step, we conducted STA experiments using mice with eosinophil deficiency (Fig. 5h, i). As previously published^35^, eosinophil-deficient mice showed a more severe disease progression (Sup. Fig. 10b). In addition, eosinophil-deficient mice presented enhanced inflammatory bone loss with elevated numbers of bone-resorbing osteoclasts (Fig. 5j–m). In this case, also the number of osteoclast precursors was strongly increased in the mutant mice compared with controls upon STA (Fig. 5i). In accordance, the *Epx* mRNA expression was completely suppressed in long bones of ΔdblGATA mice compared with control mice with and without STA (Fig. 5n). As a conclusion, loss of eosinophils is also associated with a more severe inflammatory bone loss.

### High eosinophil numbers reduce postmenopausal and inflammatory bone loss

We next investigated hormone- and inflammation-induced bone loss in hyper-eosinophilic IL-5tg/4get mice. These mice were completely protected from estrogen deficiency-mediated bone loss as the bone mass as well as the number of osteoclasts was not affected by the removal of the ovaries in comparison with littermate 4get controls (Fig. 6a–f and Sup. Fig. 10c). The number of osteoclast precursors in the bone marrow was decreased in IL-5tg/4get mice independent of OVX surgery (Fig. 6b and Sup. Fig. 11). In line with these findings, IL-5tg/4get mice presented a highly elevated mRNA level of *Epx* in long bones compared with 4get controls (Fig. 6g).

**Fig. 6:**
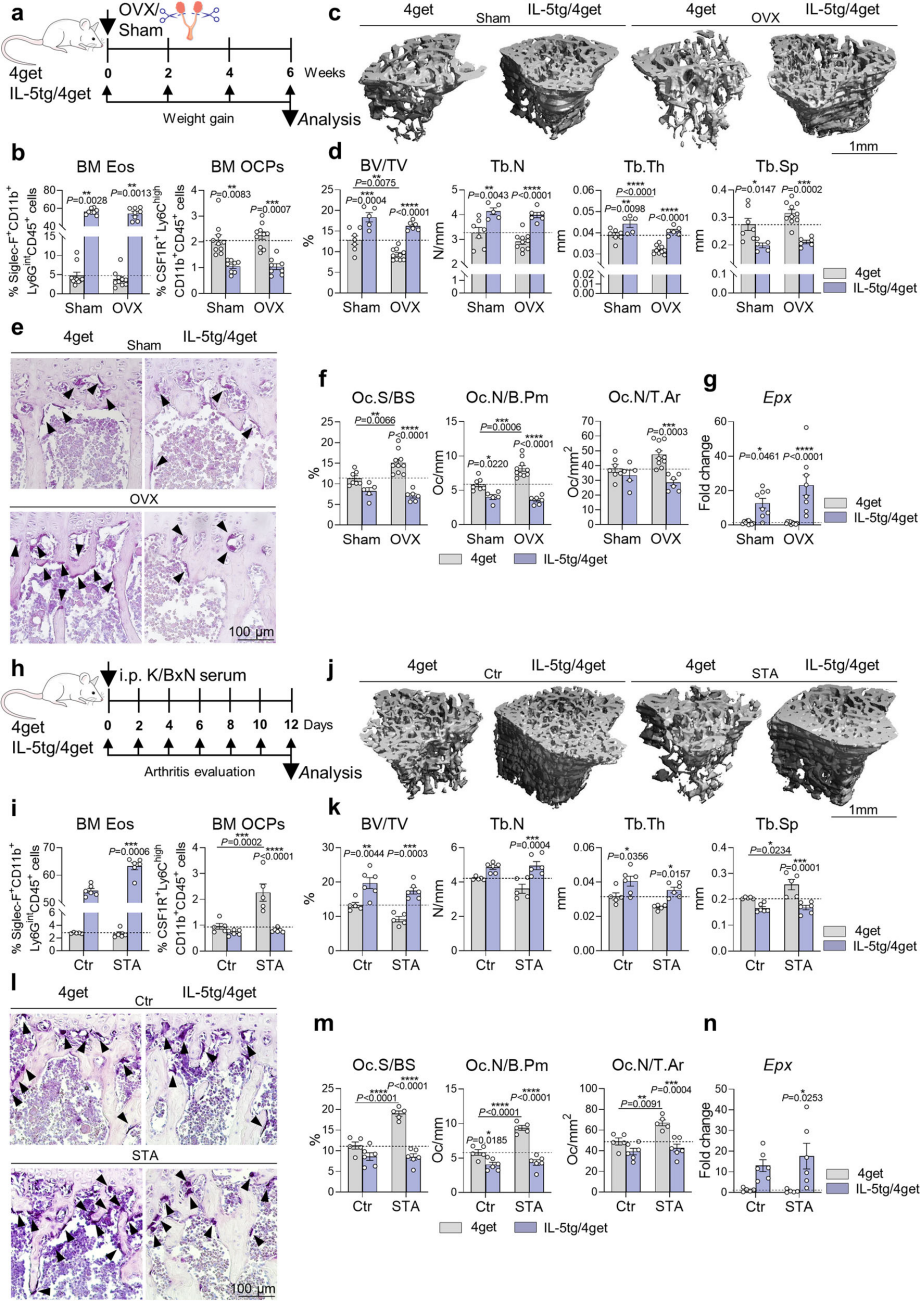
Hyper-eosinophilia reduces pathological bone loss. **a** Experimental outline of ovariectomy (OVX) in 4get controls vs. IL-5tg/4get mice. **b** Percentage of eosinophils (Siglec-F^+^CD11b^+^Ly6G^int^CD45^+^ cells) and osteoclast precursors (OCPs/CSF1R^+^Ly6C^high^CD11b^+^CD45^+^ cells) in the BM of 4get sham and OVX mice vs. IL-5tg/4get sham and OVX mice (*n* = 10, 10, 8, 8). **c**, **d** 3D trabecular structure by µCT (**c**) and quantification of bone volume per total volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp) (**d**) in tibial bone from the aforementioned 4 groups (*n* = 7, 10, 5, 6). Scale bar, 1 mm. **e**, **f** Representative TRAP staining (**e**) and quantification of osteoclast surface per bone surface (Oc.S/BS), osteoclast number per bone perimeter (Oc.N/B.Pm), and osteoclast number per tissue area (Oc.N/T.Ar) (**f**) in tibial bone sections from the aforementioned 4 groups (*n* = 7, 10, 5, 6). Triangles illustrate osteoclasts. Scale bar, 100 µm. **g** mRNA expression of *Epx* in long bone in the aforementioned 4 groups (*n* = 10, 10, 8, 8). **h** Experimental outline of serum transfer arthritis (STA) in 4get controls vs. IL-5tg/4get mice. **i** Percentage of eosinophils and OCPs in the BM of control and STA-induced 4get mice vs. control and STA-induced IL-5tg/4get mice (*n* = 5, 5, 6, 6). **j**, **k** µCT 3D trabecular structure (**j**) and quantification of BV/TV, Tb.N, Tb.Th, and Tb.Sp (**k**) in tibial bone from the aforementioned 4 groups (*n* = 5, 5, 6, 6). Scale bar, 1 mm. **l**, **m** Representative TRAP staining (**l**) and quantification of Oc.S/BS, Oc.N/B.Pm, and Oc.N/T.Ar (**m**) in tibial bone sections from the aforementioned 4 groups (*n* = 5, 5, 6, 6). Triangles illustrate osteoclasts. Scale bar, 100 µm. **n** mRNA expression of *Epx* in long bone in the aforementioned 4 groups (*n* = 5, 5, 6, 6). Data are shown as mean ± SEM. Symbols represent individual mice. *P* values were determined by Kruskal–Wallis Dunn’s test (6b, 6i BM Eos) or two-way ANOVA Tukey’s test (6d, 6f, 6g, 6i BM OCPs, 6k, 6m, 6n) for multiple comparisons. Asterisks mark statistically significant difference (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Source data are provided as a Source data file.

Similarly, IL-5tg/4get mice showed reduced arthritis severity (Sup. Fig. 10d), as previously shown^35^, but were also completely protected from inflammatory bone loss (Fig. 6h–m). While 4get control mice presented reduced bone mass and high numbers of osteoclast precursors and mature osteoclasts in long bones after STA, IL-5tg/4get mice were unaffected by the arthritis-induced bone loss (Fig. 6i–m). In accordance, the mRNA expression of *Epx* in bone tissue was strongly upregulated in IL-5tg/4get mice especially after STA as compared with littermate 4get controls (Fig. 6n). Summarizing, a high eosinophil number is able to protect from pathological osteoclast-mediated bone loss.

### EPX treatment ameliorates inflammation-mediated bone loss

Our in vitro experiments and in vivo disease models indicate that EPX might be the key driver in eosinophil-dependent osteoclast inhibition and reduction of bone loss. To investigate the beneficial role of EPX during inflammation-mediated bone loss, BALB/c WT mice were treated with EPX at day 0 and 4 of K/BxN serum transfer arthritis (Fig. 7a). EPX treatment led to an enhanced resolution of arthritis (Sup. Fig. 10e). Notably, EPX-treated mice displayed a less severe progression of bone loss (Fig. 7c, d), while the number of eosinophils and osteoclast precursors was not significantly altered (Fig. 7b). This bone phenotype can be explained by a significantly reduced surface and number of mature osteoclasts in long bones of EPX-treated mice with arthritis compared to vehicle-treated mice with arthritis (Fig. 7e, f). Thus, EPX represents a potent anti-osteoclastogenic enzyme, preventing excessive bone resorption by osteoclasts.

**Fig. 7:**
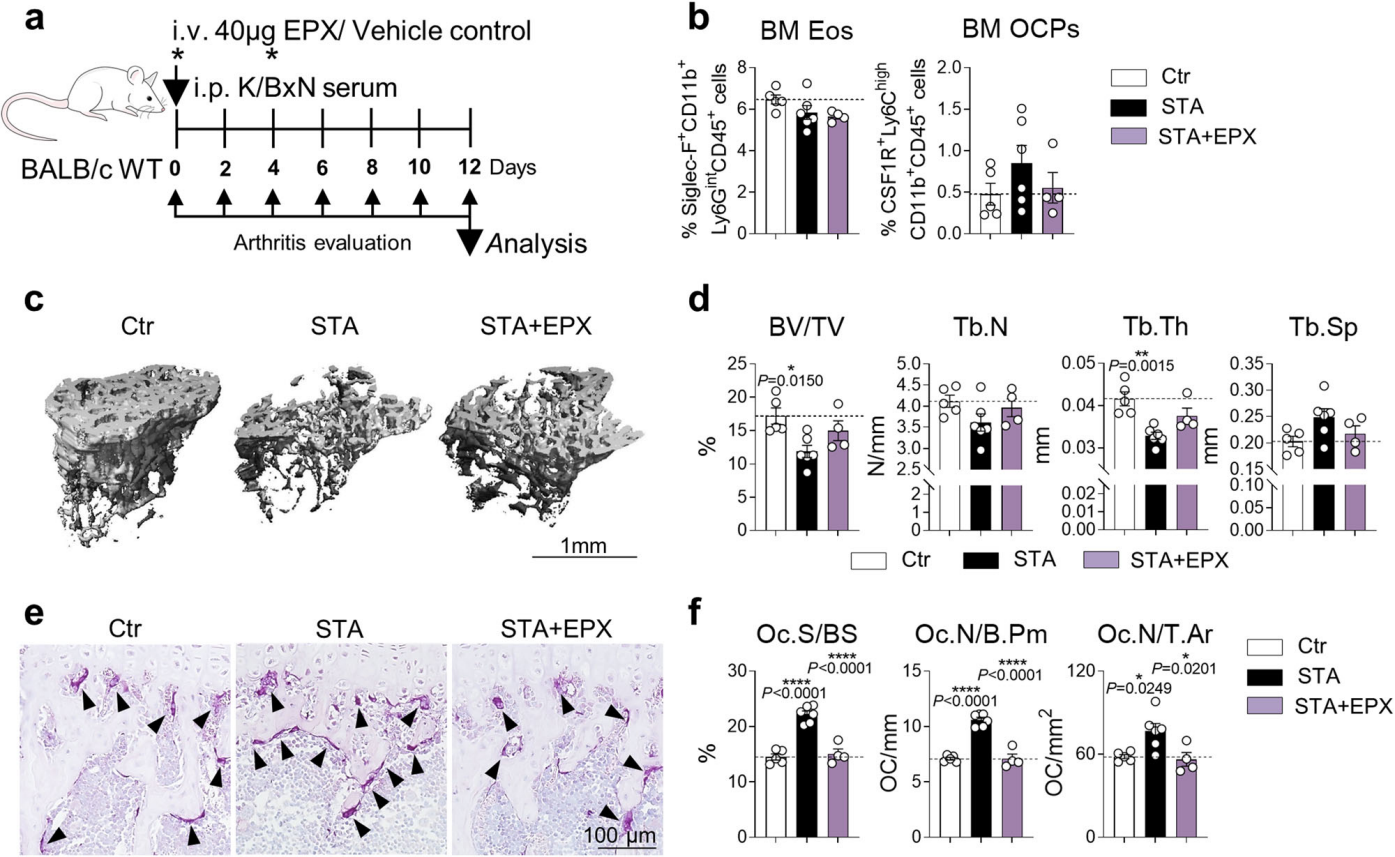
EPX treatment ameliorates inflammation-mediated bone loss. **a** Experimental outline of serum transfer arthritis (STA) in BALB/c WT mice with vehicle control or EPX treatment at day 0 and 4 post STA. **b** Percentage of eosinophils (Siglec-F^+^CD11b^+^Ly6G^int^CD45^+^ cells) and osteoclast precursors (OCPs/CSF1R^+^Ly6C^high^CD11b^+^CD45^+^ cells) in the BM of Ctr, STA, and STA + EPX mice (*n* = 5, 6, 4). **c**, **d** 3D trabecular structure by µCT (**c**) and quantification of bone volume per total volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp) (**d**) in tibial bone from the aforementioned 3 groups (*n* = 5, 6, 4). Scale bar, 1 mm. **e**, **f** Representative TRAP staining (**e**) and quantification of osteoclast surface per bone surface (Oc.S/BS), osteoclast number per bone perimeter (Oc.N/B.Pm), and osteoclast number per tissue area (Oc.N/T.Ar) (**f**) in tibial bone sections from the aforementioned 3 groups (*n* = 5, 6, 4). Triangles illustrate osteoclasts. Scale bar, 100 µm. Data are shown as mean ± SEM. Symbols represent individual mice. *P* values were determined by one-way ANOVA Tukey’s test (7d, 7f) for multiple comparisons. Asterisks mark statistically significant difference (*P < 0.05, **P < 0.01, ****P < 0.0001). Source data are provided as a Source data file.

### Eosinophils are associated with bone mass in humans

As a translational approach, we determined the impact of eosinophils on bone loss in humans by analyzing rheumatoid arthritis (RA) patients as osteoporosis is one of the most frequent comorbidities of RA^36^. Immunofluorescence staining of RA synovial tissue confirmed the localization of CD68-positive, multinucleated osteoclasts with EPX-positive eosinophils in proximity to mineralized bone (Fig. 8a). Besides, we investigated the mRNA expression of the eosinophil-specific gene *RNASE2* in the blood of 34 RA patients. Since the monocytic precursors of osteoclasts enter the bone through the bloodstream and commonly express genes associated with osteoclasts^37^, we analyzed the correlation between *RNASE2* expression and the osteoclast genes *NFATC1* and *ACP5* (Fig. 8b). While no correlation could be detected regarding the expression of *NFATC1*, the expression of *ACP5* was negatively correlated with the expression of eosinophil-specific *RNASE2* (Fig. 8b). Finally, we analyzed the relation of circulating eosinophil numbers and serum levels of eosinophil cationic protein (ECP) to bone mass in RA patients and healthy controls. We analyzed human bone by high-resolution peripheral quantitative computed tomography (HR-pQCT), which allows separately measuring trabecular and cortical bone with high accuracy. In order to ensure a homogeneous cohort and minimize the impact of treatment variables, we focused on early RA patients receiving methotrexate monotherapy with no allowance for other medications. We further divided participants into two groups: one without any supplementary glucocorticoid treatment and another receiving glucocorticoids considering the well-established influence of glucocorticoids on eosinophils. RA patients with (*n* = 25) and without (*n* = 25) glucocorticoids and healthy controls (*n* = 25) were well matched with respect to age, sex and body mass index (Table 1). RA patients without and with glucocorticoids had an overall short disease duration (1.5 and 1.6 years) and low disease activity (DAS28 score 3.18 and 3.26 units). Trabecular and cortical bone mass were lower in RA patients than in healthy controls. Trabecular but not cortical bone mass was significantly correlated to eosinophil counts and ECP levels in RA patients without glucocorticoids (*r* = 0.71, *p* = 0.0001; *r* = 0.55, *p* = 0.0039) and in healthy controls (*r* = 0.57, *p* = 0.0025; *r* = 0.57, *p* = 0.0027). No such correlation was found in RA patients exposed to glucocorticoids (*r* = 0.21, *p* = 0.31; *r* = 0.07, *p* = 0.73) (Fig. 8c–f). Altogether, these findings postulate that eosinophils might also play a role in human bone homeostasis.

**Fig. 8:**
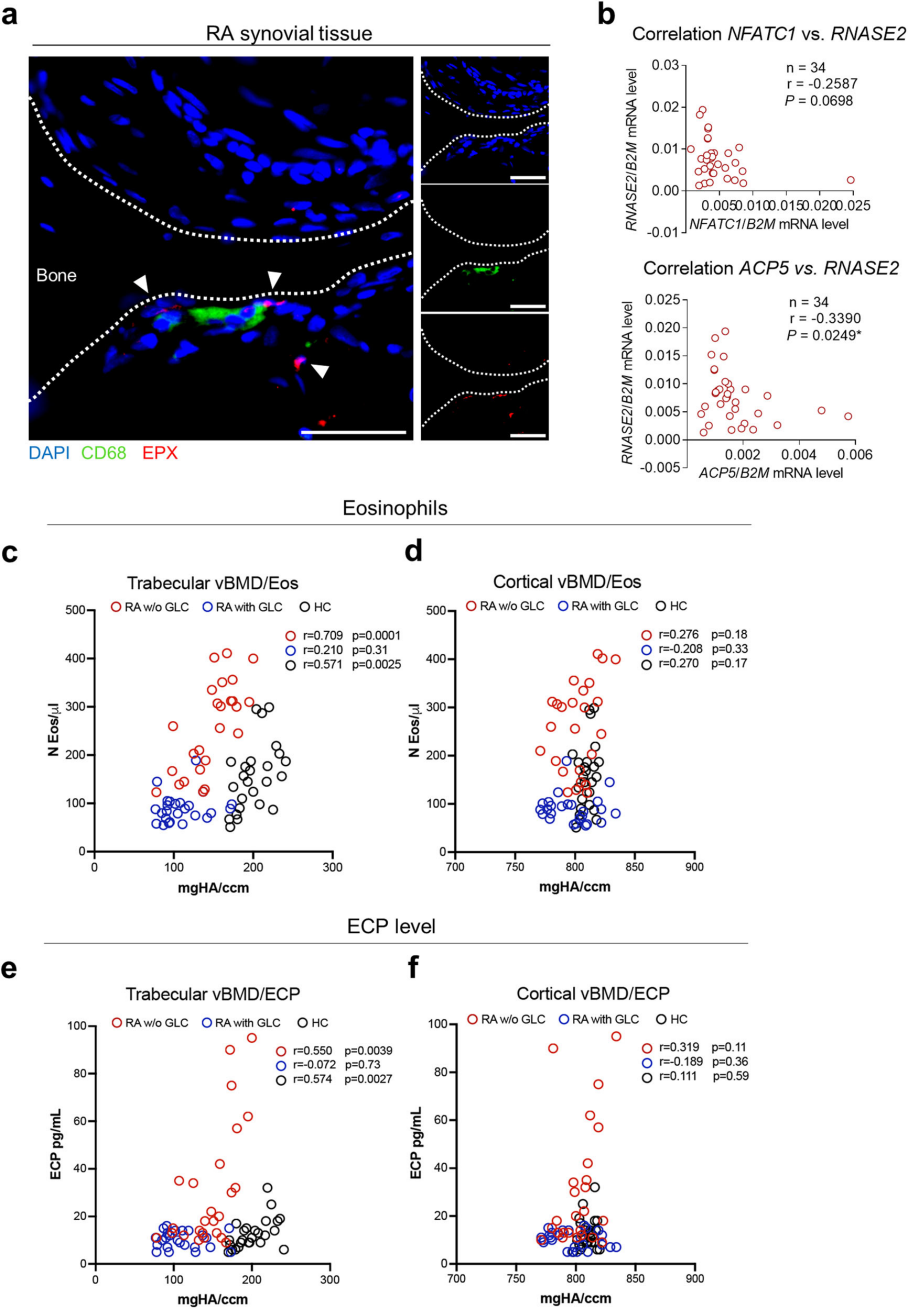
Eosinophils and eosinophil cationic protein levels are correlated with bone mass in humans. **a** Representative images of immunofluorescence microscopy of synovial tissue from rheumatoid arthritis (RA) patients. Polynucleated osteoclasts are stained with CD68 (green), eosinophils with EPX (red), and nuclei are visualized by DAPI (blue). Scale bar, 50 µm. Localization of eosinophils near osteoclasts in synovial tissue was detected independently in sections from 5 RA patients. **b** Correlation between the gene expression of eosinophil gene *RNASE2* with osteoclast-related genes *NFATC1* and *ACP5* in the blood of RA patients (*n* = 34). **c**, **d** Correlation of blood eosinophil counts with trabecular (**c**), and cortical (**d**) volumetric bone mineral density (vBMD) in RA patients without glucocorticoids (RA w/o GLC), with glucocorticoids (RA with GLC), and healthy controls (HC) (*n* = 25). **e**, **f** Correlation of serum eosinophil cationic protein (ECP) levels with trabecular (**e**), and cortical (**f**) vBMD in RA w/o GLC, RA with GLC, and HC (*n* = 25). Symbols represent individual participants. *P* values are based on one-tailed Spearman’s correlation coefficients (8b, 8c, 8e). Asterisks mark statistically significant difference (*P < 0.05, **P < 0.01). Source data are provided as a Source data file.

**Table 1:** Patient’s characteristics

	RA (GLC−)	RA (GLC+)	HC
**Demographic characteristics**			
Age, years (mean ± SD)	51.9 ± 9.5	50.6 ± 10.4	52.0 ± 10.6
Sex, females (N/total)	16/25	16/25	16/25
BMI (mean ± SD)	25.5 ± 3.7	25.4 ± 4.0	24.3 ± 3.1
**Disease-specific characteristics**			
Disease duration, years (mean ± SD)	1.54 ± 1.04	1.60 ± 1.15	–
Disease activity score 28 (mean ± SD)	3.18 ± 0.49	3.26 ± 0.44	–
**Bone parameters**			
Trabecular BV, mgHA/ccm (mean ± SD)	147 ± 31	109 ± 27	200 ± 21
Cortical BV, mgHA/ccm (mean ± SD)	802 ± 15	797 ± 18	810 ± 6
**Eosinophil parameters**			
Eosinophil counts, cell/μl (mean ± SD)	258 ± 93	89 ± 29	155 ± 69
ECP level, pg/mL (mean ± SD)	30.5 ± 25.7	10.2 ± 3.5	12.6 ± 6.3

## Discussion

This work reveals that eosinophils represent important cells in bone homeostasis by inhibiting osteoclast-mediated bone resorption through EPX secretion (Fig. 9). In both mice and men, the number of eosinophils and eosinophil products are associated with higher bone mass and reduced osteoclast activity. While the steady state effect of eosinophils on bone metabolism may appear modest, it becomes evident with induced conditions such as inflammatory arthritis and sex hormone deprivation.

**Fig. 9:**
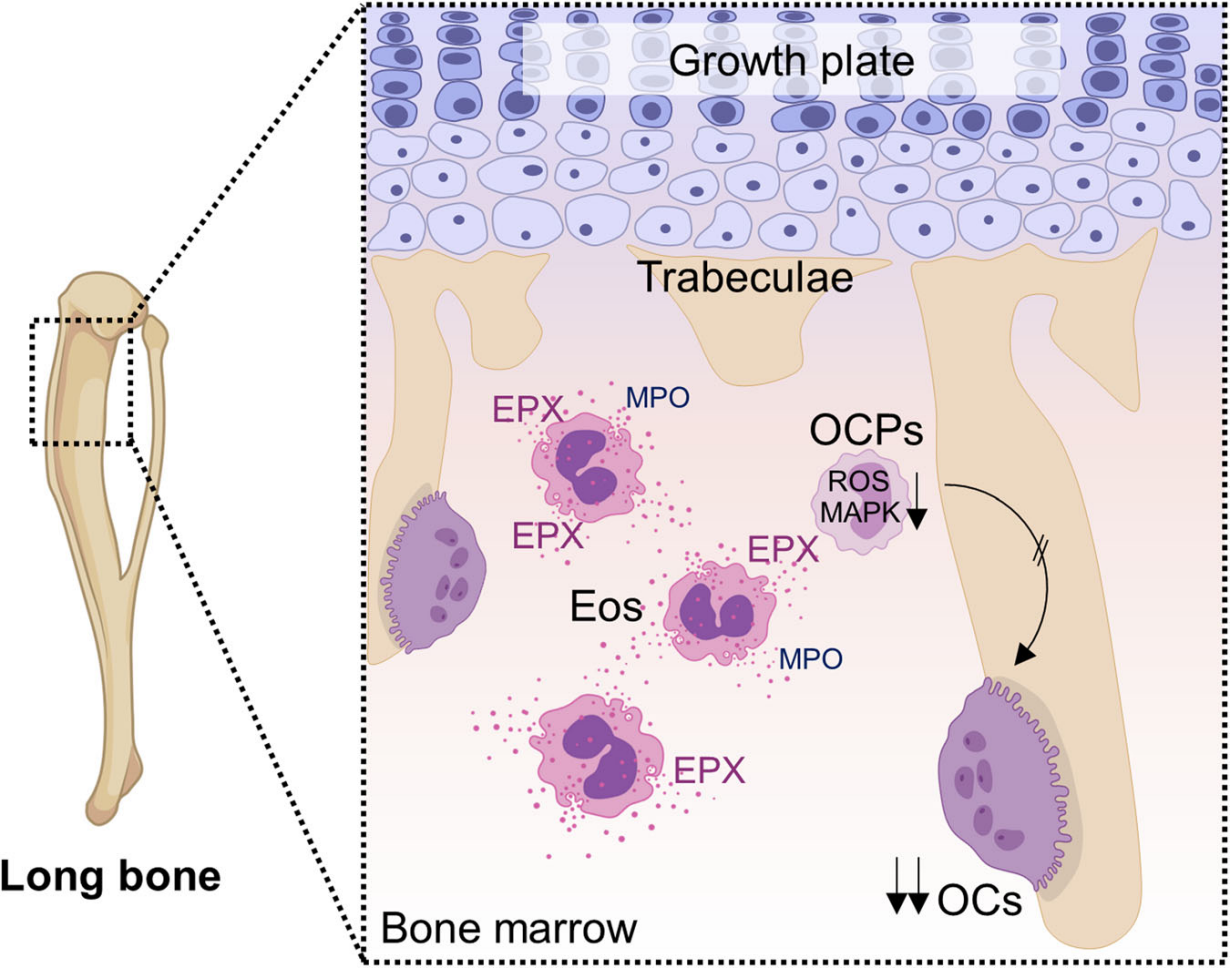
Schematic overview of eosinophil-dependent osteoclast inhibition. Eosinophils (Eos) are localized in proximity to bone-resorbing osteoclasts (OCs) in the bone marrow. Eosinophils release eosinophil peroxidase (EPX) and reduce the level of reactive oxygen species (ROS) and the phosporylation of mitogen-activated protein kinases (MAPKs) in osteoclast precursors (OCPs). In this way, eosinophils influence the homeostasis of bone and reduce pathological bone loss. Figure partially generated with biorender.com.

It is generally believed that eosinophils evolved in vertebrates across taxa as end-stage effector cells for host defense against parasites and other pathogens^38^. As anti-microbial response, eosinophils release the cytotoxic granule proteins EPX, ECP, major basic protein (MBP) and eosinophil derived neurotoxin (EDN)^39^. Dysregulated eosinophils contribute to the pathogenesis of various diseases, including asthma, eosinophilic gastrointestinal diseases and hyper-eosinophilic syndromes via the excessive secretion of granule proteins^40^.

The “LIAR” (Local Immunity And/or Remodeling/Repair) hypothesis implies that the function of eosinophils is far more expansive and complex than previously appreciated, considering these cells as important regulators of tissue homeostasis^41^. As proof of this, phylogenetic studies revealed that invertebrates already exhibit “eosinophilic” hemocytes. In these species eosinophil-like cells control tissue remodeling, like metamorphosis^42^. In humans and rodents, eosinophils can be found in multiple organs, such as the bone marrow, the gastrointestinal tract, the lungs, the adipose tissue, the thymus, the uterus and the mammary glands, where they implement tissue homeostatic functions^43^. For instance, eosinophils have been shown to modulate macrophage polarization towards an alternative phenotype by IL-4 and IL-13, leading to the formation of brown adipose tissue^44^. Indeed, eosinophils are not necessarily pro-inflammatory as recently our own data revealed the presence of a homeostatic eosinophil subset in joints that promotes the resolution of inflammatory arthritis. This effect was largely mediated by an eosinophil-dependent stimulation of anti-inflammatory macrophage differentiation^19,35^.

In the current study, we could demonstrate that eosinophils influence the function of bone-resorbing osteoclasts. Bulk RNA-seq. data confirmed the downregulation of genes essential for osteoclast signaling, while phagocytosis pathways were up-regulated after contact of osteoclasts with eosinophils or eosinophil supernatant. The osteoclast-suppressing action of eosinophils was not mediated by IL-4, IL-13 or TGF-β, but rather by the secreted heme peroxidase EPX. Neutrophil heme peroxidase MPO^45^ and eosinophil heme peroxidase EPX^39^ originally catalyze halides and H_2_O_2_ to water and oxidized substrates. These oxidized substrates, also known as ROS, kill invading pathogens^46,47^. However, several studies have shown that heme peroxidases also have immune regulatory properties^34,48,49^. A few studies also addressed their role in osteoclasts. For instance, Zhao et al. demonstrated that MPO, which is structurally and functionally very similar to EPX, impairs osteoclast development by decreasing the intracellular level of H_2_O_2_ and ROS^29^. ROS is an important inducer of osteoclast differentiation and function, activating the MAPK and NF-κB signaling pathways^50,51^. Consequently, MPO deficient mice presented decreased bone mass and increased osteoclast numbers in steady-state conditions^29^. In accordance, we found that EPX also decreases the level of mitochondrial ROS in osteoclast precursors and that eosinophil-deficient ΔdblGATA mice lacking relevant EPX production also develop bone loss based on increased osteoclast activity. Interestingly, when the GATA-1 transcription factor is specifically depleted in megakaryocytes (MKs), leading to mutant MKs, an increased bone volume was reported due to the activation of osteoblasts by the mutant MKs^52^.

Further studies have shown that heme peroxidases can also be internalized by osteoclast precursors, where they impair RANKL-mediated MAPK phosphorylation and thereby osteoclast activation^31^. In accordance, we could show that eosinophils diminished JNK and p38 MAPK phosphorylation in osteoclasts, thereby inhibiting osteoclast differentiation and function.

So far, the role of eosinophils during human bone homeostasis has been unclear. Few studies addressed the impact of eosinophilic diseases, such as asthma or eosinophilic esophagitis on bone mineral density^53–55^. However, these diseases are heavily treated with glucocorticoids, which have detrimental effects on bone, increasing the risk for osteoporosis and fractures^56^. Thus, no clear conclusion can be made from the present studies and it may be challenging to determine the impact of eosinophils on bone homeostasis in these individuals.

Osteoporosis is a frequent comorbidity of RA patients. Our study confirmed that both trabecular and cortical bone mass are lower in RA patients compared to healthy controls. We observed a significant correlation between eosinophil counts and ECP levels with trabecular bone mass in RA patients and in healthy controls. However, with glucocorticoid treatment, eosinophils and ECP levels were generally suppressed and no relation to bone mass could be detected. These observations indicate that eosinophils also play a role in the regulation of bone remodeling in humans.

Altogether, we could delineate that eosinophils possess osteoprotective functions through inhibition of bone-resorbing osteoclasts. Secretion of EPX reduces intracellular ROS level in osteoclast precursors, impairing RANKL-mediated osteoclastogenesis. Thus, eosinophils represent a hitherto unrecognized connection between the innate immune system and bone, emphasizing the tissue homeostatic role of eosinophils in the bone compartment.

## Methods

### Patient characteristics

Peripheral blood and synovial samples (ultrasound-guided needle biopsy) were taken from RA patients that fulfil the 2010 defined RA classification criteria of the American College of Rheumatology (ACR)/European League Against Rheumatism (EULAR)^57^. Disease activity was determined by disease activity score 28 (DAS28) based on erythrocyte sedimentation rate (ESR)^58^. RA primarily impacts females, with a female-to-male ratio of 3:1. As a result, the patient group generally comprises a higher proportion of women compared to men. Blood samples for RNA isolation were obtained from RA patients with different disease activity (21 females, 13 males; mean ± SD age: 61.7 ± 11.5 years; mean ± SD disease activity score 28: 4.09 ± 1.6). For high-resolution peripheral quantitative computed tomography (HR-pQCT) eosinophil counts, and serum levels of eosinophil cationic protein (ECP), we recruited patients with a diagnosis of RA according to the ACR/EULAR criteria^57^ as well as healthy controls from the TARDA database^59^. In order to ensure a uniform participant cohort and minimize the impact of treatment variables, we selected RA patients who received methotrexate monotherapy (early RA), with no treatment with other conventional synthetic, targeted synthetic, or biologic disease-modifying anti-rheumatic drugs (DMARDs). Furthermore, patients receiving additional glucocorticoid treatment were separately analyzed from RA patients receiving no glucocorticoid treatment. Demographic characteristics (age, sex and body mass index), disease-specific characteristics (disease duration and DAS 28 score), bone parameters (trabecular and cortical bone volume), and eosinophil parameters (eosinophil counts and ECP levels) of the healthy controls and RA patients are listed in Table 1. Healthy controls were sex and age matched. Healthy controls and RA patients provided written informed consent to participate in the present study. All analyses were approved by the institutional review board (IRB) of the University Clinic Erlangen and were in accordance with the Declaration of Helsinki–Ethical Principles for Medical Research Involving Human Subjects. For the blood donation, participants received financial compensation.

### Mice

Wild-type BALB/cJRj were purchased from Janvier Labs. ∆dblGATA^23^, IL-5tg/4get^60^, IL-4Rα knockout^61^, and STAT6 knockout^62^ mice were on BALB/c background. Cx3cr1^cre^R26-tdTomato mice^63^ were on BL/6 background. Steady-state bone phenotype was determined at an age of 10–12 weeks including male and female mice as the BV/TV in the proximal tibia is comparable in male and female BALB/c mice in the young adult phase (2–6 month)^64^. All mice were housed in a specific pathogen-free (SPF) facility with a temperature between 22 °C and 23 °C, humidity of 50–60%, and a regulated 12-h light/dark cycle with free access to normal diet food (ssniff, V1534-000) and water. Mice were sacrificed through increasing CO_2_ concentration. All experiments were performed according to the rules and regulations of the animal facility FPZ (Franz-Penzoldt-Zentrum, Erlangen). Animal studies were approved by the ethics committees of the government of Unterfranken (Regierung von Unterfranken, Germany).

### Study design

The sample size used in the experiments followed the common practice of the field^65^ and was verified by G*Power (version 3.1.9.7). Mice were randomly assigned to experimental groups, which were distributed among cages to compensate for covariates. In all experiments all measured values that met Quality Control criteria (e.g., correct genotype, induced disease model, effective staining, gene expression) were included and statistically analyzed. This exclusion criteria were predetermined. All experimental findings were reliably reproduced at least 3 times and mostly pooled. In some instances, representative experiments were displayed.

### Eosinophil reconstitution

Nine weeks old ΔdblGATA mice were reconstituted with 3 × 10^6^ eosinophils. The bone phenotype was assessed 14 days later.

### IL-5 treatment

Nine weeks old ΔdblGATA mice were treated with intraperitoneal injection of 500 ng of recombinant murine IL-5 (BioLegend; Cat# 581506) daily for two consecutive weeks.

### Ovariectomy (OVX)-induced osteoporosis

Twelve weeks old female mice were bilaterally ovariectomized and the ovaries of the sham group were left intact. Immediately post-surgery, mice were administered Buprenorphine for pain prevention. Regular monitoring was conducted to ensure there were no unforeseen health limitations. The OVX mice developed osteoporosis within 6 weeks and were sacrificed at an age of 18 weeks. To verify the successful removal of the ovaries, the uterus weight was assessed at the end of the experiment.

### K/BxN serum transfer arthritis (STA)

Nine weeks old female and male mice were injected intraperitoneally with 200 µl pooled serum from arthritic adult K/BxN mice as described^66^. K/BxN mice spontaneously develop autoimmune arthritis independent of their sex^67^. Development of arthritis was evaluated for each paw using a semi-quantitative scoring system (0–4 per paw; maximum score of 16) as previously described^68^. Mice were analyzed at day 12 post-serum transfer. In addition, mice were injected intravenously with 40 µg of mouse eosinophil peroxidase (EPX) protein (Abbexa; Cat# ABX653285) in 0.9% NaCl as compared with vehicle control (0.9% NaCl) at day 0 and 4 of STA. Mice were monitored every day to ensure there were no unforeseen health limitations.

### Micro-computed tomography imaging (μCT) in patients and controls

High-resolution peripheral quantitative computed tomography (HR-pQCT) imaging was performed by an Xtreme CT scanner (Scanco, Bruettisellen, Switzerland). Scan region was selected according to the manufacturer’s standard in vivo protocol of the ultra-distal radius of the dominant hand. For measurement, the patients‘ hand was immobilized using a carbon fiber shell to reduce movement. Standardization of measurements was ensured by daily cross-calibrations with a standardized control phantom (Moehrendorf, Germany). The region of interest was determined with an anteroposterior scout view and was fixed 9.5 mm proximal from the reference line. The effective dose for each scan was lower than 3 μSv. The reference line was set manually. The scan region of interest was examined in 110 parallel slices (82 μm voxel size) with a total measurement time of 2.8 min. All measurements and evaluations were performed using the manufacturer’s standard software. Motion grading (one to five) of each scan was performed using Scanco SOP scale, and scans graded higher than 3 were excluded from analysis. Three-dimensional volumetric bone mineral density (vBMD) of the total radius (Total BMD, mg hydroxyapatite/cm³), the cortical shell (Ct. BMD, mg HA/cm³) and the trabecular compartment (Tb.BMD, mg HA/cm³) were extracted. All these parameters were calculated by an automated software.

### Immunofluorescence staining with human synovial slides

Epitopes were retrieved from deparaffinized sections using a heat-induced method. As described before^19^, sections were alternatively bathed in boiling citrate buffer (10 mM citric acid monohydrate, pH 6.0) and Tris-EDTA buffer (10 mM Tris base, 1 mM EDTA, 0.05% Tween-20, pH 9.0). Each bathing step was repeated five times for 2 min each. After permeabilization with Triton™ X-100 (MilliporeSigma; Cat# X100) and washing with 1x PBS, sections were blocked first for endogenous biotin with Endogenous Biotin-Blocking Kit (Thermo Fisher Scientific; Cat# E21390) according to the manufacturer’s instructions and then with 2.5% goat serum in 10 mM HEPES at RT for 1 h. Sections were incubated with primary antibody anti-EPX (clone AHE-1; mouse; 1:200; Abcam; Cat# ab190715) and anti-CD68 (clone FA-11; biotin; 1:100; GeneTex; Cat# GTX43914) in 2.5% goat serum in 10 mM HEPES overnight at 4 °C. After washing in 1x PBS, sections were incubated with the secondary antibodies AlexaFluor®555 goat anti-mouse IgG H&L (1:200; Abcam; Cat# ab150114) and AlexaFluor®488 Streptavidin (1:50; BioLegend; Cat# 405235) in 10 mM HEPES at RT for 3 h. After washing with 1x PBS, sections were mounted with Fluoroshield^TM^ with DAPI (MilliporeSigma; Cat# F6057) and covered with coverslips. Images were acquired with the All-in-One Fluorescence Microscope BZ-X710 (KEYENCE).

### Micro-computed tomography imaging (μCT) of murine bones

Mouse tibias were fixed in 4% PFA/PBS (pH 7.4) overnight and transferred to 70% ethanol. All μCT images were taken with the cone-beam Desktop Micro Computer Tomograph μCT 40 (SCANCO Medical). The settings employed for measuring calcified tissue in murine bones were configured as follows: a kilovoltage (kVp) of 55, a current of 145 μA, an integration time of 200 ms for 500 projections per 180° rotation, and an isotropic voxel size of 6.0 μm. The assessment of the trabecular and cortex structure of the proximal tibia metaphysis involved selecting a volume of interest that began 420 µm (equivalent to 50 slices) from the center of the growth plate and extended 1680 µm (equivalent to 200 slices) towards the distal direction. The 3D-modeling of the bone was performed with optimized grayscale thresholds of the operating system Open VMS (SCANCO Medical) including the extraction of the bone parameters: bone volume per total volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp).

### Light sheet fluorescence microscopy (LSFM) with tibial bone

For eosinophil visualization in long bones, Cx3cr1^cre^R26-tdTomato mice were injected intravenously with 5 μg/mouse of Alexa Fluor® 647 rat anti-mouse Siglec-F (clone E50-2440; BD Pharmingen; Cat# 562680) in 200 µl 1x PBS 1 h before sacrifice. After sacrifice, the mice were perfused with 15 mL 1x PBS with 5 mM EDTA through the left ventricle and afterwards with 15 mL 4% PFA/PBS (pH 7.4) to rinse erythrocytes and fix the bone tissues from inside, respectively. Thereupon, the tibial bone was fixed in 4% PFA/PBS (pH 7.4) at 4 °C for 4 h, dehydrated with increasing alcohol concentrations and cleared with ethyl cinnamate (MilliporeSigma; Cat# 112372) as described^69^. The LSFM imaging was performed with a LaVision BioTec Ultramicroscope (LaVision BioTec) with an Olympus MVX10 zoom microscope body (Olympus), a LaVision BioTec Laser Module, an Andor Neo sCMOS Camera with a pixel size of 6.5 μm and detection optics with an optical magnification range 1.263–12.63 and a numerical aperture (NA) of 0.5. A 488 nm optically pumped semiconductor laser (OPSL) was used for generation of autofluorescent signals. A 561 nm OPSL was used to detect tdTomato-positive osteoclasts. For Siglec-F-AF647 excitation, a 647 nm diode laser was used. Emitted wavelengths were detected with specific detection filters: 525/50 nm for autofluorescence, 620/60 nm for tdTomato and 680/30 nm for Siglec-F-AF647. An optical zoom factor of 2.5, a thickness of 3 µm, and a sheet NA of 4 µm was used. Evaluations were done with Image J and Imaris software (Oxford Instruments).

### Cryo-sectioning of tibial bone

To generate cryo-sections of tibial bone from Cx3cr1^cre^R26-tdTomato mice, bones were fixed in 4% PFA/PBS (pH 7.4) for 12 h at 4 °C, incubated for 10 days in decalcification buffer (14% EDTA free acid, NH_4_OH, pH 7.2) and embedded in OCT Compound (Sakura Finetek; Thermo Fisher Scientific; Cat# 12351753). Seven-μm-thick histological sections were generated with the cryostat Leica CM 3050 S (Leica Biosystems).

### Confocal laser scanning microscopy (CLSM)

Cryo-sections of tibial bone from Cx3cr1^cre^R26-tdTomato mice were blocked in 2.5% goat serum in 10 mM HEPES and permeabilized with 0.1% saponin in PBS at RT for 1 h. Sections were incubated with primary antibody anti-EPX (polyclonal; rabbit; 1:100; Abcam; Cat# ab65319) and Alexa Fluor® 647 anti-mouse/rat CD61/β3 integrin (clone 2C9.G2; 1:100; BioLegend; Cat# 104314) in 2.5% goat serum in 10 mM HEPES overnight at 4 °C. After washing in 1x PBS, sections were incubated with the secondary antibody AlexaFluor®488 goat anti-rabbit IgG (H + L) (1:50; Invitrogen; Cat# A-11008) in 10 mM HEPES at RT for 3 h. After washing with 1x PBS, sections were mounted with Fluoroshield^TM^ with DAPI (MilliporeSigma; Cat# F6057) and covered with coverslips. Images were acquired with a Leica TCS SP 5 II confocal microscope (Leica Microsystems) with acousto-optic tunable filter and acousto-optical beam splitter, and equipped with photomultiplier tubes (PMTs) and hybrid detectors (HyD) on a DMI6000 CS frame. Representative images were generated with an HCX PL APO CS 63.0×1.30 GLYC 21 °C UV objective. Fluorescence signals were generated via three sequential scans. In the first imaging sequence DAPI and AF647 were simultaneously excited with a 458 nm argon laser and a 633 nm helium–neon laser, respectively. DAPI was detected with PMT at 470–520 nm and AF647 signals were detected with PMT at 650–750 nm. The second sequence for detecting Alexa Fluor 488 used an argon laser at 488 nm for excitation and a HyD detector at 500–560 nm. A third imaging sequence involved an excitation of tdTomato with a 561 nm diode-pumped solid-state laser and its detection with a HyD detector at 600–650 nm. Generated images were processed with Imaris software (Oxford Instruments).

### Histological analysis

Tibiae of mice were fixed overnight in 4% PFA/PBS (pH 7.4) and afterwards decalcified (14% EDTA free acid, NH_4_OH, pH 7.2) for 14 days until bones were pliable. Serial paraffin sections (2 μm) were stained with tartrate-resistant acid phosphatase (TRAP) staining with the acid phosphatase, leukocyte (TRAP) kit (MilliporeSigma; Cat# 387A) for quantifying bone mass and osteoclast numbers. The quantification of bone volume per total volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), osteoclast surface per bone surface (Oc.S/BS), osteoclast number per bone perimeter (Oc.N/B.Pm), and osteoclast number per tissue area (Oc.N/T.Ar) was performed on an Axio Lab.A1 microscope (Carl Zeiss), equipped with a digital camera and image analysis system (OsteoMeasure, Osteometrics).

### Flow cytometry

For cell isolation from the bone marrow (BM), the left femur was flushed 3x with 1x PBS. Then, the BM cells were lysed with 3 mL RCL buffer and put through 70 µm cell strainers. Blood was lysed twice with 5 mL RCL buffer and put through 70 µm cell strainer. For surface marker staining, isolated single cells were incubated with the following antibodies: anti-CD45 APC-eFluor™ 780 (clone 30-F11; 1:800; eBioscience; Cat# 47-0451-82), anti-CD45 PerCP/Cyanine 5.5 (clone 30-F11; 1:400; BioLegend; Cat# 103132), anti-CD11b FITC (clone M1/70; 1:400; BD Pharmingen; Cat# 557396), anti-CD11b PerCP (clone M1/70; 1:400; BioLegend; Cat# 101230), anti-CD11b Brilliant Violet 605™ (M1/70; 1:400; BioLegend; Cat# 101257), anti-Ly6G PerCP/Cyanine 5.5 (clone 1A8; 1:800; BioLegend; Cat# 127616); anti-Ly6C PE/Cyanine 7 (clone HK1.4; 1:1000; BioLegend; Cat# 128018), anti-CD115 (CSF-1R) Brilliant Violet 421™ (clone AFS98; 1:800; BioLegend; Cat# 135513), anti-Siglec-F PE (clone E50-2440; 1:400; BD Pharmingen; Cat# 562068), anti-CD117 (c-Kit) Pacific Blue™ (clone 2B8; 1:400; BioLegend; Cat# 105820), anti-CD117 (c-Kit) Brilliant Violet 605™ (clone 2B8; 1:800; BioLegend; Cat# 105847), anti-CD49b PE/Cyanine 7 (clone DX5; 1:400; BioLegend; Cat# 108922), anti-FcεRIα PE/Cyanine 7 (clone MAR-1; 1:100; BioLegend; Cat# 134318), anti-CD200R3 PE (clone Ba13; 1:400; BioLegend; Cat# 142206), anti-CD3ε PE/Cyanine5 (clone 145-2C11; 1:400; BioLegend; Cat# 100310), anti-CD3ε APC (clone 145-2C11; 1:400; BioLegend; Cat# 100312), anti-CD19 APC (clone 1D3; 1:400; BD Pharmingen; Cat# 550992), anti-CD335 (NKp46) APC (clone 29A1.4; 1:400; BioLegend; Cat# 137608), anti-CD31 Alexa Fluor® 647 (clone MEC13.3; 1:400; BioLegend; Cat# 102516), anti-CD61 PE (clone 2C9.G2; 1:400; BioLegend; Cat# 104308), anti-CD41 Pacific Blue™ (clone MWReg30; 1:400; BioLegend; Cat# 133932), anti-Ly-6A/E (Sca-1) PE/Cyanine 7 (clone E13-161.7; 1:400; BioLegend; Cat# 122514), anti-CD16/CD32 APC (clone 93; 1:400; eBioscience; Cat# 17-0161-82), anti-CD34 FITC (clone RAM34; 1:400; BD Pharmingen; Cat# 560238), anti-CD45R/B220 PerCP (clone RA3-6B2; BD Pharmingen; Cat# 553093), anti-CD45R/B220 Brilliant Violet 510™ (clone RA3-6B2; 1:400; BioLegend; Cat# 103247), anti-TER-119 APC-efluor™ 780 (clone TER-119; 1:400; eBioscience; Cat# 47-5921-82), anti-CD71 FITC (clone RI7217; 1:400; BioLegend; Cat# 113806), anti-CD5 PerCP (clone 53-7.3; 1:200; BD Pharmingen; Cat# 553025) in 1x PBS in the dark at 4 °C for 20 min. After washing, cells were resuspended in FACS buffer (1x PBS with 2% FBS and 2 mM EDTA) for flow cytometric analyses. Flow cytometry was performed on the Gallios^TM^ or Cytoflex S flow cytometer (all from Beckman Counter). Flow cytometry data were analyzed by Kaluza 2.1 (Beckman Counter) or FlowJo (BD Biosciences).

### Eosinophil sorting for in vitro analysis

Eosinophils were sorted from the blood and BM of IL-5tg/4get mice as described previously^19^. The blood was lysed twice with 10 mL RCL buffer. BM cells were flushed out from the femur and tibia. Cells from blood and BM were pooled and put through 70 µm cell strainers. Cells were stained with anti-CD45 APC-eFluor™ 780 (clone 30-F11; 1:800; eBioscience; Cat# 47-0451-82), anti-CD125 (IL-5Rα) APC (clone REA343; 1:100; Miltenyi Biotec; Cat# 130-118-561), and anti-Siglec-F PE (clone E50-2440; 1:400; BD Pharmingen; Cat# 562068) in 1x PBS for 20 min in the dark at 4 °C. After washing, cells were resuspended in FACS buffer for sorting on MoFlo Astrios EQ (Beckman Counter). CD45^+^ CD125 ^int^ Siglec-F ^+^ granulocytes were sorted into 1x PBS with 2% FBS for in vitro experiments. Besides, 2 × 10^6^/mL sorted eosinophils were cultured for 48 h in αMEM and GlutaMAX (Gibco; Cat# 32571028) with 10% FBS (Gibco; Cat# A5256701) and 1% penicillin/streptomycin (Gibco; Cat# 15140122) at 37 °C and 5.5% CO_2_ to generate eosinophil supernatant. After culture, the supernatant was separated from the cells by centrifugation and stored at −80 °C. The viability of the cultured eosinophils after 48 h was analyzed by flow cytometry with DAPI (Roche; Cat# 10236276001).

### Negative selection of neutrophils by magnetic cell separation

Neutrophils were isolated from the blood and BM of BALB/c WT mice by untouched magnetic cell separation (MACS) with the Neutrophil Isolation Kit (Miltenyi Biotec; Cat# 130-097-658), following the manufacturer’s instructions. The purity and viability of neutrophils before and after MACS was analyzed by flow cytometry with anti-CD11b FITC (clone M1/70; 1:400; BD Pharmingen; Cat# 557396), anti-Ly6G PerCP/Cyanine 5.5 (clone 1A8; 1:800; BioLegend; Cat# 127616), and DAPI (Roche; Cat# 10236276001).

### Proteome profiler assay

The Proteome Profiler Array was performed with the Mouse XL Cytokine Array Kit (R&D; Cat# ARY028) according to manufacturer’s instructions with 1 mL of eosinophil supernatant. The array membrane was exposed to an X-ray film for 10 min. The integrated pixel density was quantified with ImageJ.

### Osteoclast differentiation

Total BM cells from BALB/c WT mice were isolated by flushing the femur and tibia. The cells were plated overnight at 37 °C and 5.5% CO_2_ in a 100 × 20 mm dish in osteoclast medium, composed of αMEM and GlutaMAX (Gibco; Cat# 32571028) with 10% FBS (Gibco; Cat# A5256701) and 1% penicillin/streptomycin (Gibco; Cat# 15140122), supplemented with 5 ng/mL M-CSF (PeproTech; Cat# 315-02). The next day (day 0), nonadherent bone marrow derived monocytes (BMMs) were collected, washed, and further cultured in osteoclast medium with 20 ng/mL M-CSF and 10 ng/mL RANKL (PeproTech; Cat# 315-11) in 96-well plates (TRAP; 200 μL/well) or 48-well plates (RNA; 500 μL/well) at the concentration of 1 × 10^6^ cells/mL at 37 °C and 5.5% CO_2_. In addition, BMMs were stimulated on day 0 of culture for 48 h with the following stimulants: eosinophils (1:2, 1:1, 2:1, 4:1 Eos/BMMs ratio), neutrophils (1:1 Neutros/BMMs ratio) eosinophil supernatant (1:4, 1:3, 1:2 dilution; M-CSF and RANKL level was adjusted to 20 ng/mL and 10 ng/mL, respectively), BMM supernatant (1:2 dilution; M-CSF and RANKL level was adjusted to 20 ng/mL and 10 ng/mL, respectively), 10 ng/mL recombinant mouse IL-4 (BioLegend; Cat# 574304), 0.1–0.8 µM recombinant mouse cystatin C protein (Novus Biologicals; Cat# NBP25959050), 5–10 µg/mL recombinant mouse myeloperoxidase (MPO) protein (R&D Systems; Cat# 3667-MP), 0.05-1 µg/mL mouse EPX protein (Abbexa; Cat# ABX653285), 10 µM MPO/EPX inhibitor (MilliporeSigma; C_7_H_9_N_3_O; Cat# 475944), 0.1 µM TGF-β receptor inhibitor Galunisertib (MilliporeSigma; Cat# SML2851). In addition, BMMs were stimulated on day 0 of culture for 48 h with eosinophils (1:1 Eos/BMMs ratio) that were separated by a membrane with a pore size of 1 µm (THINCERT; Greiner Bio-One; Cat# 662610). The viability of BMMs, detached from the plates by accutase (MilliporeSigma; Cat# A6964), was analyzed 48 h after culture by flow cytometry with DAPI (Roche; Cat# 10236276001). Otherwise, the medium was changed on day 2 and additionally on day 4 if necessary. In some conditions, the stimulation of BMMs started at day 2 of differentiation after the first medium change. Fully differentiated osteoclasts (day 3–5) were either processed for RNA or washed with PBS, fixed with fixation buffer, and stained with TRAP solution. Images were acquired with the All-in-One Fluorescence Microscope BZ-X710 (KEYENCE) and quantification of osteoclast numbers was performed with ImageJ.

### Demineralization assay

For the demineralization assays, 1 × 10^6^ BMMs/mL were cultured in osteoclast medium with supplements on 24-well plates coated with hydroxyapatite (Corning; Cat# 3987) at 37 °C and 5.5% CO_2_. BMMs were stimulated at day 0 of culture for 48 h with eosinophils (1:1 Eos/BMMs ratio) and eosinophil supernatant (1:2 dilution) compared with unstimulated control. The medium was changed at day 2. After 3 days of differentiation, osteoclasts on the hydroxyapatite-coated plates were lysed with dH_2_O and the plates were incubated with 5% sodium hypochlorite (MilliporeSigma; Cat# 425044) for 5 min and stained with Von Kossa staining. Images of the whole well were acquired with the All-in-One Fluorescence Microscope BZ-X710 (KEYENCE) and percentage of the demineralized area was quantified with ImageJ.

### Bulk RNA-sequencing with osteoclasts

BMMs from BALB/c WT mice were stimulated on day 0 of culture for 48 h with eosinophils (2:1 Eos/BMMs ratio; OCsEo) or eosinophil supernatant (1:2 dilution; OCsEoS) compared with unstimulated control (OCsCtr) in osteoclast medium with supplements at 37 °C and 5.5% CO_2_. At day 2, the cells were washed and medium was changed. Total osteoclast RNA was harvested on day 3 of culture and purified with the RNeasy Mini Kit (QIAGEN; Cat# 74104) according to the manufacturer’s instructions. Bulk RNA-seq. was carried out by Novogene (UK). As described by novogene: A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra^TM^ RNA Library Prep Kit for Illumina® (NEB, Cat# E7770) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated. Clean reads were obtained by removing reads containing adapter, reads containing poly-N, and low-quality reads from raw data. All the downstream analyses were based on the clean data with high quality. The filtered reads were aligned to the reference genome *Mus musculus* GRCm38/mm10 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/] with Hisat2 v2.0.5. Feature Counts v1.5.0-p3 was used to count the reads numbers mapped to each gene. All original RNA-seq data (fastq files) and the read counts have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE203541. Principal component analysis and volcano plots were generated with the R packages glmpca (version 0.2.0) and EnhancedVolcano (version 1.12.0), respectively. Differential expression analysis between 2 conditions or groups (4 biological replicates per condition) was performed using DESeq2 R package (version 1.34.0) with log2 fold change cut off 0.5. The resulting *P* values were adjusted using the Benjamini–Hochberg approach for controlling the false discovery rate (FDR). Genes with an adjusted *P* value (*P*_adj_) less than 0.05 were assigned as differentially expressed.

### Mitochondrial reactive oxygen species (ROS) measurement

BMMs from BALB/c WT mice were cultured in 1 × 10^6^ cells/well in 1 mL/well osteoclast medium with supplements on 24-well plates at 37 °C and 5.5% CO_2_. BMMs were stimulated at day 0 of culture for 48 h with eosinophils (1:1 Eos/BMMs ratio), eosinophil supernatant (1:2 dilution), 10 µg/mL of MPO, and 0.05–0.1 µg/mL of EPX compared with unstimulated control. At day 2, the cells were detached from the plate by accutase and stained with MitoSOX^TM^ Red (Invitrogen; Cat# M36008) according to the manufacturer’s instructions. Afterwards, the cells were incubated with the following antibodies: anti-CD45 APC-eFluor™ 780 (clone 30-F11; 1:800; eBioscience; Cat# 47-0451-82), anti-CD11b FITC (clone M1/70; 1:400; BD Pharmingen; Cat# 557396), and anti-CD115 (CSF-1R) Brilliant Violet 421™ (clone AFS98; 1:800; BioLegend; Cat# 135513) in 1x PBS in the dark at 4 °C for 20 min. After washing, cells were resuspended in FACS buffer (1x PBS with 2% FBS and 5 mM EDTA) for flow cytometric analyses. Flow cytometry was performed on the Gallios^TM^ flow cytometer (Beckman Counter). Flow cytometry data were analyzed by Kaluza 2.1 (Beckman Counter).

### MULTI-SPOT MAP kinase phosphoprotein assay

For the quantification of phospho-JNK (Thr183/Tyr185), phospho-p38 (Thr180/Tyr182), and phospho-ERK1/2 (Thr/Tyr: 202/204; 185/187), 5 × 10^5^ BMMs/well were cultured in 48-well plates in 500 µL/well osteoclast medium with supplements at 37 °C and 5.5% CO_2_. BMMs were stimulated at day 0 of culture for 48 h with eosinophils (1:1 Eos/BMMs ratio), eosinophil supernatant (1:2 dilution), and 1 µg/mL of EPX compared with unstimulated control. The medium was changed on day 2. After 3 days of differentiation, the MAP Kinase Whole Cell Lysate Kit (MESO SCALE DIAGNOSTICS; Cat# K15101D) was performed according to the manufacturer’s instructions. Briefly, osteoclasts were lysed with 50 µL/well of freshly prepared protein lysis buffer. Protein concentration was measured with DC Protein Assay Kit (Bio-Rad; Cat# 5000111) according to the manufacturer’s instructions. 10 µg protein lysate/well was applied in the MULTI-SPOT MAP Kinase Phosphoprotein Assay. Finally, the signal intensity of phospho-JNK, phospho-p38, and phospho-ERK-1/2 was measured with the MSD SECTOR imager.

### Enzyme-linked immunosorbent assay (ELISA)

Eosinophil supernatant was used for the measurement of cystatin C, MPO, and EPX protein level. Levels of cystatin C and MPO were measured by ELISA using mouse cystatin C/MPO DuoSet ELISA kit (all from R&D; Cat# DY1238; Cat# DY3667) according to the manufacturer’s instructions. EPX was measured with the Mouse EPX ELISA Kit (MyBiosource; Cat# MBS2706597) according to the manufacturer’s instructions. TGFβ level in the supernatant of eosinophils and BMMs was detected with the mouse TGF-beta 1 DuoSet ELISA (R&D; Cat# DY1679). Serum levels of human eosinophil cationic protein (ECP) were assessed by commercial ELISA (Cusabio; Cat# CSB-E11729h).

### RNA isolation and real-time PCR

Murine RNA from in vitro differentiated osteoclasts or femoral bones was extracted using RNA-Solv® Reagenz (VWR Peqlab; Cat# R6830-02) according to the manufacturer’s instructions. Mouse femurs were first homogenized using Precellys® Steel kit (VWR Bertin corp.; Cat# P000910-LYSK0-A) on Precellys 24 (VWR Peqlab). The blood of RA patients was collected in PAXgene Blood RNA Tubes (QIAGEN; Cat# 762165), and the RNA was isolated using the PAXgene Blood RNA Kit (QIAGEN; Cat# 762174) according to the manufacturer’s instructions. Extracted RNA was freed from genomic DNA using DNase I kit (Thermo Fisher Scientific; Cat# EN0521) and reversely transcribed into cDNA using high capacity cDNA Reverse Transcription Kit (AppliedBiosystems; Cat# 4368814). Real-time PCR was performed using Takyon ROX SYBR 2X MasterMix dTTP blue (Eurogentec; Cat# UF-RSMT-B0701) on CFX96TM Real-Time System (Bio-Rad) with the primers listed in Table 2. Gene expression was normalized with *Actb* for mouse and *B2M* for human.

**Table 2:** Murine and human qPCR primers forward and reverse

Gene	Forward	Reverse
*Actb murine*	5′TGTCCACCTTCCAGCAGATGT3′	5′AGCTCAGTAACAGTCCGCCTAGA3′
*Acp5 murine*	5′CGACCATTGTTAGCCACATACG3′	5′TCGTCCTGAAGATACTGCAGGTT3′
*ACP5 human*	5′TGAGGACGTATTCTCTGACCG3′	5′CACATTGGTCTGTGGGATCTTG3′
*B2M human*	5′GATGAGTATGCCTGCCGTGTG3′	5′CAATCCAAATGCGGCATCT3′
*Ctsk murine*	5′AGGGCCAACTCAAGAAGAAAACT3′	5′TGCCATAGCCCACCACCAACACT3′
*Epx murine*	5′CTGTCTCCTGACTAACCGCTCT3′	5′TCAGCGGCTAGGCGATTGTGTT3′
*Mmp9 murine*	5′GCTGACTACGATAAGGACGGCA3′	5′ TAGTGGTGCAGGCAGAGTAGGA3′
*Nfatc1 murine*	5′GGTGCCTTTTGCGAGCAGTATC3′	5′CGTATGGACCAGAATGTGACGG3′
*NFATC1 human*	5′GTCCTGTCTGGCCACAAC3′	5′GGTCAGTTTTCGCTTCCATC3′
*RNASE2 human*	5′AGCGCGGAGACTGGGAAAC3′	5′TTCAAACCATTGAGCCCAGGT3′
*Tnfrsf11a murine*	5′TTGTGGCAGGGGACTTTAAC3′	5′ATTGTCATCCTGCCCTCAAC3′
*Traf6 murine*	5′AAAGCGAGAGATTCTTTCCCTG3′	5′ACTGGGGACAATTCACTAGAGC3′

### Statistics

All statistical analyses were performed using Graph-Pad Prism-Software 9. Data was presented as mean +/− standard error of mean (SEM). Normal distribution of the samples was tested with D’Agostino & Pearson test for *n* ≥ 8 and Shapiro–Wilk test for *n* < 8. Statistical significance was calculated by unpaired two-tailed *t* test (normally distributed variables) or two-tailed Mann–Whitney test (non-normal variables) for single comparisons. For multiple comparisons, one-way ANOVA Dunnett’s test, one-way ANOVA Tukey’s test or two-way ANOVA Tukey’s test was used as parametric test and Kruskal-Wallis Dunn’s test as non-parametric test. Human correlation analyses were statistically testes with Spearman’s correlation coefficients. Statistical details (e.g., number of animals/participants per group, number of independent experiments, etc.) can be found in the figure legends. *P* values less than 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review file

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

The bulk RNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code “GSE203541”. Source data are provided with this paper.

# Supplementary material for: Eosinophils preserve bone homeostasis by inhibiting excessive osteoclast formation and activity via eosinophil peroxidase
**Source:** Nat Commun. 2024 Feb 5;15:1067. doi: 10.1038/s41467-024-45261-8
**Supplement:** Supplementary file 2 — Supplementary Information

## Eosinophils preserve bone homeostasis by inhibiting excessive osteoclast formation and activity via eosinophil peroxidase

### Supplementary Figure Legends

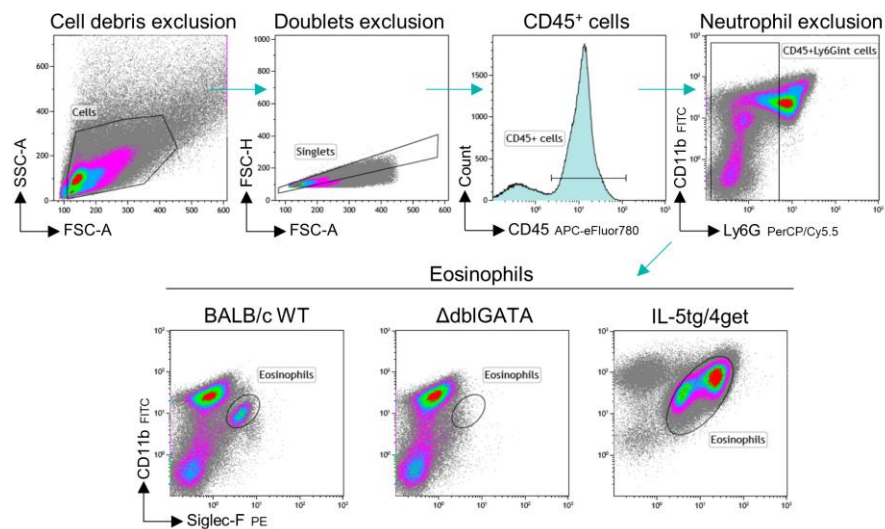

**Sup. Fig. 1: Gating strategy of eosinophils in the bone marrow.** Gating strategy of eosinophils (Siglec-F<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>int</sup>CD45<sup>+</sup>) in the bone marrow (BM) of wildtype (WT), eosinophil-deficient  $\Delta$ dblGATA, and hyper-eosinophilic IL-5tg/ 4get mice.

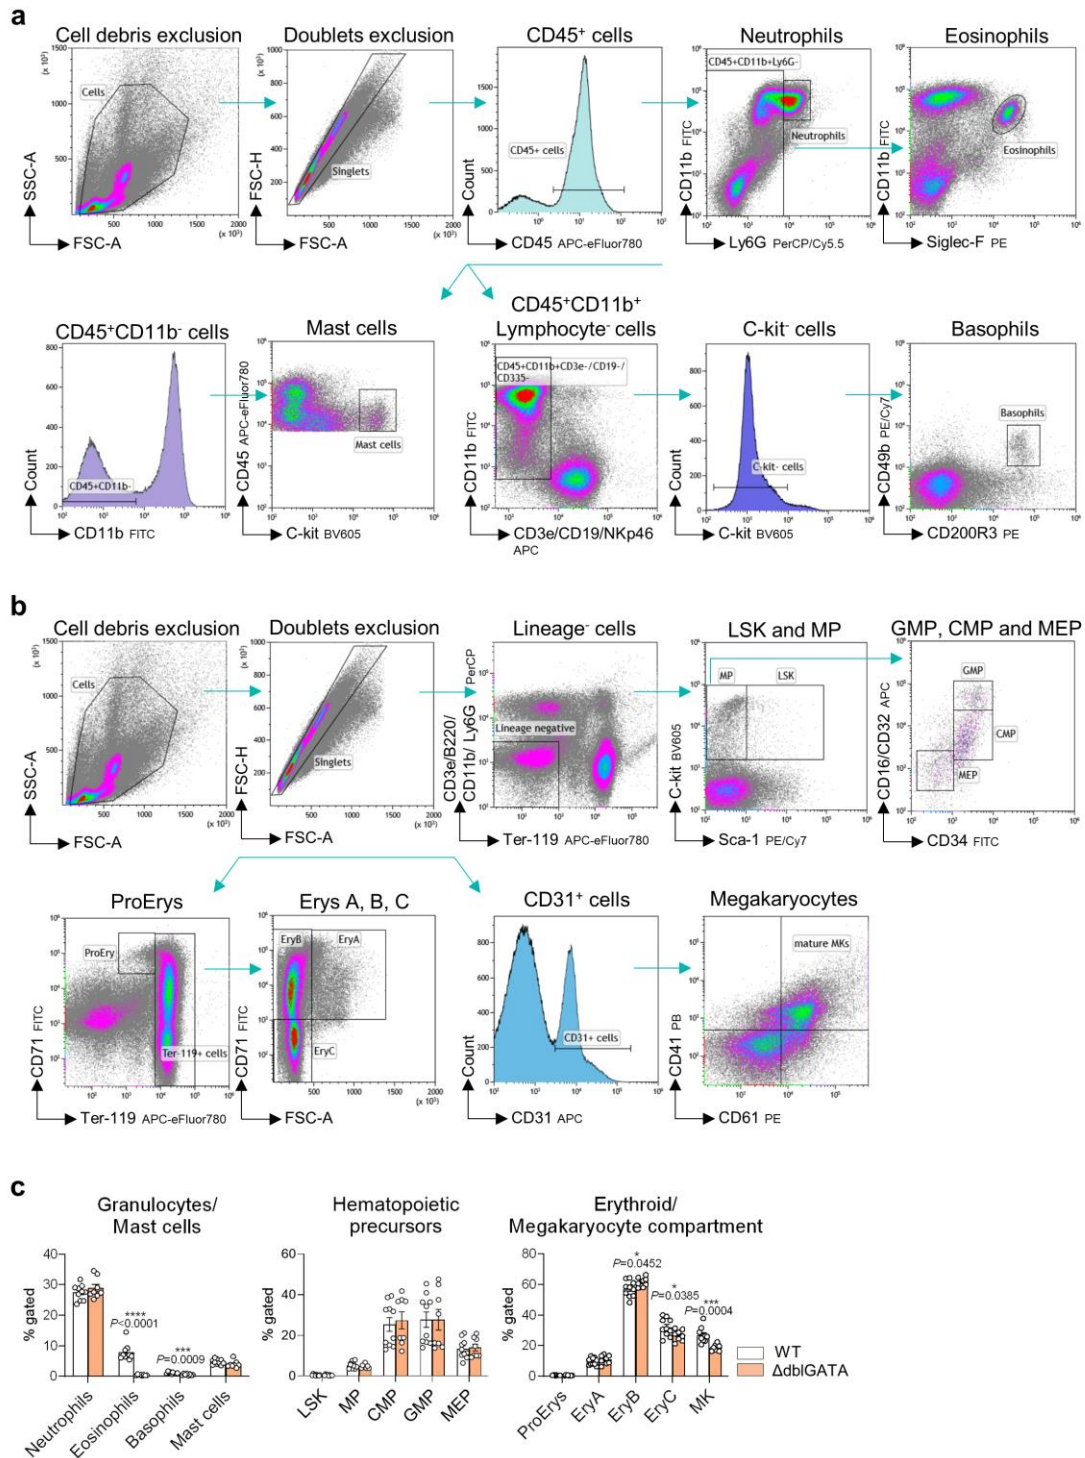

**Sup. Fig. 2: Analysis of GATA-1-expressing lineages in WT vs.  $\Delta$ dblGATA mice. a)** Gating strategy of neutrophils ( $CD11b^+Ly6G^{high}CD45^+$ ), eosinophils ( $Siglec-F^+CD11b^+Ly6G^{int}CD45^+$ ), mast cells ( $C-kit^+CD11b^-CD45^+$ ), and basophils ( $CD200R3^+CD49b^+C-kit^+lymphocyte^-CD11b^+CD45^+$ ). **b)** Gating strategy of LSK ( $C-kit^+Sca-1^+lineage^-$ ), multipotent progenitors (MP,  $C-kit^+Sca-1^-lineage^-$ ), common myeloid progenitors (CMP,  $CD16/CD32^{int}CD34^+C-kit^+Sca-1^-lineage^-$ ), granulocyte-macrophage progenitors (GMP,  $CD16/CD32^{high}CD34^+C-kit^+Sca-1^-lineage^-$ ), megakaryocyte-erythroid progenitors (MEP,  $CD16/CD32^-CD34^-C-kit^+Sca-$

1<sup>+</sup>lineage<sup>-</sup>), pro-erythroblasts (ProEry, CD71<sup>+</sup>Ter-119<sup>int</sup>), EryA erythroblasts (CD71<sup>+</sup>Ter119<sup>+</sup>FSC<sup>high</sup>) EryB erythroblasts (CD71<sup>+</sup>Ter119<sup>+</sup>FSC<sup>low</sup>), EryC erythroblasts (CD71<sup>+</sup>Ter119<sup>+</sup>FSC<sup>low</sup>), and megakaryocytes (MKs, CD41<sup>+</sup>CD61<sup>+</sup>CD31<sup>+</sup>). **c)** Percentage distribution of the above mentioned cell populations in the bone marrow (BM) comparing WT with  $\Delta$ dblGATA mice (n=10, 8). Data are shown as mean  $\pm$  SEM. Symbols represent individual mice. *P* values were determined by two-tailed Mann-Whitney test (2c eosinophils) or unpaired two-tailed t test (2c basophils, EryB, EryC, MK) for single comparisons. Asterisks mark statistically significant difference (\**P*<0.05, \*\*\**P*<0.001 and \*\*\*\**P*<0.0001). Source data are provided as a Source Data file.

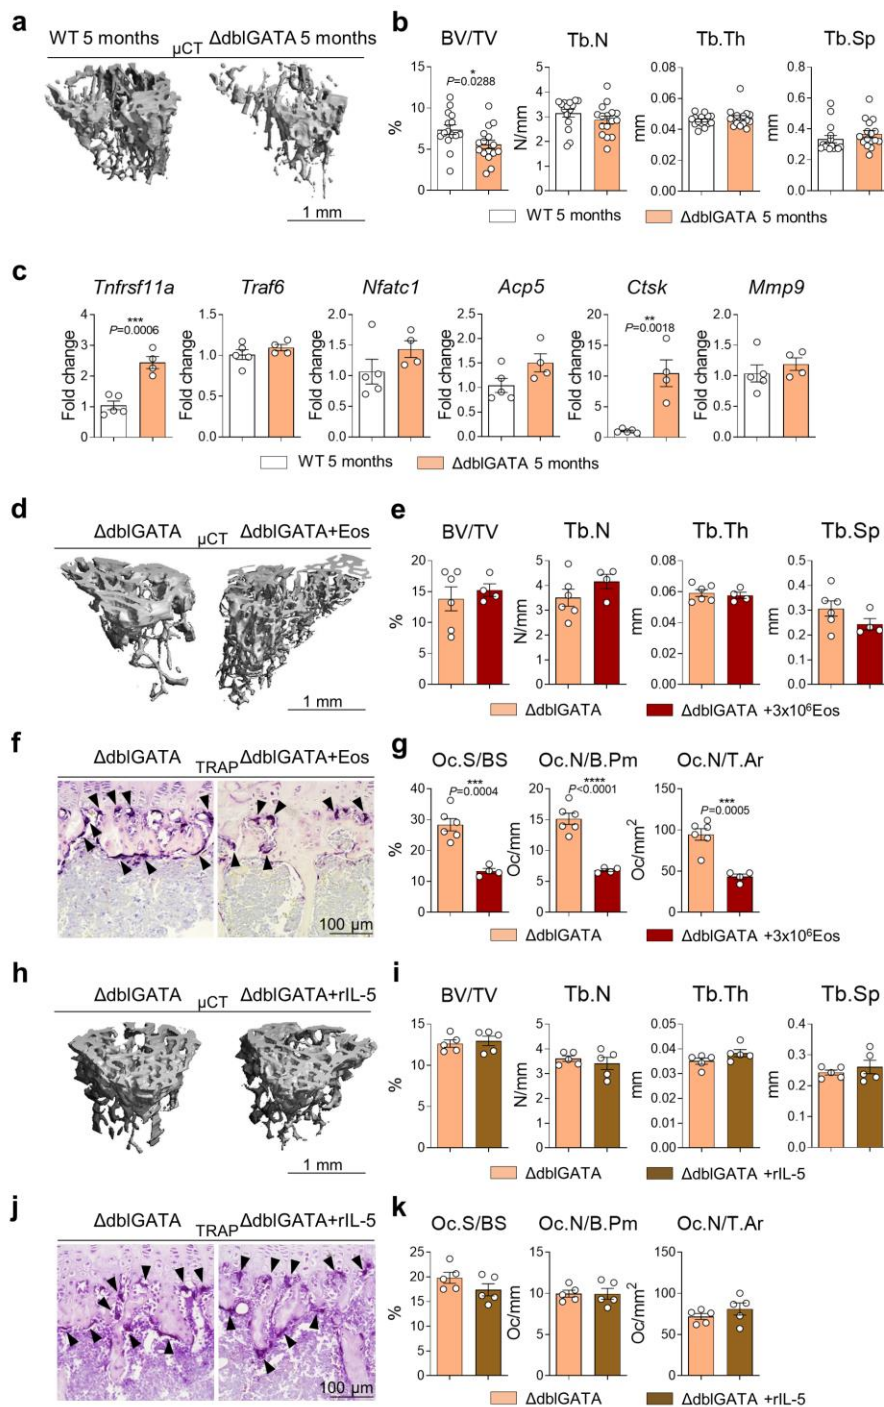

**Sup. Fig. 3: Characterization of bone mass changes in  $\Delta$ dblGATA mice at older age, as well as after reconstitution with eosinophils and IL-5 treatment. a, b) 3D trabecular structure by micro computed tomography ( $\mu$ CT) (a) and quantification of bone volume per total volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp) (b) in the tibial bone from 5 months old wildtype (WT) and  $\Delta$ dblGATA mice (n=15, 16). Scale bar, 1 mm. c) mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in the long bone of 5 months old WT and  $\Delta$ dblGATA mice (n=5, 4). d, e) 3D  $\mu$ CT trabecular structure (d) and quantification of BV/TV, Tb.N, Tb.Th, and Tb.Sp (e) in tibial bone**

from  $\Delta$ dblGATA mice and  $\Delta$ dblGATA mice reconstituted with  $3 \times 10^6$  eosinophils (n=6, 4). Scale bar, 1 mm. **f, g**) Representative tartrate-resistant acid phosphatase (TRAP) staining (f) and quantification of osteoclast surface per bone surface (Oc.S/BS), osteoclast number per bone perimeter (Oc.N/B.Pm), and osteoclast number per tissue area (Oc.N/T.Ar) (g) in tibial bone sections from  $\Delta$ dblGATA mice and  $\Delta$ dblGATA mice reconstituted with  $3 \times 10^6$  eosinophils (n=6, 4). Triangles illustrate polynucleated osteoclasts. Scale bar, 100  $\mu$ m. **h, i**) 3D  $\mu$ CT trabecular structure (h) and quantification of BV/TV, Tb.N, Tb.Th, and Tb.Sp (i) in tibial bone from  $\Delta$ dblGATA mice and  $\Delta$ dblGATA mice treated with 500 ng recombinant murine IL-5 every day for two consecutive weeks (n=5). Scale bar, 1 mm. **j, k**) Representative TRAP staining (j) and quantification of Oc.S/BS, Oc.N/B.Pm, and Oc.N/T.Ar (k) in tibial bone sections from  $\Delta$ dblGATA mice and  $\Delta$ dblGATA mice treated with 500 ng recombinant murine IL-5 every day for two consecutive weeks (n=5). Triangles illustrate polynucleated osteoclasts. Scale bar, 100  $\mu$ m. Data are shown as mean  $\pm$  SEM. Symbols represent individual mice. *P* values were determined by unpaired two-tailed t test (3b, 3c, 3g) for single comparisons. Asterisks mark statistically significant difference (\**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001 and \*\*\*\**P*<0.0001). Source data are provided as a Source Data file.

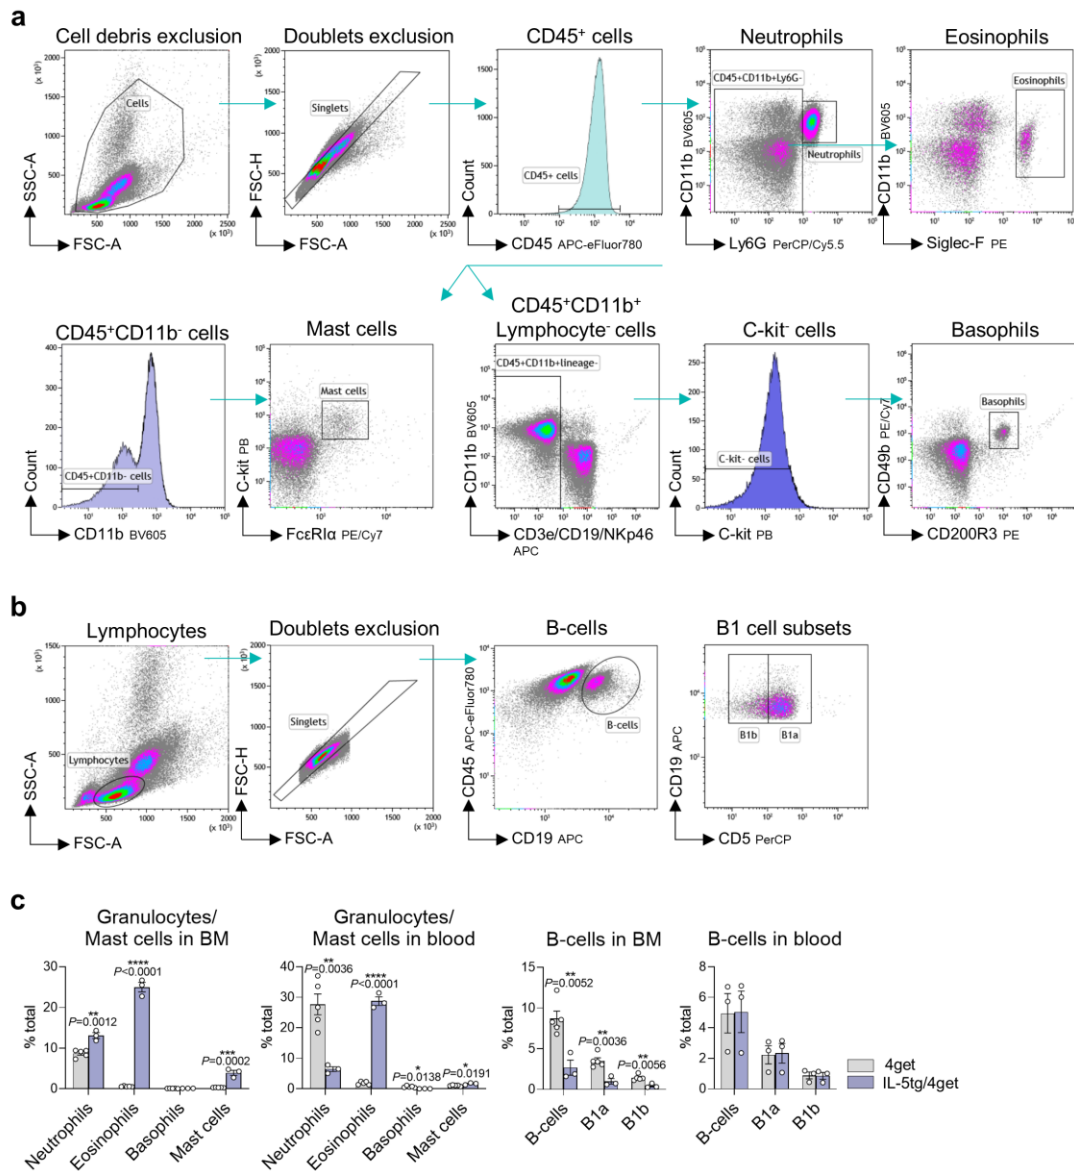

**Sup. Fig. 4: Analysis of IL-5R $\alpha$ -expressing immune cells in 4get vs. IL-5tg/ 4get mice. a)** Gating strategy of neutrophils (CD11b<sup>+</sup>Ly6G<sup>high</sup>CD45<sup>+</sup>), eosinophils (Siglec-F<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>int</sup>CD45<sup>+</sup>), mast cells (FcεR1α<sup>+</sup>C-kit<sup>+</sup>CD11b<sup>-</sup>CD45<sup>+</sup>), and basophils (CD200R3<sup>+</sup>CD49b<sup>+</sup>C-kit<sup>-</sup>lymphocyte<sup>-</sup>CD11b<sup>+</sup>CD45<sup>+</sup>). **b)** Gating strategy of B-cells (CD19<sup>+</sup>CD45<sup>+</sup>), B1a (CD5<sup>+</sup>CD19<sup>+</sup>CD45<sup>+</sup>B220<sup>-</sup>) and B1b (CD5<sup>-</sup>CD19<sup>+</sup>CD45<sup>+</sup>B220<sup>-</sup>) cells. **c)** Percentage distribution of the above mentioned cell populations in the bone marrow (BM) (n=5, 3) and blood (n=5/ 3, 3) comparing 4get with IL-5tg/ 4get mice. Data are shown as mean  $\pm$  SEM. Symbols represent individual mice. *P* values were determined by unpaired two-tailed *t* test (4c) for single comparisons. Asterisks mark statistically significant difference (\**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001 and \*\*\*\**P*<0.0001). Source data are provided as a Source Data file.

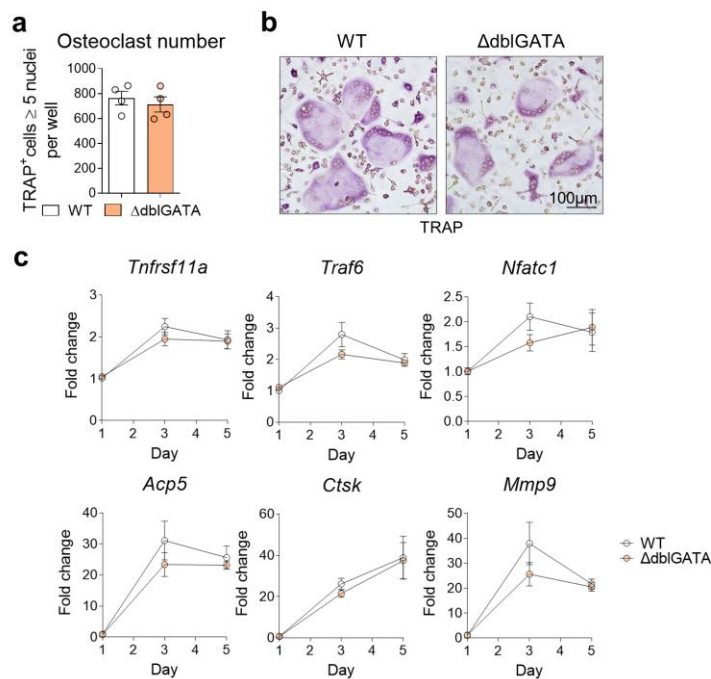

**Sup. Fig. 5: Unchanged in vitro differentiation of osteoclasts from eosinophil-deficient  $\Delta$ dblGATA mice.** **a, b** Quantification (a) and representative images (b) of TRAP-positive polynucleated ( $\geq 5$  nuclei) osteoclasts from  $\Delta$ dblGATA compared with wildtype (WT) mice at day 5 of differentiation (n=4). Scale bar, 100  $\mu$ m. **c** mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in cells from  $\Delta$ dblGATA compared with WT mice during the course of osteoclastogenesis at day 1, 3, and 5 (n=6). Data are shown as mean  $\pm$  SEM. Symbols represent individual mice. Source data are provided as a Source Data file.

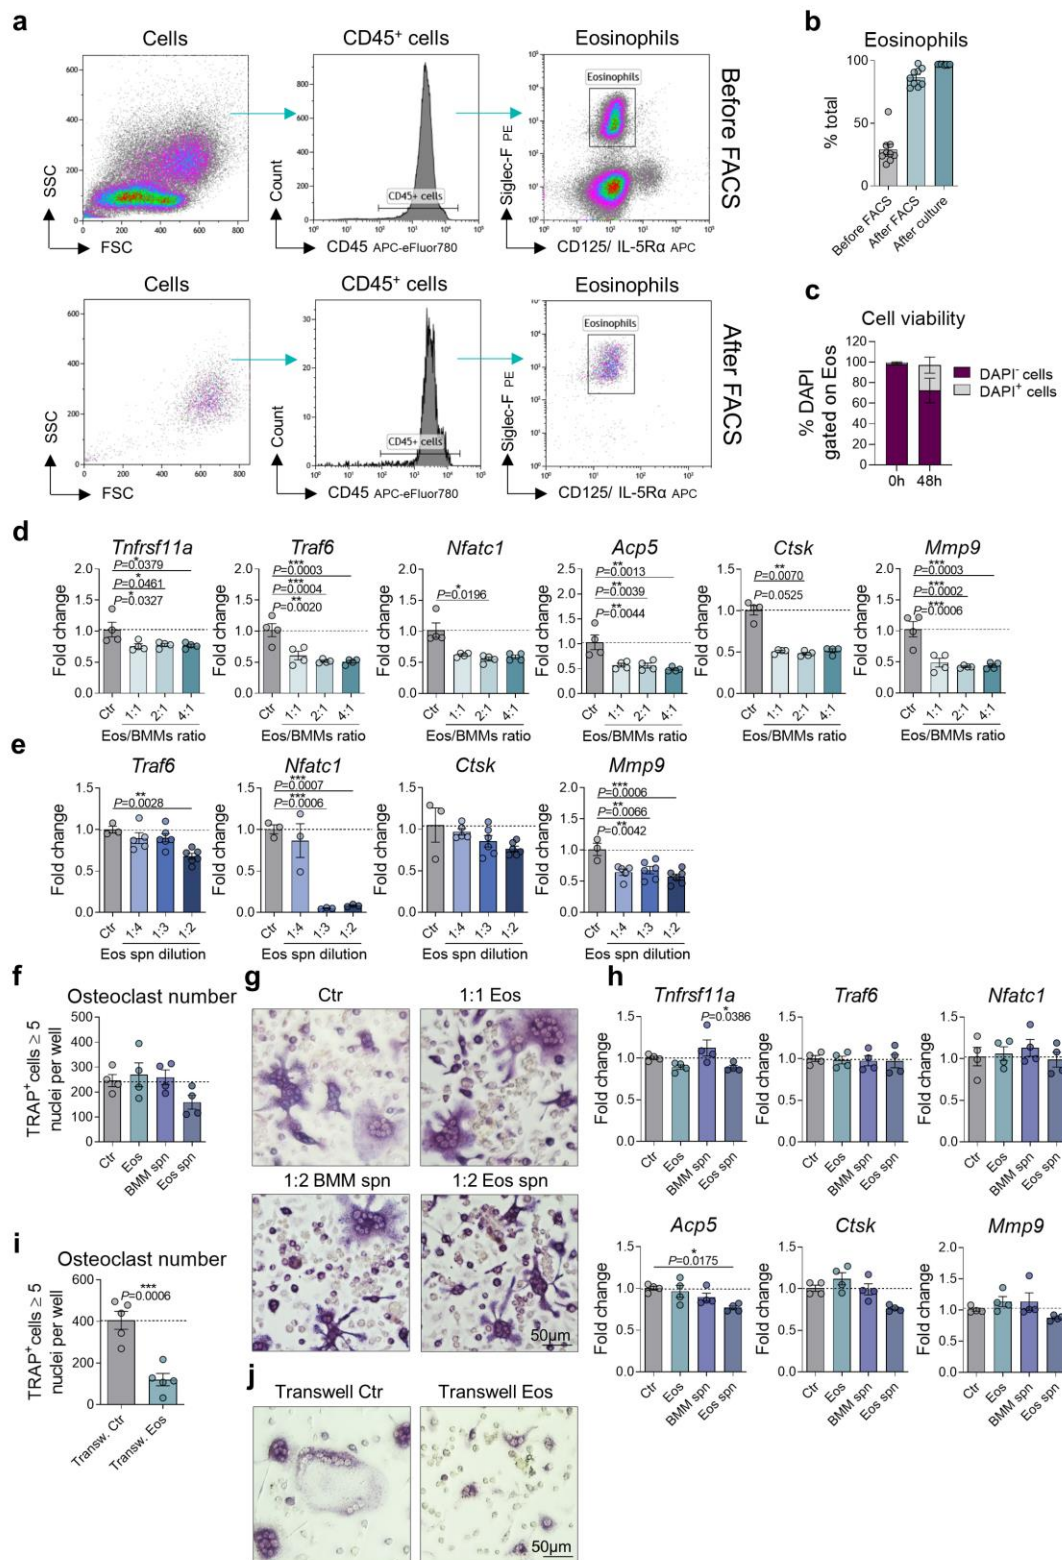

**Sup. Fig. 6: Eosinophil isolation and different conditions of osteoclast stimulation with eosinophils and eosinophil supernatant. a, b** Sorting strategy for eosinophils (Siglec-F<sup>+</sup>CD125<sup>int</sup>CD45<sup>+</sup> cells) from IL-5tg/ 4get mice (a) and purity (b) before fluorescence activated cell sorting (FACS), after FACS, and after additional culture for 48 hours (n=9, 9, 8). **c**) Flow cytometric analysis of eosinophil viability with DAPI comparing cells freshly after sorting with

eosinophils cultured for 48 hours (n=3, 3, 5, 5). **d)** mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in WT osteoclasts, co-cultured with different ratios of eosinophils (Eos) on day 0 for 48 hours compared with unstimulated control (n=4). **e)** mRNA expression of *Traf6*, *Nfatc1*, *Ctsk*, and *Mmp9* in WT osteoclasts, co-cultured with different amounts of eosinophil supernatant (Eos spn) on day 0 for 48 hours compared with unstimulated control (n=3, 5, 6, 6). **f, g)** Quantification (f) and representative images (g) of TRAP-positive polynucleated ( $\geq 5$  nuclei) WT osteoclasts following culture with eosinophils (1:1 Eos/BMMs ratio), BMM supernatant (1:2 dilution), and eosinophil supernatant (1:2 dilution) on day 2 for 48 hours compared with unstimulated control (n=4). Scale bar, 50  $\mu$ m. **h)** mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in WT osteoclasts following culture with eosinophils (1:1 Eos/BMMs ratio), BMM supernatant (1:2 dilution), and eosinophil supernatant (1:2 dilution) on day 2 for 48 hours compared with unstimulated control (n=4). **i, j)** Quantification (i) and representative images (j) of TRAP-positive polynucleated ( $\geq 5$  nuclei) WT osteoclasts following culture with eosinophils (1:1 Eos/BMMs ratio) separated by a membrane with a pore size of 1  $\mu$ m on day 0 for 48 hours compared with transwell control (n=5). Scale bar, 50  $\mu$ m. Data are shown as mean  $\pm$  SEM. Symbols represent individual mice. *P* values were determined by unpaired two-tailed t test (6i) for single comparisons and Kruskal-Wallis Dunn's test (6d *Nfatc1*, *Ctsk*, 6h *Acp5*), one-way ANOVA Dunnett's test (6d *Tnfrsf11a*, *Traf6*, *Acp5*, *Mmp9*, 6e *Traf6*, *Nfatc1*, *Mmp9*) or one-way ANOVA Tukey's test (6h *Tnfrsf11a*) for multiple comparisons. Asterisks mark statistically significant difference (\**P*<0.05, \*\**P*<0.01 and \*\*\**P*<0.001). Source data are provided as a Source Data file.

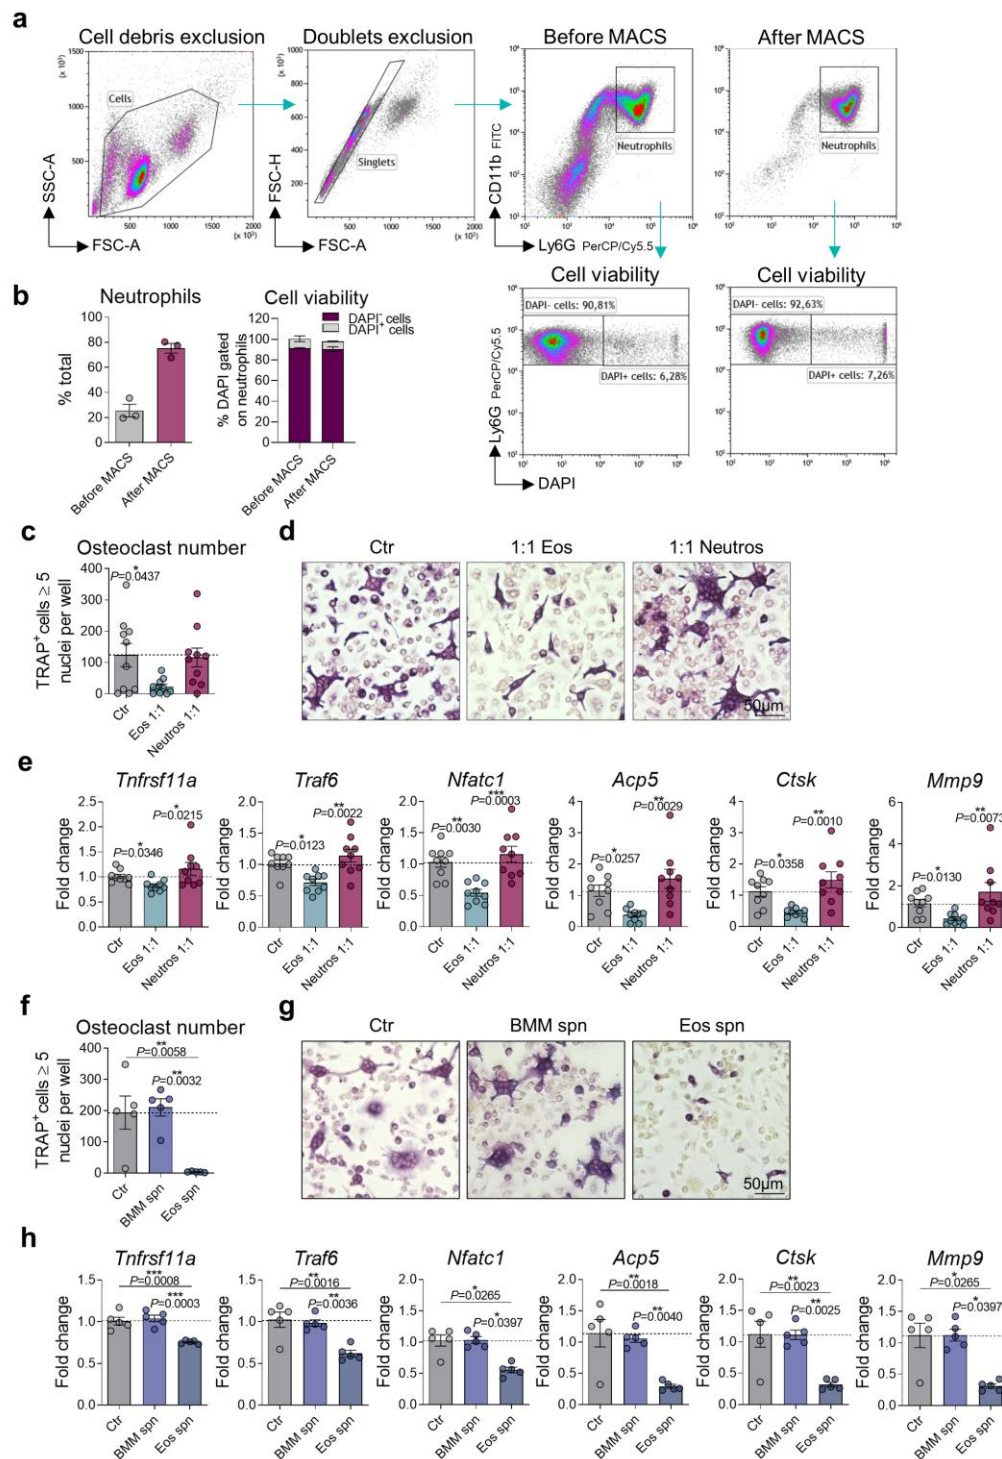

**Sup. Fig. 7: Control conditions for the stimulation of osteoclasts with eosinophils and eosinophil supernatant. a, b** Gating strategy (a), purity, and viability analysis with DAPI (b) of neutrophils (Ly6G<sup>high</sup>CD11b<sup>+</sup>CD45<sup>+</sup> cells) before and after negative selection by magnetic cell separation (MACS) (n=3). **c, d** Quantification (c) and representative images (d) of TRAP-positive polynucleated (≥5 nuclei) WT osteoclasts following culture with eosinophils (1:1 Eos/BMMs ratio) or neutrophils (1:1 Neutros/BMMs ratio) on day 0 for 48 hours compared with unstimulated control (n=10). Scale bar, 50 μm. **e** mRNA expression of *Tnfrsf11a*, *Traf6*,

*Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in WT osteoclasts following culture with eosinophils (1:1 Eos/BMMs ratio) or neutrophils (1:1 Neutros/BMMs ratio) on day 0 for 48 hours compared with unstimulated control (n=9). **f, g**) Quantification (f) and representative images (g) of TRAP-positive polynucleated ( $\geq 5$  nuclei) WT osteoclasts following culture with eosinophil supernatant (1:2 dilution) on day 0 for 48 hours compared with supernatant from BMMs (BMM spn, 1:2 dilution) and unstimulated control (n=5). Scale bar, 50  $\mu$ m. **h**) mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in WT osteoclasts following culture with eosinophil supernatant (1:2 dilution) on day 0 for 48 hours compared with supernatant from BMMs (BMM spn, 1:2 dilution) and unstimulated control (n=5). Data are shown as mean  $\pm$  SEM. Symbols represent individual mice. *P* values were determined by Kruskal-Wallis Dunn's test (7e *Tnfrsf11a*, *Traf6*, *Acp5*, *Mmp9*, 7h *Nfatc1*, *Mmp9*) or one-way ANOVA Tukey's test (7c, 7e *Nfatc1*, *Ctsk*, 7f, 7h *Tnfrsf11a*, *Traf6*, *Acp5*, *Ctsk*) for multiple comparisons. Asterisks mark statistically significant difference (\* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ ). Source data are provided as a Source Data file.

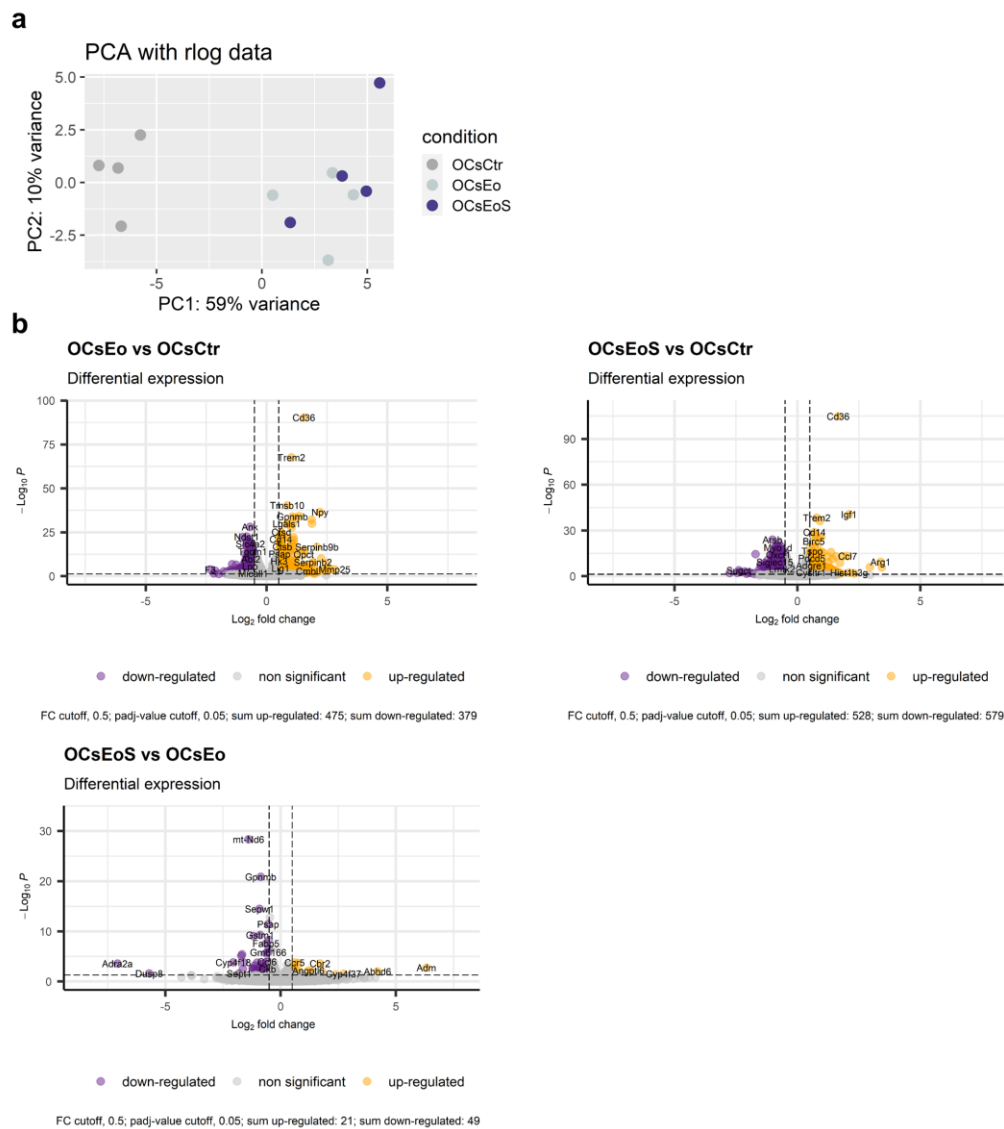

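For Sup. Fig. 8, the paper excluded the eosinophil-associated genes, in the passage that names the 7 eosinophil-related genes of Fig. 3h. These 7 genes were therefore left out of the counts and the fit was repeated. In OCsEo against OCsCtr, 444 genes were then upregulated and 357 downregulated, in OCsEoS against OCsCtr 495 and 562, and 9 genes were higher and 39 lower in OCsEoS than in OCsEo. All but 1 of the genes called in these fits were also called with every gene included. With the 17 genes of the longer eosinophil list left out, the numbers were 443 and 357, 495 and 561, and 9 and 38.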

**Sup. Figure 8: Bulk RNA-sequencing analysis after exclusion of eosinophil-associated genes.** Bulk RNA-seq. analysis on WT osteoclasts stimulated with eosinophils (2:1 Eos/BMMs ratio; OCsEo) or eosinophil supernatant (1:2 dilution; OCsEoS) for 48 hours as compared with the unstimulated control (OCsCtr) group (n=4). **a**) Principal component analysis (PCA) was used to visualize the distinct patterns among individual samples of the three groups, when eosinophil-associated genes were excluded. **b**) Volcano plots were generated to show the differentially expressed genes (DEGs) between the groups OCsEo vs. OCsCtr, OCsEoS vs. OCsCtr, and OCsEoS vs. OCsEo, with the exclusion of eosinophil-associated genes. Genes with a log2 fold change greater than 0.5 and an adjusted P value (Padj) less than 0.05 were considered differentially expressed.

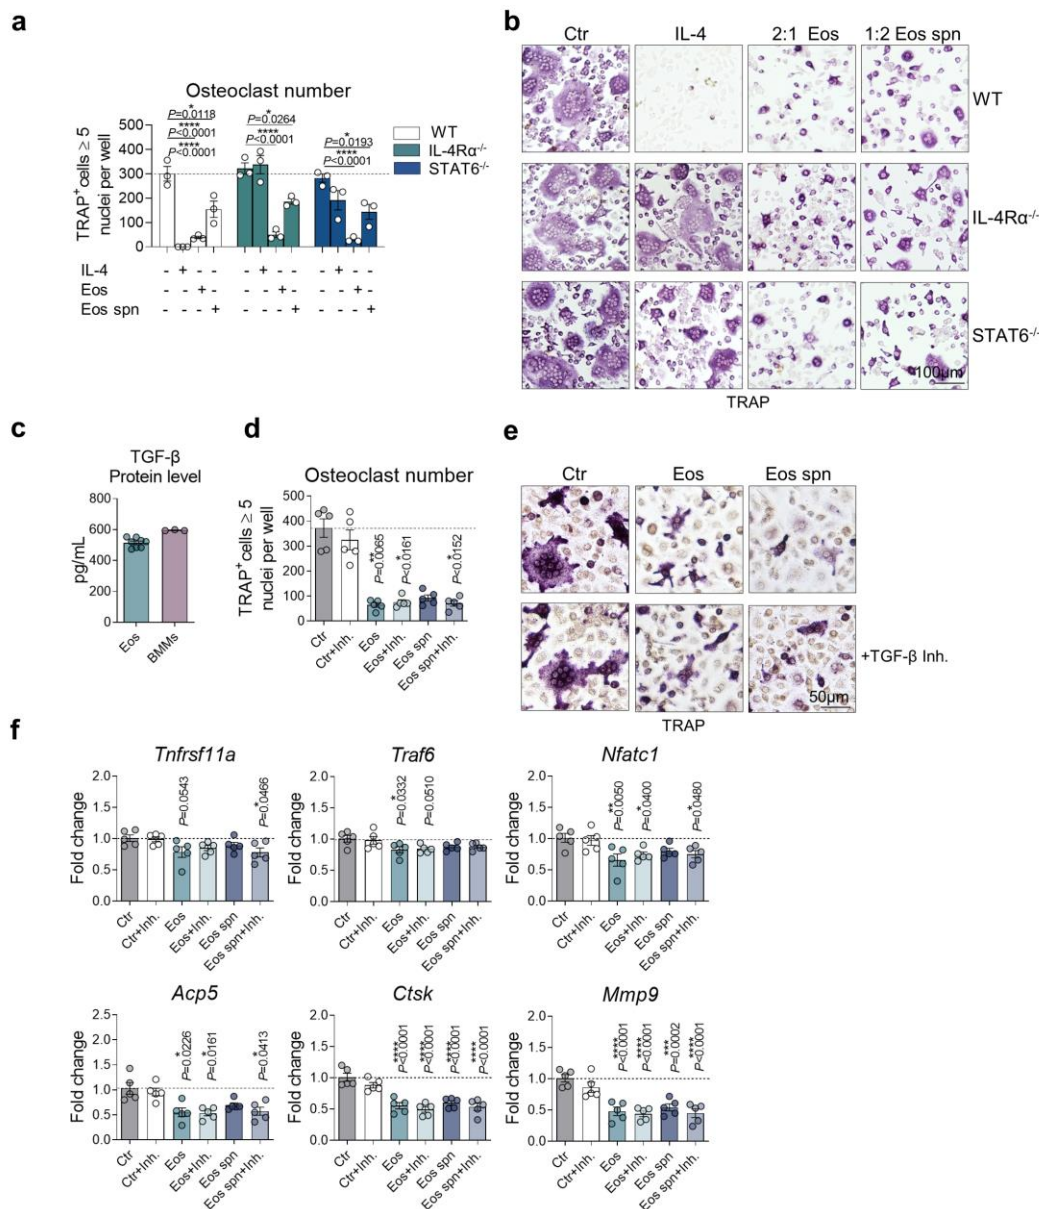

**Sup. Figure 9: Osteoclast inhibition by eosinophils is IL-4/ IL-13 and TGF-β independent.**

**a, b** Quantification (a) and representative images (b) of TRAP-positive polynucleated (≥5 nuclei) wildtype (WT), IL-4Rα<sup>-/-</sup>, and STAT6<sup>-/-</sup> osteoclasts co-cultured with 10 ng/mL recombinant IL-4, eosinophils (2:1 Eos/BMMs ratio), and eosinophil supernatant (1:2 dilution) on day 0 of culture for 48 hours compared with unstimulated control (n=3). Scale bar, 100 μm.

**c** Protein level of TGF-β in the supernatant of eosinophils and BMMs after culture for 48 hours (n=8, 3).

**d, e** Quantification (d) and representative images (e) of TRAP-positive polynucleated (≥5 nuclei) WT osteoclasts following culture with eosinophils (1:1 Eos/BMMs ratio) and eosinophil supernatant (1:2 dilution) on day 0 for 48 hours compared with unstimulated control without or with 0.1 μM TGF-β receptor inhibitor Galunisertib (n=5). Scale bar, 50 μm.

**f** mRNA expression of *Tnfrsf11a*, *Traf6*, *Nfatc1*, *Acp5*, *Ctsk*, and *Mmp9* in WT osteoclasts following culture with eosinophils (1:1 Eos/BMMs ratio) and eosinophil supernatant (1:2 dilution) on day 0 for 48 hours compared with unstimulated control without or with 0.1 μM TGF-β receptor inhibitor Galunisertib (n=5). Scale bar, 50 μm.

0 for 48 hours compared with unstimulated control without or with 0.1  $\mu$ M TGF- $\beta$  receptor inhibitor Galunisertib (n=5). Data are shown as mean  $\pm$  SEM. Symbols represent individual mice. *P* values were determined by Kruskal-Wallis Dunn's test (9d, 9f Acp5), one-way ANOVA Dunnett's test (9f Tnfrsf11a, Traf6, Nfatc1, Ctsk, Mmp9) or two-way ANOVA Tukey's test (9a) for multiple comparisons. Asterisks mark statistically significant difference (\**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001 and \*\*\*\* *P*<0.0001). Source data are provided as a Source Data file.

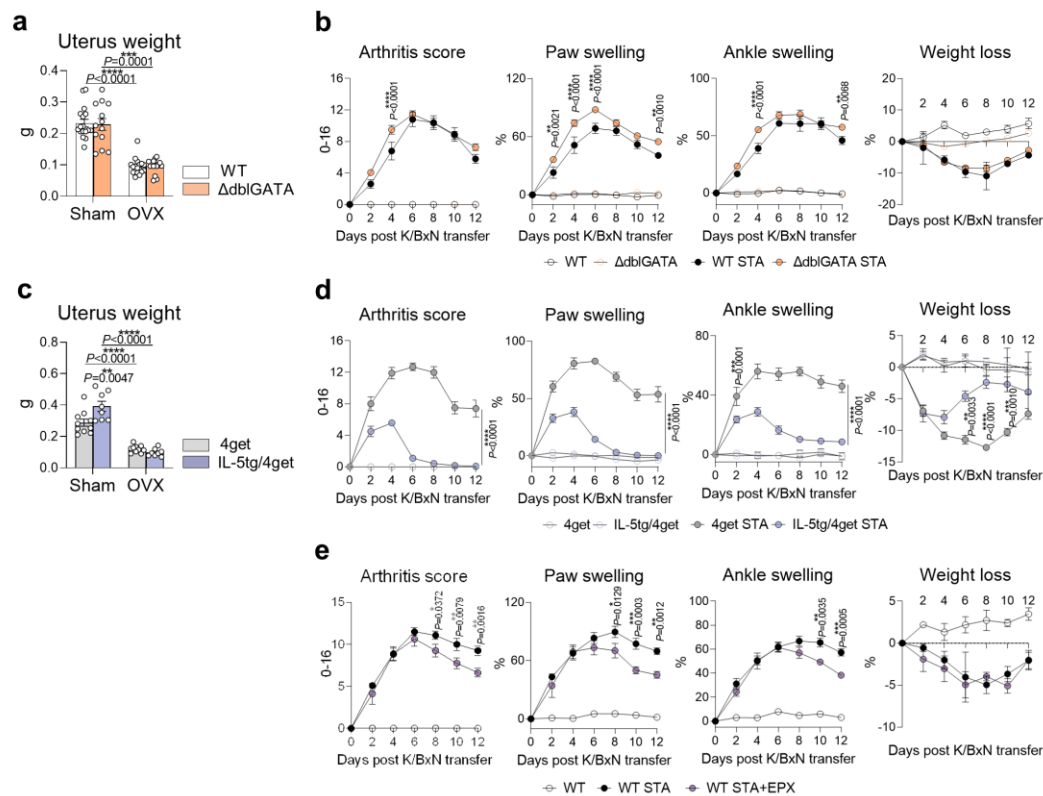

**Sup. Fig. 10: Measurement of ovariectomy and arthritis-mediated disease parameters in  $\Delta$ dblGATA mice, IL-5tg/ 4get mice, and BALB/c WT mice treated with EPX.** **a)** Uteri weight of wildtype (WT) and  $\Delta$ dblGATA mice 6 weeks after sham surgery vs. ovariectomy (OVX) ( $n=17, 13, 17, 15$ ). **b)** Arthritis score, proportional paw swelling, ankle swelling, and weight loss of WT and  $\Delta$ dblGATA mice during the course of serum transfer arthritis (STA) ( $n=5, 9, 5, 9$ ). **c)** Uteri weight of 4get and IL-5tg/ 4get mice 6 weeks after sham surgery vs. OVX ( $n=10, 8, 10, 8$ ). **d)** Arthritis score, proportional paw swelling, ankle swelling, and weight loss of 4get and IL-5tg/ 4get mice during the course of STA ( $n=5, 6, 5, 6$ ). **e)** Arthritis score, proportional paw swelling, ankle swelling, and weight loss of WT, STA, and STA+EPX mice during the course of STA ( $n=5, 6, 4$ ). Data are shown as mean  $\pm$  SEM. Symbols represent individual mice.  $P$  values were determined by Kruskal-Wallis Dunn's test (10a) or two-way ANOVA Tukey's test (10b, 10c, 10d, 10e) for multiple comparisons. Asterisks mark statistically significant difference (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  and \*\*\*\*  $P < 0.0001$ ). Source data are provided as a Source Data file.

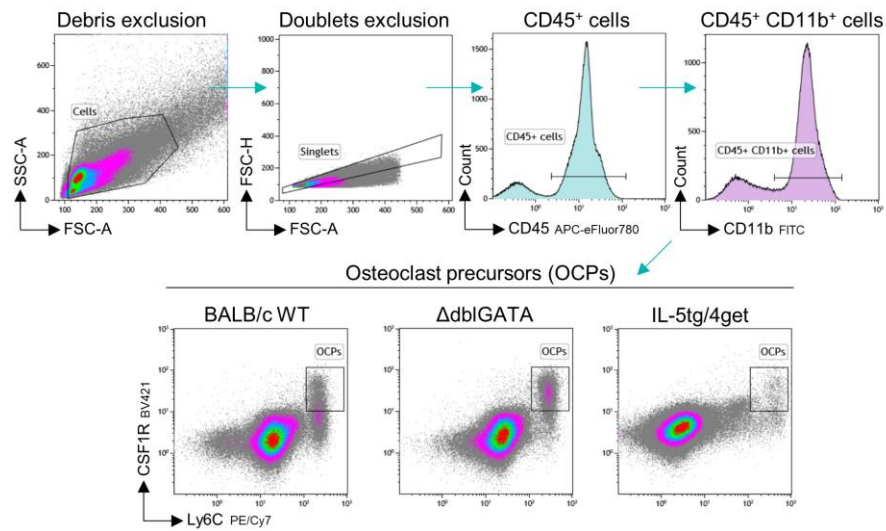

**Sup. Fig. 11: Gating strategy of osteoclast precursors in the bone marrow.** Gating strategy of osteoclast precursors (OCPs/ CSF1R<sup>+</sup>Ly6C<sup>high</sup>CD11b<sup>+</sup>CD45<sup>+</sup> cells) in the bone marrow (BM) of wildtype (WT), eosinophil-deficient  $\Delta$ dblGATA, and hyper-eosinophilic IL-5tg/ 4get mice.

# Supplementary material for: Eosinophils preserve bone homeostasis by inhibiting excessive osteoclast formation and activity via eosinophil peroxidase
**Source:** Nat Commun. 2024 Feb 5;15:1067. doi: 10.1038/s41467-024-45261-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Human and mouse data were collected as described below.

Data analysis

Bulk RNA-seq. was carried out by Novogene (UK). As described by novogene: A total amount of 1  $\mu$ g RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® UI-traTM RNA Library Prep Kit for Illumina® (NEB, Cat# E7770) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated. Clean reads were obtained by removing reads containing adapter, reads containing poly-N, and low-quality reads from raw data. All the downstream analyses were based on the clean data with high quality. The filtered reads were aligned to the reference genome (mm10) with Hisat2 v2.0.5. Feature Counts v1.5.0-p3 was used to count the reads numbers mapped to each gene.

Following key packages were used for further analysis with these read counts:

BiocManager <https://bioconductor.github.io/BiocManager/> 1.30.22

DESeq2 <https://bioconductor.org/packages/DESeq2/> 1.34.0

EnhancedVolcano <https://bioconductor.org/packages/EnhancedVolcano/> 1.12.0

glmpca <https://cran.r-project.org/web/packages/glmpca/index.html> 0.2.0

genefilter <https://bioconductor.org/packages/genefilter> 1.76.0

pheatmap <https://cran.r-project.org/web/packages/pheatmap/index.html> 1.0.12

All statistical analyses of human and mouse experiments were performed using Graph-Pad Prism-Software 9.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bulk RNA-sequencing data generated in this study were aligned to the reference genome GRCm38/mm10 [ [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/)] and have been deposited in the Gene Expression Omnibus (GEO) database under accession code "GSE203541 [ <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203541> ]". Source data are provided with this paper containing all raw data.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Rheumatoid arthritis (RA) primarily impacts females, with a female-to-male ratio of 3:1. As a result, the patient group comprises a higher proportion of women compared to men.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on race, ethnicity, or other socially relevant groupings | No social categorization was established.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Population characteristics                                         | Demographic characteristics (age, sex and body mass index), disease-specific characteristics (disease duration and DAS 28 score), bone parameters (trabecular and cortical bone volume), and eosinophil parameters (eosinophil counts and ECP levels) of the healthy controls and RA patients are listed in table 1.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Recruitment                                                        | Patients and healthy donors were enrolled by the Department of Internal Medicine 3 – Rheumatology and Immunology, Friedrich-Alexander-University (FAU) Erlangen-Nürnberg and Universitätsklinikum Erlangen, Erlangen, Germany. In order to ensure a uniform participant cohort and minimize the impact of treatment variables, we selected RA patients that received methotrexate monotherapy (early RA), with no treatment with other conventional synthetic, targeted synthetic, or biologic disease-modifying anti-rheumatic drugs (DMARDs). Furthermore, patients receiving additional glucocorticoid treatment were separately analyzed from RA patients receiving no glucocorticoid treatment. Healthy controls were sex and age matched. For the blood donation, participants received financial compensation. |
| Ethics oversight                                                   | Healthy controls and RA patients provided written informed consent to participate in the present study. All analyses were approved by the institutional review board (IRB) of the University Clinic Erlangen and were in accordance with the Declaration of Helsinki–Ethical Principles for Medical Research Involving Human Subjects.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size used in the experiments followed the common practice of the field (Adam, S. et al. JAK inhibition increases bone mass in steady-state conditions and ameliorates pathological bone loss by stimulating osteoblast function. Sci Transl Med 12 (2020)) and was verified by G*Power (version 3.1.9.7). |
| Data exclusions | In all experiments all measured values that met Quality Control criteria (e.g. correct genotype, induced disease model, effective staining, gene expression) were included and statistically analysed. This exclusion criteria was predetermined.                                                                    |
| Replication     | All experimental findings were reliably reproduced at least 3 times and mostly pooled. In some instances, representative experiments were displayed.                                                                                                                                                                 |
| Randomization   | Mice were randomly assigned to experimental groups, which were distributed among cages to compensate for covariates.                                                                                                                                                                                                 |
| Blinding        | Investigation of all murine and human samples was performed in a blinded manner.                                                                                                                                                                                                                                     |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

1. Primary antibodies for IF staining for the following antigen (clone), from the stated source with appropriate Cat#:

Anti-Epx antibody (clone AHE-1); Abcam; Cat#ab190715  
 Anti-Epx antibody (polyclonal); Abcam; Cat#ab65319  
 Anti-CD68 antibody (clone FA-11); GeneTex; Cat#GTX43914  
 Alexa Fluor® 647 Rat Anti-Mouse Siglec-F (clone E50-2440); BD Pharmingen; Cat#562680  
 Alexa Fluor® 647 anti-mouse/rat CD61 Antibody (clone 2C9.G2); BioLegend; Cat#104314

2. Secondary antibodies for IF staining from the following host, for the following antigen (attached fluorophore), from the stated source with appropriate Cat#:

Goat anti-mouse IgG H&L (Alexa Fluor®555); Abcam; Cat#ab150114  
 Alexa Fluor®488 Streptavidin; BioLegend; Cat# 405235  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody (Alexa Fluor™ 488); Invitrogen; Cat#A-11008

3. Flow cytometry antibodies against the following antigen (clone) with the following fluorophore and from the stated source with appropriate Cat#:

anti-CD45 APC-eFluor™ 780 (clone 30-F11); eBioscience; Cat#47-0451-82  
 anti-CD45 PerCP/ Cyanine 5.5 (clone 30-F11); BioLegend; Cat#103132  
 anti-CD11b FITC (clone M1/70); BD Pharmingen; Cat#557396  
 anti-CD11b PerCP (clone M1/70); BioLegend; Cat#101230  
 anti-CD11b Brilliant Violet 605™ (M1/70); BioLegend; Cat#101257  
 anti-Ly6G PerCP/ Cyanine 5.5 (clone 1A8); BioLegend; Cat#127616  
 anti-Ly6C PE/ Cyanine 7 (clone HK1.4); BioLegend; Cat#128018  
 anti-CD115 (CSF-1R) Brilliant Violet 421™ (clone AFS98); BioLegend; Cat#135513  
 anti-Siglec-F PE (clone E50-2440); BD Pharmingen; Cat#562068  
 anti-CD117 (c-Kit) Pacific Blue™ (clone 2B8); BioLegend; Cat#105820  
 anti-CD117 (c-Kit) Brilliant Violet 605™ (clone 2B8); BioLegend; Cat#105847  
 anti-CD49b PE/ Cyanine 7 (clone DX5); BioLegend; Cat#108922  
 anti-FcεR1α PE/ Cyanine 7 (clone MAR-1); BioLegend; Cat#134318  
 anti-CD200R3 PE (clone Ba13); BioLegend; Cat#142206  
 anti-CD3ε PE/ Cyanine5 (clone 145-2C11); BioLegend; Cat#100310  
 anti-CD3ε APC (clone 145-2C11); BioLegend; Cat#100312  
 anti-CD19 APC (clone 1D3); BD Pharmingen; Cat#550992  
 anti-CD335 (Nkp46) APC (clone 29A1.4); BioLegend; Cat#137608  
 anti-CD31 Alexa Fluor® 647 (clone MEC13.3); BioLegend; Cat#102516  
 anti-CD61 PE (clone 2C9.G2); BioLegend; Cat#104308  
 anti-CD41 Pacific Blue™ (clone MWReg30); BioLegend; Cat#133932  
 anti-Ly-6A/E (Sca-1) PE/ Cyanine 7 (clone E13-161.7); BioLegend; Cat#122514  
 anti-CD16/CD32 APC (clone 93); eBioscience; Cat#17-0161-82  
 anti-CD34 FITC (clone RAM34); BD Pharmingen; Cat#560238  
 anti-CD45R/B220 PerCP (clone RA3-6B2); BD Pharmingen; Cat#553093  
 anti-CD45R/B220 Brilliant Violet 510™ (clone RA3-6B2); BioLegend; Cat#103247  
 anti-TER-119 APC-eFluor™ 780 (clone TER-119); eBioscience; Cat#47-5921-82  
 anti-CD71 FITC (clone RI7217); BioLegend; Cat#113806  
 anti-CD5 PerCP (clone 53-7.3); BD Pharmingen; Cat#553025  
 anti-CD125 (IL-5Rα) APC (clone REA343); Miltenyi Biotec; Cat#130-118-561

### Validation

The antibodies selected for use are exclusively well-established and validated clones, with validation conducted by the

manufacturers. To guarantee the delivery of high-quality products, the antibodies are validated by the manufacturers through various processes. This includes testing on knockout (KO) or knockdown (KD) cell lysates, utilizing CRISPR/Cas9 or siRNA, along with negative control cell lines to confirm antibody specificity. The evaluation extends to multiple species (e.g. human, mouse, rat) when applicable, ensuring a comprehensive assessment of antibody cross-reactivity. Furthermore, side-by-side comparative testing is conducted with competitor antibodies to verify sensitivity. Internal controls are employed for the same purpose across different lots, ensuring a consistent performance from lot to lot. Clones initially designed for a specific application, such as WB or ChIP, undergo additional validation in multiple applications like microscopy and flow cytometry. This approach provides users with the flexibility to supplement their research with additional assays. Additionally, manufacturers optimize the suggested use of the antibody by providing a titration range, enhancing the adaptability and effectiveness of the product in various experimental settings.

For detailed information, please refer to the respective product page for each antibody, corresponding to the provided catalog number.

1. Primary antibodies for IF staining (antigen, clone, source, Cat#) were used in the following dilutions:

Anti-Epx antibody (clone AHE-1); Abcam; Cat#ab190715; 1:200; validated by the manufacturer for IF staining of human tissue; titrated inhouse to define the optimal dilution (1:50; 1:100; 1:200; 1:500; 1:800)

Anti-Epx antibody (polyclonal); Abcam; Cat#ab65319; 1:100; validated inhouse for reactivity against mouse and optimal dilution (1:50; 1:100; 1:200; 1:500; 1:800), the assessment involved comparing IF staining in wild-type bone marrow with that of eosinophil knockout mice

Anti-CD68 antibody (clone FA-11); GeneTex; Cat#GTX43914; 1:100; validated by the manufacturer for IF staining of human tissue; titrated inhouse to define the optimal dilution (1:50; 1:100; 1:200; 1:500; 1:800)

Alexa Fluor® 647 Rat Anti-Mouse Siglec-F (clone E50-2440); BD Pharmingen; Cat#562680; 5 µg/ mouse; antibody amount was tested in a range from 1 µg - 10 µg/ mouse according to utilization in previous publication DOI: 10.1681/ASN.2016020232

Alexa Fluor® 647 anti-mouse/rat CD61 Antibody (clone 2C9.G2); BioLegend; Cat#104314; 1:100; validated by the manufacturer for IF staining in mouse and rat; titrated inhouse to define the optimal dilution (1:50; 1:100; 1:200; 1:500; 1:800)

2. Secondary antibodies for IF staining (host, antigen, fluorophore, source, Cat#) were used in the following dilutions:

All secondary antibodies were tested in different dilutions for optimal staining (1:50; 1:100; 1:200; 1:500; 1:800)

Goat anti-mouse IgG H&L (Alexa Fluor®555); Abcam; Cat#ab150114; 1:200

Alexa Fluor®488 Streptavidin; Biolegend; Cat# 405235; 1:50

Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody (Alexa Fluor™ 488); Invitrogen; Cat#A-11008; 1:50

3. Flow cytometry antibodies (antigen, fluorophore, clone, source, Cat#) were used in the following dilutions:

All FC antibodies were validated by the manufacturers for IF staining of mouse tissue/cells. FC antibodies were titrated inhouse for optimal performance (1:50; 1:100; 1:200; 1:400; 1:800; 1:1000; 1:2000).

anti-CD45 APC-eFluor™ 780 (clone 30-F11); eBioscience; Cat#47-0451-82; 1:800

anti-CD45 PerCP/ Cyanine 5.5 (clone 30-F11); BioLegend; Cat#103132; 1:400

anti-CD11b FITC (clone M1/70); BD Pharmingen; Cat#557396; 1:400

anti-CD11b PerCP (clone M1/70); BioLegend; Cat#101230; 1:400

anti-CD11b Brilliant Violet 605™ (M1/70); BioLegend; Cat#101257; 1:400

anti-Ly6G PerCP/ Cyanine 5.5 (clone 1A8); BioLegend; Cat#127616; 1:800

anti-Ly6C PE/ Cyanine 7 (clone HK1.4); BioLegend; Cat#128018; 1:1000

anti-CD115 (CSF-1R) Brilliant Violet 421™ (clone AFS98); BioLegend; Cat#135513; 1:800

anti-Siglec-F PE (clone E50-2440); BD Pharmingen; Cat#562068; 1:400

anti-CD117 (c-Kit) Pacific Blue™ (clone 2B8); BioLegend; Cat#105820; 1:400

anti-CD117 (c-Kit) Brilliant Violet 605™ (clone 2B8); BioLegend; Cat#105847; 1:800

anti-CD49b PE/ Cyanine 7 (clone DX5); BioLegend; Cat#108922; 1:400

anti-FcεRIα PE/ Cyanine 7 (clone MAR-1); BioLegend; Cat#134318; 1:100

anti-CD200R3 PE (clone Ba13); BioLegend; Cat#142206; 1:400

anti-CD3ε PE/ Cyanine5 (clone 145-2C11); BioLegend; Cat#100310; 1:400

anti-CD3ε APC (clone 145-2C11); BioLegend; Cat#100312; 1:400

anti-CD19 APC (clone 1D3); BD Pharmingen; Cat#550992; 1:400

anti-CD335 (Nkp46) APC (clone 29A1.4); BioLegend; Cat#137608; 1:400

anti-CD31 Alexa Fluor® 647 (clone MEC13.3); BioLegend; Cat#102516; 1:400

anti-CD61 PE (clone 2C9.G2); BioLegend; Cat#104308; 1:400

anti-CD41 Pacific Blue™ (clone MWRReg30); BioLegend; Cat#133932; 1:400

anti-Ly-6A/E (Sca-1) PE/ Cyanine 7 (clone E13-161.7); BioLegend; Cat#122514; 1:400

anti-CD16/CD32 APC (clone 93); eBioscience; Cat#17-0161-82; 1:400

anti-CD34 FITC (clone RAM34); BD Pharmingen; Cat#560238; 1:400

anti-CD45R/B220 PerCP (clone RA3-6B2); BD Pharmingen; Cat#553093; 1:400

anti-CD45R/B220 Brilliant Violet 510™ (clone RA3-6B2); BioLegend; Cat#103247; 1:400

anti-TER-119 APC-eFluor™ 780 (clone TER-119); eBioscience; Cat#47-5921-82; 1:400

anti-CD71 FITC (clone RI7217); BioLegend; Cat#113806; 1:400

anti-CD5 PerCP(clone 53-7.3); BD Pharmingen; Cat#553025; 1:200

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wildtype BALB/cJrj were purchased from Janvier Labs. $\Delta$ dblGATA, IL-5tg/ 4get, IL-4R $\alpha$ knockout, and STAT6 knockout mice were on BALB/c background. Cx3cr1creR26-tdTomato mice were on BL/6 background. Steady-state bone phenotype was determined at an age of 10-12 weeks including male and female mice as the BV/TV in the proximal tibia is comparable in male and female BALB/c mice in the young adult phase (2-6 month). All mice were housed in a specific pathogen-free (SPF) facility with a temperature between 22°C and 23°C, humidity of 50%–60%, and a regulated 12-hour light/dark cycle with free access to normal diet food (ssniff, V1534-000) and water. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | Age-matched female and male mice were used for steady state bone analysis as the BV/TV in the proximal tibia is comparable in male and female BALB/c mice in the young adult phase (2-6 month).<br>Age-matched female and male mice were also used for STA analyses, because female and male K/BxN mice display similar severity of erosive arthritis.<br>For the sham and OVX experiments, female mice were used.                                                                                                                                                                                                                                                                        |
| Field-collected samples | Study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All experiments were performed according to the rules and regulations of the animal facility FPZ (Franz-Penzoldt-Zentrum, Erlangen). Animal studies were approved by the ethics committees of the government of Unterfranken (Regierung von Unterfranken, Germany).                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For cell isolation from the bone marrow (BM), the left femur was flushed 3x with 1x PBS. Then, the BM cells were lysed with 3 mL RCL buffer and put through 70 $\mu$ m cell strainers. Blood was lysed twice with 5 mL RCL buffer and put through 70 $\mu$ m cell strainer.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Instrument                | Flow cytometry was performed on the GalliosTM, Cytoflex S flow cytometer or MoFlo Astrios EQ (all from Beckman Counter).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Software                  | Flow cytometry data were analyzed by Kaluza 2.1 (Beckman Counter) or FlowJo (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Cell population abundance | Prior to the sorting process, the eosinophil population within IL-5tg/4get mice constitutes 30% of the total cell count. Subsequent to sorting, the eosinophil purity reaches a level of 90%.<br>Prior to the negative selection by MACS, the neutrophil population within BALB/c mice constitutes 26% of the total cell count. Subsequent to sorting, the neutrophil purity reaches a level of 75%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Gating strategy           | Gating strategy of eosinophils for FACS: Siglec-F+CD125intCD45+ cells<br>Gating strategy of eosinophils for FC: Siglec-F+CD11b+Ly6GintCD45+<br>Gating strategy of osteoclast precursors: CSF-1R+Ly6GhighCD11b+CD45+ cells<br>Gating strategy of neutrophils: CD11b+Ly6GhighCD45+<br>Gating strategy of mast cells: Fc $\epsilon$ R $\alpha$ +C-kit+CD11b-CD45+<br>Gating strategy of basophils: CD200R3+CD49b+C-kit-lymphocyte-CD11b+CD45+<br>Gating strategy of LSK: C-kit+Sca-1+lineage-<br>Gating strategy of multipotent progenitors: C-kit+Sca-1-lineage-<br>Gating strategy of common myeloid progenitors: CD16/CD32intCD34+C-kit+Sca-1-lineage-<br>Gating strategy of granulocyte-macrophage progenitors: CD16/CD32highCD34+C-kit+Sca-1-lineage-<br>Gating strategy of megakaryocyte-erythroid progenitors: CD16/CD32-CD34-C-kit+Sca-1-lineage-<br>Gating strategy of pro-erythroblasts: CD71+Ter-119int<br>Gating strategy of EryA erythroblasts: CD71+Ter119+FSChigh<br>Gating strategy of EryB erythroblasts: CD71+Ter119+FSClow<br>Gating strategy of EryC erythroblasts: CD71-Ter119+FSClow<br>Gating strategy of megakaryocytes: CD41+CD61+CD31+ |

Gating strategy of B-cells: CD19+CD45+  
Gating strategy of B1a cells: CD5+CD19+CD45+B220-  
Gating strategy of B1b cells: CD5-CD19+CD45+B220-

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

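Bulk RNA-seq. was analysed for 12 libraries, 4 biological replicates each of unstimulated osteoclasts (OCsCtr), osteoclasts stimulated with eosinophils (OCsEo) and osteoclasts stimulated with eosinophil supernatant (OCsEoS). The authors aligned the cleaned reads with Hisat2 to GRCm38/mm10 and obtained the counts per gene with featureCounts, and the counts were used as deposited, raw and without normalization or filtering. The table holds whole numbers for 47643 genes, of which 27440 have 0 counts in every library, and 47224 of its gene identifiers (99.1%) are in the GENCODE vM21 annotation of GRCm38, from which coordinates and overlapping genes were taken. The symbols carried by more than 1 gene, 118 in number, were told apart by their identifiers. Total counts per library ranged from 27837530 to 40327869, so that 3 counts, the floor used for genes without signal, corresponded to 0.0744 to 0.108 CPM.

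Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with edgeR's filterByExpr (minimum count 10), which left 13681 genes, libraries were scaled by TMM (factors 0.968 to 1.03), and 1 fit of all 12 libraries with 3 groups was compared between groups with edgeR's quasi-likelihood F-test. Each adjusted p of a gene is the Benjamini-Hochberg adjusted p of this edgeR test over all genes tested, which moderates the spread of each gene across genes, and standard errors are those of the fitted log2 fold changes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The low-count eosinophil genes were also compared by exact permutation tests of the mean CPM over all 35 splits, adjusted over 42 tests. The PCA used rlog values of the 500 most variable genes, and PERMANOVA compared groups on the same values by an exact permutation test over the 35 splits of 8 libraries. Gene lists were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), a moderated test whose p-values were adjusted over 16 lists in each comparison, with fry and camera with estimated correlation as alternatives. To test scaling, the median of a list less that of all other tested genes was taken in each library from log2 CPM (prior count 2) centred for each gene, and compared between groups by an exact permutation test over the splits of 8 libraries. A first form without centring was replaced after its values were seen, because a median of expression levels follows the gene in the middle of a list, and both forms are given. The correlation of changes between the comparisons was set beside 50 simulations of unchanged groups, because both comparisons share the OCsCtr libraries. The comparison of single libraries with the others of their group, and the markers above both other groups, used TMM factors computed over all genes of the table, so that their CPM differ slightly from those in the passages.

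The genes named were set by a rule written before the data were examined. It covers the genes in the paper's RNA-seq. sentences, the heat maps of Fig. 3g and Fig. 3h, the labels of the volcano plots in Fig. 3f and Sup. Fig. 8b, the 6 genes of the qPCR panel and Epx, the members of fixed lists, and for each comparison the 5 largest rises and 5 largest falls among genes called with a mean log2 CPM of at least 1 and separated groups. The fixed lists were oxidative phosphorylation (mitochondrial and nuclear genes), vacuolar ATPase, RANK and osteoclast genes, phagocytosis receptors, NADPH oxidase, antioxidant genes, IL-4 response, cell cycle, interferon response, cholesterol synthesis, and markers of eosinophils, neutrophils, T cells, basophils or mast cells, and B cells.

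The alternatives set before the data were examined were DESeq2 on all 12 libraries and on 2 groups, DESeq2's size factors, upper-quartile scaling, no filter on low counts, at least 10 counts in every library, edgeR on 2 groups, no threshold on the fold change, a threshold of 1, a test against a log2 fold change of 0.5, a replicate block, mitochondrial genes left out, eosinophil-related genes left out, counts thinned to the smallest library, and each library left out in turn. For the PCA, a variance-stabilizing transformation, log2 CPM and all genes were tried, and for the shared changes, separate controls. Fits with the gene length trend or the GC content trend of each library taken out were added after the data were seen. The methods were tested on simulated data, in which edgeR recovered 186 of 200 changed genes with 5 false calls and DESeq2 recovered 190 with 13 false calls. In this test, PERMANOVA on log2 CPM did not separate groups with changed genes (exact permutation test, p = 0.2), so a high p from log2 CPM says little. The simulated test of PERMANOVA was first written for log2 CPM and was moved to rlog values, the scale planned for the PCA, after this outcome was seen. Histology, flow cytometry, qPCR and the other experiments of the paper were not analysed here.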

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

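The tests on scaling, on the gene length trend and on carried-over dividing cells for the cell cycle genes, and the test of chance over many comparisons, were chosen after the results were seen.

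A library stood apart from the other 3 of its group, by a gap whose share of the group's range passed Dixon's critical value for 4 values, in 14 of 155 groups of values, where chance alone gives 1 in 20, or 7.75. The gap was 0.930 of the range for the total counts of OCsEoS 1 (27837530 against 34072862 to 34540511). For CPM, it was 0.893 for Ocstamp in OCsEo 1 (318 against 372 to 379), 0.878 for Ctsk in OCsCtr 1, 0.872 for Mpo in OCsEo 3 (41.5 against 25.7 to 27.7), 0.850 for Retnlg in OCsCtr 3 (7.38 against 12.8 to 13.7), 0.985 for Tnfrsf11a in OCsCtr 2 (113 against 118 in the others), 0.860 for Cd93 in OCsEoS 1, 0.840 for Egln3 in OCsCtr 2, 0.884 for Egln3 in OCsEoS 4 (0.552 against 3.47 to 3.85), 0.927 for Arg1 in OCsEo 4 (2.21 against 0.628 to 0.744), 0.902 for Hmox1 in OCsEoS 1, 0.886 for Cbr2 in OCsEo 4, 0.867 for Serpinb2 in OCsEoS 2 and 0.838 for Nox1 in OCsEoS 4. The chance of as many in independent groups would be 0.0240, but the groups share libraries and genes that move together, so chance and single deviating libraries cannot be told apart. No library was left out for this. Without the library in question, Egln3 in OCsEoS was called (log2 fold change 1.65 without OCsEoS 4, and also with DESeq2 on 2 groups, 1.31, without a filter on low counts, 1.29, with at least 10 counts in every library, 1.31, and with thinned counts, 1.39), and calls were lost for Arg1 in OCsEo (0.93 without OCsEo 4), Ocstamp in OCsEo (-0.47 without OCsEo 1), Hmox1 in OCsEoS (0.48 without OCsEoS 1) and Mpo between OCsEoS and OCsEo (-0.60 without OCsEo 3). Retnlg in OCsEoS was called without OCsCtr 3 (-0.68). With counts thinned to the size of the smallest library, 93.3% of the genes called in OCsEo and 93.9% of those called in OCsEoS were called again, so the lower depth of OCsEoS 1 alone leaves most calls in place. No biological explanation was tested for single libraries.

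Cell cycle genes, on which the paper's RNA-seq. analysis does not report, were higher in both stimulated groups. Their median log2 fold change was 0.46 in OCsEo, with 30 of 30 genes higher (adjusted p = 1.68e-21 with camera), and 0.48 in OCsEoS, with 28 of 30 higher (adjusted p = 2.59e-15). Over the alternatives the adjusted p ranged from 5.63e-25 to 0.0751 and from 6.66e-18 to 0.173, the highest with the correlation estimated from the data, under which the list did not pass, while it passed under fry (2.98e-04 and 6.83e-04). Single genes called were 9 and 14, and 10 and 14 adjusted over the list alone. Scaling moves all genes of a library alike, but the list moved against all other tested genes of the same libraries, by 0.49 (standard error 0.05) in OCsEo and 0.46 (standard error 0.07) in OCsEoS (exact permutation test, p = 0.0286 and 0.0286), which argues against scaling as the cause, and without centring each gene by 0.50 and 0.56 (exact p = 0.0286 and 0.0286). With the gene length trend taken out, the medians were 0.46 and 0.47, which argues against that trend as the whole cause. Dividing cells carried over with the added eosinophils would not raise the list in OCsEoS, where no eosinophils were added and the median was 0.48. A candidate explanation is that more BMMs or precursors were still dividing in the stimulated cultures on day 3, a hypothesis found and tested on the same data. A change in the mix of cells may contribute as well, since the paper counted fewer multinucleated osteoclasts with eosinophils and with supernatant.

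Neutrophil markers, a cell type on which the paper's RNA-seq. analysis does not report, were higher in OCsEo than in OCsCtr, with a median log2 fold change of 0.41 and 11 of 12 genes higher (adjusted p = 9.11e-04 with camera, 0.0449 with fry, and from 8.45e-05 to 0.328 over the alternatives, the highest with the correlation estimated from the data). Of the 12 genes, all tested, 2 (Mpo and Retnlg) are in the eosinophil-related list of Fig. 3h, and 2 were called higher, as they were adjusted over the list alone. In OCsEoS against OCsCtr the median was -0.27 (adjusted p = 0.234), but without OCsCtr 3 the list passed (adjusted p = 0.0160, alternatives up to 0.617). Between OCsEoS and OCsEo the median of the 10 markers other than Mpo and Retnlg was -0.51. Neutrophils or their precursors sorted along with eosinophils, or persisting from bone marrow in differing numbers, may have contributed RNA. Counts of Mpo were already 568 to 927 in OCsCtr, to which no eosinophils were added, so part of this RNA came with the BMM cultures. A response of the cultured cells themselves was not tested.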

How the results depend on the processing

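The fits with the gene length trend and the GC content trend taken out were chosen after the results were seen. Among the named genes, 1165 values kept their direction and side of the threshold under the alternatives other than leaving out a library, while 25 fell under the threshold, 19 passed it and 4 reversed, and with 1 library left out these numbers were 739, 62, 11 and 12. Of the gene list tests, 250 kept their side, 18 were lost and 8 were gained, and with 1 library left out 362, 3 and 19. Of the DEG counts, 80 stayed within 1.5 times and 22 moved, and with 1 library left out 39 and 9. For PERMANOVA the numbers were 19 kept and 2 lost, and 21 and 3. Except where stated, the cause was not tested.

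Without a threshold on the fold change, 1239 genes were higher and 1143 lower in OCsEo, 1620 and 1531 in OCsEoS, and 68 were lower in OCsEoS than in OCsEo. With a threshold of 1, the numbers were 99 and 37, 80 and 80, and 3 and 18 between OCsEoS and OCsEo. With the test against a log2 fold change of 0.5, they were 43 and 7, 27 and 28, and 0 and 3, where 1524 genes had an unadjusted p under 0.05 in the comparison of OCsEoS with OCsEo. These thresholds by construction admit more or fewer genes. Genes higher in OCsEoS than in OCsEo numbered 21 with DESeq2 on all 12 libraries, 19 with DESeq2 on 2 groups and 32 without a filter on low counts, and 68 were lower without the filter. Across the 8 fits that each left out 1 library, 1 to 12 genes were higher and 16 to 50 lower. The numbers higher were 5 without OCsEo 1, 4 without OCsEo 2, 6 without OCsEo 3, 5 without OCsEoS 1, 1 without OCsEoS 3 and 6 without OCsEoS 4, and the numbers lower were 23 without OCsEo 2, 27 without OCsEo 4 and 16 without OCsEoS 3.

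With the gene length trend taken out, 425 genes were higher and 291 lower in OCsEo and 464 and 432 in OCsEoS, within 1.5 times, but the genes differed, since 77.0% of the genes called in OCsEo and 69.8% of those in OCsEoS were called again.

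For Retnlg, the change between OCsEoS and OCsEo passed the threshold with DESeq2 on all 12 libraries (-0.96) and on 2 groups (-0.96), without a filter (-0.96) and with at least 10 counts in every library (-0.95), and was -1.11 to -0.79 with 1 library left out, passing without OCsEo 4 (-1.11). For Siglecf, it passed with DESeq2 (-1.83 and -1.83), without a filter (-1.82) and with thinned counts (-1.88). For Mpo, it was -0.94 to -0.60 with 1 library left out, and past the threshold only without OCsEoS 2. Alox5ap was at -0.0092 to 0.10 in this comparison, below 0 without OCsEo 2. In OCsEoS against OCsCtr, Alox15 passed without a filter (1.14) and ranged from 0.76 to 1.83 with 1 library left out (passing without OCsCtr 4, 1.83, and OCsEoS 3, 1.47), Retnlg passed without a filter (-0.52) and ranged from -0.68 to -0.34 (passing without OCsCtr 3, -0.68), Mpo ranged from -0.60 to -0.37 (passing without OCsCtr 3, -0.59, and OCsEoS 2, -0.60) and Siglecf from 0.64 to 1.25 (passing without OCsEoS 3, 1.25). Il5 there had at most 1 count per library, and its fitted value, -1.92 to 0 (0 without OCsCtr 2), carries no information on a change. The change of Prg2 in OCsEo, close to 0, was 0.055 with thinned counts, 0.0046 with the GC content trend taken out and -0.17 to 0.21 with 1 library left out, above 0 without OCsCtr 2 (0.21), OCsCtr 3 (0.07), OCsEo 1 (0.10) or OCsEo 4 (0.07). Also close to 0 and of changing sign were Atp5s in OCsEo (-0.20 to 0.081, above 0 without OCsCtr 2, 0.081, and OCsEo 2, 0.03), Cybb in OCsEo (-0.21 to 0.048, above 0 without OCsCtr 4, 0.048) and Cybb in OCsEoS (-0.0087 with thinned counts, -0.083 to 0.15 with 1 library left out, below 0 without OCsCtr 1, -0.083, OCsCtr 3, -0.04, and OCsEoS 2, -0.02).

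The correlation of changes was 0.767 with at least 10 counts in every library and 0.166 on average with separate controls, with which 310.3 DEGs were shared on average, each fit then holding fewer controls. The correlation was 0.468 with DESeq2 on all 12 libraries and 0.508 to 0.525 with 1 stimulated library left out. With 1 OCsCtr library left out, it was 0.605 to 0.628. The 50 simulations of unchanged groups gave 0.468 to 0.529, but they were fitted with edgeR on all 12 libraries and do not apply to these alternatives. PC1 held 42.6% of the variance with all genes and 16.9% with log2 CPM. The R2 between OCsEoS and OCsEo was 0.212 with all genes and 0.177 with log2 CPM, both with an exact permutation p of 0.0571, and 0.251 to 0.325 with 1 library left out, no longer the largest of the splits without OCsEo 1 (0.290), OCsEo 3 (0.259) or OCsEoS 3 (0.251).

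For the gene lists, values are adjusted p-values in OCsEo and then OCsEoS against OCsCtr, and the alternatives' lowest values follow in brackets where the value is the highest. With the correlation estimated from the data, they were 0.450 and 0.521 for mitochondrial oxidative phosphorylation genes (3.59e-05 and 2.17e-05), 0.651 and 0.617 for the nuclear ones (1.26e-07 and 1.52e-07), 0.321 and 0.279 for the vacuolar ATPase (3.54e-07 and 4.70e-08), 0.0751 and 0.0981 for RANK and osteoclast genes (9.56e-21 and 1.93e-20), 0.219 and 0.279 for phagocytosis receptors (1.01e-09 and 9.95e-08), 0.0751 and 0.173 for cell cycle genes (5.63e-25 and 6.66e-18), 0.0981 for antioxidant genes in OCsEoS (6.79e-05) and 0.328 for neutrophil markers in OCsEo (8.45e-05). With fry, they were 0.158 and 0.110 for the mitochondrial and 0.334 and 0.249 for the nuclear genes, while eosinophil markers in OCsEo (0.0143, alternatives up to 0.371), T cell markers in OCsEo (0.00546, up to 0.328) and basophil or mast cell markers in OCsEoS (0.0197, up to 0.521) passed. With at least 10 counts in every library, B cell markers passed in OCsEo (0.0258, alternatives from 0.00683 to 0.450). With 1 library left out, the mitochondrial genes were at 3.59e-05 to 0.191 and 2.17e-05 to 0.164 (lost without OCsCtr 1, 0.191 and 0.164), the nuclear genes in OCsEo at 1.26e-07 to 0.101 (lost without OCsEo 1, 0.101), interferon response genes at 2.34e-05 to 0.794 (passing without OCsCtr 4, 2.34e-05, OCsEo 1, 0.00686, OCsEo 2, 0.0395, and OCsEo 3, 0.0373) and 5.21e-05 to 0.364 (passing without OCsCtr 4, 5.21e-05), B cell markers at 0.00683 to 0.373 (passing without OCsCtr 1, 0.0439, and OCsCtr 4, 0.00683) and 0.0272 to 0.646 (passing without OCsCtr 4, 0.0272), and neutrophil markers in OCsEoS at 0.0160 to 0.479 (passing without OCsCtr 3, 0.0160). Between OCsEoS and OCsEo, the ranges were 4.62e-04 to 0.699 for the nuclear genes (passing without OCsEo 1, 4.62e-04), 5.88e-04 to 0.428 for the vacuolar ATPase (passing without OCsEo 1, 5.88e-04, OCsEo 2, 0.0446, OCsEoS 2, 0.00841, and OCsEoS 3, 0.0142), 6.97e-05 to 0.703 for RANK and osteoclast genes (passing without OCsEo 1, 0.00266, OCsEo 3, 0.0208, and OCsEoS 2, 6.97e-05), 0.00970 to 0.970 for cell cycle genes (passing without OCsEoS 4, 0.00970) and 0.0103 to 0.886 for interferon response genes (passing without OCsEo 4, 0.0103).

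Samples of the 3 groups share a replicate number only. The 12 correlations between samples of the same number were -0.044 to 0.094, none over 0.1. Their means were 0.043 for OCsEo and OCsCtr, 0.038 for OCsEoS and OCsCtr and 0.029 for OCsEoS and OCsEo. A strong pairing was thus not seen, but a weak pairing by number is not excluded. With a replicate block, 17 genes were higher in OCsEoS than in OCsEo, and Retnlg in that comparison was called (-0.97). Prg2 in OCsEo was then at 0.049, and PC1 held 65.5% of the variance. Interferon response genes in OCsEo and OCsEoS passed as well (adjusted p = 0.0222 and 0.0166, with alternatives up to 0.794 and 0.617). Between OCsEoS and OCsEo, the vacuolar ATPase and the RANK and osteoclast genes passed (0.0262 and 0.0262, up to 0.704 and 0.743).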

Differences from the paper's values

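With the 7 eosinophil-related genes left out, 9 genes were higher in OCsEoS than in OCsEo, against the paper's about 21 in Sup. Fig. 8b, read by eye. Of the alternatives set before the data were examined, each counted with no gene left out except where the alternative itself leaves genes out, DESeq2 on all 12 libraries (21), DESeq2 on 2 groups (19) and a replicate block closed the gap, and the other 19 did not. DESeq2 is the tool that the paper's methods name. For the number of genes lower in OCsEoS than in OCsCtr, DESeq2 on 2 groups gave the paper's 593.

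The paper lists Csf1r among the genes that eosinophils lowered, whereas in OCsEo its log2 fold change of -0.44 stayed under the threshold on the fold change. The heat map of Fig. 3g places Sdha and Atp5s among the genes lower in OCsEo, where they were at -0.39 and -0.08 and not called, mt-Nd3 among those lower in OCsEoS, where it was at -0.39 and not called, and Vcl among those lower in OCsEoS, where it was at -0.38, under the threshold. mt-Nd3 in OCsEoS was called without OCsCtr 4 (-0.51) and with the gene length trend taken out (-0.50), an alternative chosen after seeing the values. Fig. 3h places C1qb among the genes higher in OCsEo, where it was at 0.97 and not called, and Cd93 among those higher in OCsEoS, where it was at 0.32 and not called. The genes named here are not all that stayed uncalled. Of the 28 phagocytosis genes, 25 were called in OCsEoS, and of the 6 cytoskeleton rearrangement genes, 4 were called in OCsEo. C1qb in OCsEo was called with DESeq2 on 2 groups (0.97), without a filter on low counts (0.96), with a replicate block, and without OCsCtr 4 (1.31) or OCsEo 2 (1.17).

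The paper lists Mpo, Retnlg and Ear1 among the eosinophil-related genes detected in osteoclasts when these were cultured with eosinophils. Against OCsCtr, Mpo and Retnlg in OCsEo were at 0.33 and 0.45 and not called under any alternative, and Ear1 had too few counts to be tested with edgeR (exact permutation test, p = 0.0857). Alox5ap, in the same list, was higher with supernatant as well (0.96), with a difference of 0.06 between OCsEoS and OCsEo. Between OCsEoS and OCsEo, Mpo was called lower (-0.79), but in only 1 of 8 fits with 1 library left out (without OCsEoS 2), Retnlg (-0.96) was not called except with DESeq2 on all 12 libraries (-0.96) or on 2 groups (-0.96), without a filter (-0.96), with at least 10 counts in every library (-0.95), with a replicate block or without OCsEo 4 (-1.11), and Siglecf (-1.82) was not called except with DESeq2 on all 12 libraries (-1.83) or on 2 groups (-1.83), without a filter (-1.82) or with thinned counts (-1.88).

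The paper states that genes of oxidative phosphorylation were lowered, and the fixed lists of such genes passed with camera at the preset correlation (medians -0.66 and -0.52 for mitochondrial and -0.09 and -0.09 for nuclear genes), but not with fry or with the correlation estimated from the data. With the gene length trend taken out, an alternative chosen after seeing the values, the medians of the nuclear genes were -0.16 and -0.18. The paper states that ROS-related genes were inhibited, citing Fig. 3g and Fig. 3h without naming the genes in that sentence. The lists tested here may thus not hold the genes that the paper means. It may mean the 6 oxidative phosphorylation genes of Fig. 3g, of which 4 were called lower in OCsEo and 5 in OCsEoS. The NADPH oxidase list was at medians of -0.05 and -0.07 (adjusted p = 0.993 and 0.844, not past 0.05 under any alternative), and the antioxidant list was higher, with medians of 0.25 and 0.19.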

Other observations

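The tests on gene length and GC content trends taken out, on cholesterol synthesis and mitochondrially encoded genes against all other genes and on the share of osteoclasts were chosen after the results were seen.

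Of the 35 splits of the 8 libraries, 1, the real one, gave as many as 804 DEGs for OCsEo against OCsCtr, 1 gave as many as 1058 for OCsEoS against OCsCtr, and 1 gave as many as 52 for OCsEoS against OCsEo. The other splits gave a median of 0 DEGs and at most 1, 1 and 2.

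Alox15, Il5 and Siglecf were higher in OCsEo, and RNA of whole eosinophils remaining in the cultures may be one source. Of 10 fixed eosinophil markers, 5 passed the filter on low counts, 3 (Siglecf, Ear1 and Alox15) are in the list of Fig. 3h, and 2 were above both other groups in every OCsEo library. As a list, the markers did not pass in OCsEo (adjusted p = 0.170, alternatives from 0.0143 to 0.371) or in OCsEoS (adjusted p = 0.400), and were lower in OCsEoS than in OCsEo (adjusted p = 5.98e-05, with fry 0.00250, with estimated correlation 0.0253, alternatives from 6.77e-07). Epx had at most 18 counts in OCsEo, which argues against eosinophils with abundant granule transcripts. Prg2 does not decide this, because it was at -0.01 in OCsEo against OCsCtr but lower in OCsEoS than in OCsEo. That difference was -2.73 (adjusted p = 0.0261 from edgeR), not called with DESeq2 or in 4 of the 8 fits that each left out 1 library. Whether mature blood eosinophils, with few such transcripts, remained and expression by the osteoclasts themselves cannot be told apart, because no library of eosinophils alone was analysed here.

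Il5 was seen almost only in OCsEo, with 44 to 163 counts per library. The summed counts of 7 CD3 and T cell receptor genes had a median of 68.5 in OCsEo and 53.5 in OCsCtr, with 35, 102, 140 and 35 in the 4 OCsEo libraries, and of the 2 receptor genes tested, 0 were called. T cells as a source and others cannot be told apart, since the 2 OCsEo libraries with 35 counts also had Il5 (75 and 44 counts), but all these counts are few. The T cell markers (12 listed, 5 tested) did not pass as a list (adjusted p = 0.0854 and 0.305), except in OCsEo with fry (0.00546, alternatives up to 0.328). The donors of the eosinophils carried an IL-5 transgene, and transgenic Il5 RNA from these cells is an open explanation that was not tested.

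Mpo and Retnlg differed between OCsEoS and OCsEo by -0.79 and -0.96. The 10 other neutrophil markers were all lower in OCsEoS than in OCsEo, with a median of -0.51 (p = 9.30e-11 with camera, 0.00308 with fry and 0.00875 with estimated correlation), as differing amounts of neutrophil RNA would give. With Mpo and Retnlg, the median was -0.56 (adjusted p = 1.85e-12, alternatives from 3.20e-14 to 0.0445), and 3 of the 12 genes were called, 7 adjusted over the list alone. The difference may thus reflect neutrophils or their precursors, while a difference between the stimuli in how long such cells persisted was not tested. The paper measured MPO protein in the supernatant of sorted eosinophils. RNA of eosinophils thus stays a possible source of Mpo, as no library of eosinophils alone was analysed.

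The mitochondrially encoded genes were lower as a list in both stimulated groups, 11 of 13 in OCsEo, where mt-Nd6 was called higher (0.99), and 13 of 13 in OCsEoS. Their share of counts was 0.487% to 1.43% in OCsCtr, the highest in OCsCtr 1, and 0.515% to 0.60% in OCsEo and 0.505% to 0.898% in OCsEoS. Against all other tested genes of the same libraries, the list moved by -0.53 (standard error 0.29) in OCsEo and -0.41 (standard error 0.35) in OCsEoS (exact permutation test, p = 0.114 and 0.314). A change in library size or composition and a decline of these transcripts cannot be told apart from this, because the libraries spread too widely. Without centring each gene, the same test gave 0.44 and -0.59 (exact p = 0.0286 and 0.0286), but it then followed the gene in the middle of the list, mt-Nd6 by its mean expression. The list was not past the threshold without OCsCtr 1 (adjusted p = 0.191 and 0.164, alternatives from 3.59e-05 to 0.450 and from 2.17e-05 to 0.521), while mt-Atp6 was still called (-0.56 and -0.71). No biological explanation was tested.

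Log2 fold changes against OCsCtr fell with gene length, with a Spearman's rho of -0.193 in OCsEo and -0.235 in OCsEoS, short of the 0.3 set beforehand as the mark of a bias. With the trend taken out, 77.0% (619 of 804) and 69.8% (738 of 1058) of the genes called were called again and 0 changed direction, so that the remaining calls may depend on gene length. The cause of the trend, whether from the libraries or from the osteoclasts' own longer genes being lowered, was not tested. With the GC content trend taken out, 97.5% and 96.6% were called again, with 0 in the opposite direction. Thinning all libraries to the smallest size kept 93.3% and 93.9%, with 0 in the opposite direction.

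IL-4 response genes (17 of 20 tested) had medians of 0.22 in OCsEo and 0.11 in OCsEoS, with 10 and 9 higher (adjusted p = 0.605 and 0.305), and 2 and 4 called higher, as adjusted over the list alone. Arg1, one of the list, was at 1.56 and 3.36, but not called in OCsEo without OCsCtr 2 (1.34), OCsCtr 3 (1.44), OCsCtr 4 (1.67) or OCsEo 4 (0.93), with DESeq2 on 2 groups (1.58), edgeR on 2 groups (1.56) or thinned counts (1.44), or with the gene length trend taken out (1.45). A response to IL-4 or IL-13 and its absence cannot be told apart from these values, because members moved both ways. The paper reports that the effect on osteoclasts was not mediated by IL-4 or IL-13.

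Cholesterol synthesis genes were higher in OCsEoS than in OCsEo, 17 of 18 of them (16 with upper-quartile scaling), with a median of 0.18 (adjusted p = 6.74e-06, with fry 0.00250, with estimated correlation 0.0253, alternatives from 4.79e-08), and 0 single genes were called. Scaling moves all genes of a library alike, but the list moved against all other tested genes of the same libraries by 0.15 (standard error 0.04, exact permutation test, p = 0.0286), which argues against scaling as the cause. The first form of this test, without centring each gene, gave 0.13 (standard error 0.07, exact p = 0.143) and alone would not have argued against it. No biological explanation was tested. Against OCsCtr they did not pass (adjusted p = 0.183 and 0.234).

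The RANK and osteoclast genes had a median of -0.56 in OCsEoS. The paper counted fewer multinucleated osteoclasts with eosinophils and with supernatant. The parts of a lower share of such cells and of lower expression within each cannot be told apart, because bulk RNA mixes all cells.

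Of the remaining lists, interferon response genes (20 tested) had medians of 0.17 and 0.07 (adjusted p = 0.0804 and 0.100), B cell markers (8 of 8 tested) 0.43 and 0.48 (adjusted p = 0.0854 and 0.218), and basophil or mast cell markers (6 of 10 tested) -0.17 and -0.49 (adjusted p = 0.993 and 0.305). Of the 53 genes labelled on the volcano plots, 51 were tested, and 32 were called higher and 11 lower in OCsEo, 22 and 9 in OCsEoS, and 3 and 15 between OCsEoS and OCsEo. Adjusted over the list alone, the numbers were 32 and 11, 22 and 10, and 8 and 17, which is not independent evidence because the study chose the genes on these samples.

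Among the genes with the largest changes, Egln3 was at 2.50 in OCsEo and Cyp4f18 at 2.45, Ccl7 at 1.29 in OCsEo and 2.04 in OCsEoS, Folr2 at 0.85 and 1.72, Dgki at -1.43 and -0.75, and Ckmt1 at -0.68 and -1.71. Between OCsEoS and OCsEo, Serpinb2 was at -1.71 (adjusted p = 0.00496), Pglyrp1 at -1.67 (adjusted p = 0.00378), Cbr2 at 1.72 (adjusted p = 0.0228) and Nox1, which overlaps Cstf2, at 0.76 (adjusted p = 0.0134). Cbr2 was not called without OCsEo 1 (1.61), OCsEo 2 (1.56), OCsEo 3 (1.61), OCsEoS 1 (1.50) or OCsEoS 3 (1.72), and Nox1 was not called without OCsEo 2 (0.69). Ckmt1 in OCsEo was not called without OCsCtr 4 (-0.55), OCsEo 1 (-0.63) or OCsEo 3 (-0.57), and Dgki in OCsEoS was not called without OCsCtr 4 (-0.67) or OCsEoS 4 (-0.67).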
